# Stress-induced nuclear translocation of ONAC023 improves drought and heat tolerance through multiple processes in rice

**DOI:** 10.1038/s41467-024-50229-9

**Published:** 2024-07-13

**Authors:** Yu Chang, Yujie Fang, Jiahan Liu, Tiantian Ye, Xiaokai Li, Haifu Tu, Ying Ye, Yao Wang, Lizhong Xiong

**Keywords:** Abiotic, Drought, Heat

## Abstract

Drought and heat are major abiotic stresses frequently coinciding to threaten rice production. Despite hundreds of stress-related genes being identified, only a few have been confirmed to confer resistance to multiple stresses in crops. Here we report ONAC023, a hub stress regulator that integrates the regulations of both drought and heat tolerance in rice. *ONAC023* positively regulates drought and heat tolerance at both seedling and reproductive stages. Notably, the functioning of *ONAC023* is obliterated without stress treatment and can be triggered by drought and heat stresses at two layers. The expression of *ONAC023* is induced in response to stress stimuli. We show that overexpressed ONAC23 is translocated to the nucleus under stress and evidence from protoplasts suggests that the dephosphorylation of the remorin protein OSREM1.5 can promote this translocation. Under drought or heat stress, the nuclear ONAC023 can target and promote the expression of diverse genes, such as *OsPIP2;7*, *PGL3*, *OsFKBP20-1b*, and *OsSF3B1*, which are involved in various processes including water transport, reactive oxygen species homeostasis, and alternative splicing. These results manifest that ONAC023 is fine-tuned to positively regulate drought and heat tolerance through the integration of multiple stress-responsive processes. Our findings provide not only an underlying connection between drought and heat responses, but also a promising candidate for engineering multi-stress-resilient rice.

## Abstract (web summary)

The mechanism of rice adaptation to drought and heat is unclear. Here the authors report ONAC023 as a hub regulator of drought and heat tolerance, offering valuable insights into the multi-layered regulatory mechanisms in multi-stress responses.

## Introduction

Human population is on track to reach 10 billion by 2060, demanding that the global rice yields correspondingly increase by 1.0%–1.2% per year to narrow the food supply deficit^1,2^. Despite numerous efforts taken to improve rice yield in the past decades, unfavorable climate conditions, led by drought and heat, remain serious threats to rice production. It was estimated that drought can result in more than 45% yield loss of rice at the reproductive stage^3^, and heat can cause a 10% reduction in rice grain yield for every 1 °C rise in night temperature^4^. Especially for *japonica* rice, air temperatures exceeding 35 °C in field often cause a significant yield penalty^5,6^. Increasing concern is that the continuous global warming driven by greenhouse gas emissions will increase the intensity, frequency, and duration of the stress combination of drought and heat in the years ahead [http://www.ipcc.ch/]. Therefore, deciphering the mechanisms of plant response and adaptation to drought and heat stress is expected to provide opportunities to breed multi-stress-resilient crops to guarantee global food security.

NAC (NAM, ATAF and CUC) is a well-studied TF family with many members participating in plant stress responses^7^. For example, *STRESS-RESPONSIVE NAC 1* (*SNAC1*), predominantly expressed in guard cells under drought stress, confers drought resistance at vegetative and reproductive stages by promoting stomatal closure in rice^8^. Later, group II and III NACs such as SNAC2/OsNAC6, ONAC045, SNAC3, OsNAC2, ONAC127, and ONAC129 have been identified as contributors to drought, salt, cold, and/or heat stress tolerance^9–15^. However, few of the reported stress-resilient NACs confer both drought and heat tolerance in rice. Especially, the effects on stress resistance improvement of most reported multi-stress-resilient NACs have not been systematically evaluated in field conditions. Despite the great efforts made in stress-resilient NAC characterization, these concerns restrict the application of NAC genes in stress-resilient rice breeding.

As transcription factors, NAC proteins generally function in the nucleus. A special category of NAC members can anchor to the plasma or endoplasmic reticulum membrane and translocate to the nucleus by stimulation-dependent cleavage of the transmembrane domain. This membrane-nucleus translocation is so far the only known mechanism for NAC relocation, which was revealed by studying the subcellular location of stress-responsive NACs, such as ANAC013, ANAC062, OsNTL3, and ONAC054^16–19^. Thus, the functions of these NACs are more stringently controlled, and unlikely to cause leaking effects when the stimulation signal is absent. However, factors governing the cleavage and relocation processes remain largely unknown.

In this study, we identified ONAC023 as a putative hub regulator for drought and heat stress responses, conferring drought and heat tolerance at both vegetative and reproductive stages in rice. We found that drought and heat stresses not only induced *ONAC023* transcript abundance but also triggered the nuclear translocation of ONAC023 with the assistance of a remorin protein OsREM1.5. ONAC023 regulates drought and heat tolerance by targeting diverse categories of genes involved in multiple stress-responsive processes such as redox homeostasis, water transport, and alternative splicing regulations. These findings reveal a multi-layered regulation integrated by NAC in response to drought and heat stresses, and present *ONAC023* as a valuable source gene for breeding drought- and heat-resilient rice.

## Results

### Identification of a hub stress-responsive NAC gene associated with drought and heat tolerance in rice

To efficiently identify NAC genes responsive to drought and heat stress, we developed a rapid evaluation workflow that integrates the transcriptome, phenome, and genome data (Fig. 1a)^20,21^. A NAC-centered gene regulatory network (GRN) were established using the differentially expressed genes (DEGs) under drought and heat stresses compared to the normal conditions from the transcriptome sequencing (RNA-seq) data of two *japonica* varieties, Zhonghua 11 (ZH11) and Dongjin (DJ), at seedling and reproductive stages (Fig. 1b and Supplementary Fig. 1a, b). 

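The RNA-seq data behind this network were read here from 19 libraries. ZH11 seedlings were sampled under normal, drought and heat conditions, and DJ seedlings under normal and drought conditions, with 3 libraries in each of these groups. ZH11 panicles were sampled under normal and heat conditions, with 2 libraries in each group. The paper gives a relative soil moisture (RSM) below 10% for 3 d (ZH11) or 5 d (DJ) as the drought treatment, and 45 °C for 10 h (seedlings) or 0.5 h (panicles) as the heat treatment. The labels of the deposited libraries give 7 d of drought and 6 h of heat. The authors filtered the reads with fastp, aligned them to the MSU rice genome assembly, and deposited an estimated count for each of 55986 gene models in each library, without normalization for library size. The paper's text does not name the tool that made these counts. The total count per library was 88536976 to 117202626 (median 108065003) in ZH11 seedlings under normal conditions, 40829670 to 58129570 (median 48754174) under drought and 79074811 to 96208927 (median 84366919) under heat. It was 41956554 to 59873534 (median 45376758) in DJ seedlings under normal conditions and 39789339 to 43246569 (median 40790333) under drought. The ZH11 panicle libraries held 95242297 and 93875495 counts under normal conditions and 125637868 and 132110274 under heat. The most frequent low value was 4 in every ZH11 panicle library and in the ZH11 seedling libraries under normal and heat conditions, and it was 2 in the ZH11 drought libraries and in the DJ libraries. For the drought response of ZH11, the groups compared therefore differ in what 1 sequenced read pair is worth, and this difference and the condition cannot be told apart. Each stress was compared with normal conditions of the same variety and tissue by edgeR's quasi-likelihood test after TMM normalization and a filter on low counts. As in the paper, a gene with a fold change over 2 and a Benjamini-Hochberg adjusted p under 0.05 was counted as a DEG.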

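Under drought, 10693 of 24797 genes tested were DEGs in ZH11 seedlings, of which 6506 were up-regulated and 4187 down-regulated relative to normal conditions. In DJ seedlings under drought, 13186 of 24257 genes were DEGs, with 6118 up-regulated and 7068 down-regulated, an excess whose direction depends on the method: DESeq2 gave 7106 and 6890, RLE size factors 6459 and 6635, and upper quartile normalization 5302 and 8250. Heat changed 14109 of 25216 genes in ZH11 seedlings, 7922 upwards and 6187 downwards. In ZH11 panicles, 2793 of 27238 genes were DEGs under heat, with 2333 up-regulated and 460 down-regulated, from only 2 libraries per group. For the panicles, DESeq2's Wald test gave 4492 DEGs, the replicate block 4006 and a test against a log2 fold change of 1 1146. For the seedlings, the largest change came from leaving out genes with an average under 1 log2 CPM (the count scaled to the library's total), after which 7266 DEGs were counted for ZH11 under drought, 9887 for ZH11 under heat and 10121 for DJ under drought. With each library left out in turn, the number of DEGs stayed between 10127 and 11011 for ZH11 under drought, between 13575 and 14707 for ZH11 under heat and between 13038 and 13623 for DJ under drought. With counts scaled to read pairs, an alternative chosen after seeing the data, ZH11 had 9760 DEGs under drought. The paper used stress DEGs of these plants as the input from which it inferred the regulatory partners of the NAC genes.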

The DEGs were grouped into nine clusters (C1–C9, Supplementary Fig. 1c), using an independent component analysis (ICA) algorithm^22^, and a regression-tree-based network was applied to infer the regulatory partnership between the NACs and DEGs within each cluster. Hub NACs with the highest degree of connectivity were identified as potential drought- and heat-responsive NACs (Fig. 1b).

**Fig. 1:**
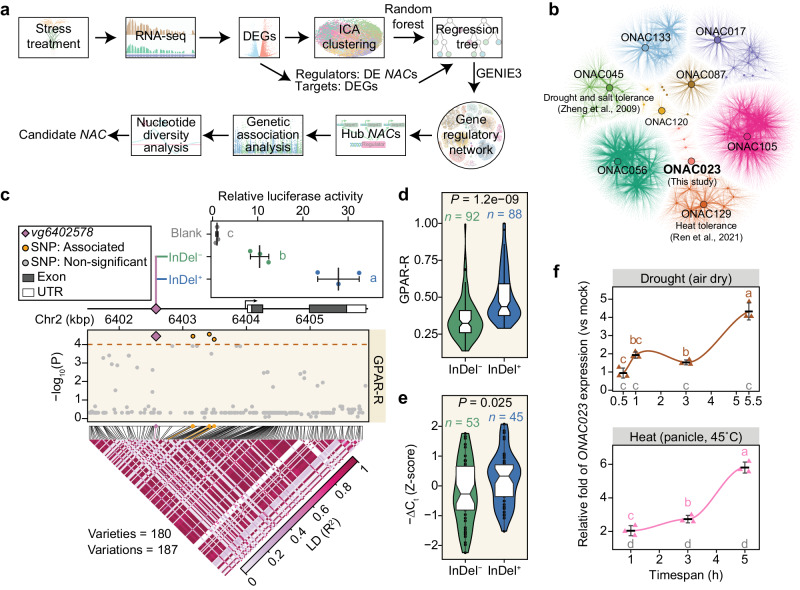
Integrative analysis of rice NAC genes with potential functions in stress tolerance. **a** Overview of the selection work flow applied to rice NAC genes. **b** NAC-centered regulator network in response to drought and heat stresses. Each edge represents a proposed NAC–target relation. ICA clusters are denoted by different colors. The hub NACs are labeled. **c** Association analysis of *ONAC023* with GPAR-R. The Manhattan plot illustrates the power of associations between genetic variations and GPAR-R (in terms of the *F* test *P* values). The triangle heatmap shows the LD. The *ONAC023* promoter activities with/without the insertion of *vg2402578* (termed as InDel^+^ and InDel^−^) evaluated by dual-LUC assay were expressed as the relative fluorescence intensity of fLUC/rLUC, and all values were normalized against that of the blank construct. **d** Significant difference in the GPAR-R between the InDel^+^ and InDel^−^ variety groups. **e** *ONAC023* expression among the 98 tested rice varieties under drought stress. The mean RT–qPCR −∆C_t_ values (determined by three plants for each variety) were normalized as Z-scores. The lower, central, and upper hinges of the box plots in (**d**, **e**) correspond to the 25th, 50th (median), and 75th percentiles, respectively. The whiskers extend from the hinges to the largest/smallest values no further than 1.5× IQR (inter-quartile range) from the hinges. **f** *ONAC023* expression in ZH11 under drought and heat stress treatments. The expression of *ONAC023* was normalized to that of the corresponding mock samples. The curves indicate the smoothed conditional means by LOESS regression. The significance levels of the treated samples were labeled at the upper side, while those of the mocks were labeled (in gray) at the bottom of each panel. The cross-bars in (**c**, **f**) represent mean ± SD (standard deviation). Letter symbols denote significances (*P* < 0.05) determined by one-way ANOVA (two-sided) with Tukey’s Honest significant difference (HSD) test. Exact *P* values and details of the one-way ANOVA–HSD test can be found in the Source Data file. *P* values in (**d**, **e**) were determined by two-tailed Student’s *t* test. Source data are provided as a Source Data file.

Among nine hub regulators, ONAC129 and ONAC045 have been reported to confer heat and drought tolerance, respectively^9,11^, indicating the effectiveness of the GRN. To further evaluate the importance of hub NACs in stress resistance, the genomic variations within the gene body and promoter regions of the nine NACs in 210 rice germplasms were extracted from RiceVarMap2.0^21^ and subjected to genetic association analysis with our previously reported image-based traits (i-traits) as indicators of drought tolerance (Supplementary Data 1)^20^. *ONAC023*, from subgroup V of the NAC family^23^, was identified with significant associations of three single nucleotide polymorphisms and one insertion/deletion (InDel) with “Relative Projected Green Area Ratio” (GPAR-R, data applicable for 180 varieties), a critical i-trait well reflecting drought tolerance^20^ (Fig. 1c, Supplementary Fig. 2a and Supplementary Data 2). The effect of a specific genetic variation (InDel *vg6402578*) in the promoter region of *ONAC023* on the transcriptional activity of the promoter was examined by dual-luciferase (dual-LUC) assay. The result showed that the transcriptional activity of the promoter with the presence of the InDel (InDel^+^) was ~2.5 folds higher than that of the promoter without the InDel (InDel^−^) (Fig. 1c). Considering the *cis*-regulatory effect of the InDel and its loose linkage disequilibrium (LD), we arbitrarily divided the rice populations into InDel^−^ and InDel^+^ groups to evaluate the genetic effect of the InDel. The InDel^+^ group showed significantly higher GPAR-R than the InDel^−^ group (*P* = 1.2e − 09 by two-tailed Student’s *t* test, Fig. 1d). Quantitative reverse transcription PCR (RT–qPCR) analysis on 98 varieties under drought stress revealed that the InDel^+^ group exhibited significantly higher *ONAC023* expression levels than the InDel^−^ group (*P* = 0.025 by two-tailed Student’s *t* test, Fig. 1e). In addition, *ONAC023* expression was significantly induced under drought and heat stress (~4 folds within 5.5-h treatment, Fig. 1f) in ZH11 (InDel^+^ genotype). Besides, analyses on the variations’ geographic distribution patterns, variety–genotype composition, and nucleotide diversity suggested a selective sweep around the *ONAC023* locus, particularly in *japonica* rice during the selection for climate adaptation (Supplementary Fig. 2b–e). Overall, these findings demonstrate that *ONAC023* may be a critical regulator of drought and heat stress responses in rice.

### ONAC023 confers drought tolerance at vegetative and reproductive stages

To validate whether ONAC023 functions in regulating drought resistance, a T-DNA insertion mutant (*onac023*) was obtained, and mutant-complementation plants (*onac023 ONAC023*) were generated. The survival rates after recovery from the drought stress indicated that *onac023* was more sensitive to drought stress compared to the DJ-WT and *onac023 ONAC023* plants (Fig. 2a, Supplementary Fig. 3a). We further evaluated their agronomic trait performance along with two RNA interference lines and ZH11-WT in the field under drought conditions. After severe drought stress (relative soil moisture (RSM) < 10% at the booting stage) followed by recovery (RSM = 100%), *onac023* and *ONAC023*-RNAi lines exhibited drought-sensitive phenotypes including obvious tissue death, impaired growth, and over 2 folds reductions in multiple agronomic traits including yield and biomass compared with the *onac023 ONAC023* or the corresponding WT lines (Fig. 2b, Supplementary Fig. 4). In contrast to the WT lines, the *onac023* and *ONAC023*-RNAi lines showed significantly higher relative electrolyte leakage and free proline contents but significantly lower relative water content, indicating that the leaf tissue of the *onac023* and *ONAC023*-RNAi lines suffered more severe damages during the drought stress treatments (Supplementary Fig. 5). These results suggested that *ONAC023* is indispensable for drought tolerance in rice.

**Fig. 2:**
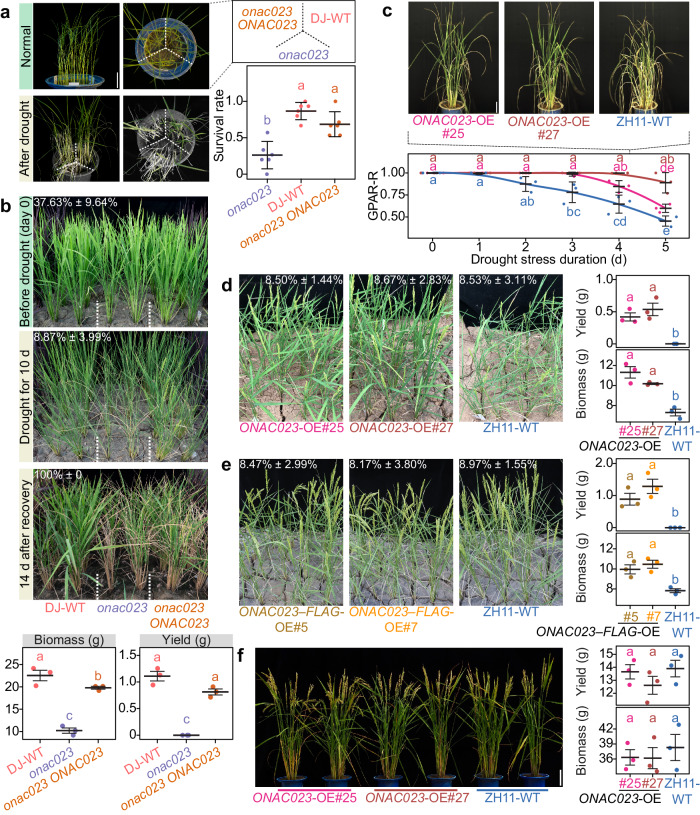
*ONAC023* confers drought tolerance in rice. **a** Phenotypes of the T-DNA insertion mutant *onac023*, the derived negative control (DJ-WT), and the complementation (*onac023 ONAC023*) seedlings after 7-d recovery from the drought stress treatment (RSM < 10% for 7 d). One representative photo (out of six buckets under independent treatments) is shown. Green tissues after recovery were highlighted. See Supplementary Fig. 3a for the raw photos. Scale bar = 5 cm. Cross-bars represent mean ± SEM (standard error of the means). **b** Phenotypes of one of the three blocks of *onac023*, DJ-WT, and *onac023 ONAC023* during the in-field drought stress at the booting stage. The top-left white number in each photo indicates RSM (mean ± SD, *n* = 3). The biomass and yield (per plant) data is presented as mean ± SEM in the bottom cross-bar plots. **c** Phenotypes of the *ONAC023*-OE lines under drought stress. Plants were monitored every day by the phenotyping platform starting from the day 4 after drought stress initiation (day 0 in the *X*-axis). Scale bar = 10 cm. Cross-bars denote mean ± SD of three plants with independent treatments. The curves indicate the smoothed conditional means by LOESS regression. **d**, **e** In-field drought tolerance evaluation of the *ONAC023* overexpressors. Phenotype of one repeat under drought stress is shown for each transgenic line. RSM is labeled as mean ± SD. The plots on the right show the statistics on the biomass and yield (per plant) of the tested lines. Cross-bars denote mean ± SEM of the three randomized blocks. **f** Agronomic traits of the *ONAC023* overexpressors grown under normal growth conditions at the ripening stage. Scale bar = 10 cm. The cross-bar plot shows the mean ± SEM of yield (per plant) and biomass based on three randomized blocks (at least six plants each). Significances (*P* < 0.05) in this figure were determined by one-way ANOVA–HSD test (two sided). Exact *P* values and details of the one-way ANOVA–HSD test can be found in the Source Data file. Source data are provided as a Source Data file.

To investigate whether *ONAC023* is efficient for drought tolerance improvement, transgenic lines constitutively overexpressing *ONAC023* without or with a C-terminal FLAG tag, termed *ONAC023*-overexpressing (*ONAC023*-OE) and *ONAC023–FLAG*-overexpressing (*ONAC023–FLAG*-OE) constructs, respectively, were generated. The i-traits of two *ONAC023*-OE lines and the WT (ZH11) plants were tested for drought tolerance at booting stage. The *ONAC023*-OE lines exhibited significantly higher GPAR-R than ZH11 during the drought treatment (*P* < 0.05 by ANOVA–HSD test, Fig. 2c), consistent with the positive correlation between *ONAC023* expression and GPAR-R values (Fig. 1c–e). A multi-location drought tolerance test conducted in Wuhan (Hubei province, PRC) and Lingshui (Hainan province, PRC) revealed that *ONAC023* overexpressors consistently exhibited increased drought tolerance in terms of biomass and yield compared to ZH11 (Fig. 2d, e, and Supplementary Fig. 6). Moreover, overexpression and mutation of *ONAC023* had minor effects on the major agronomic traits under normal growth conditions (*P* > 0.05 by ANOVA–HSD test, Fig. 2f and Supplementary Fig. 7). These results together indicate that *ONAC023* confers drought tolerance at both vegetative and reproductive stages.

### ONAC023 confers heat tolerance at vegetative and reproductive stages

Since *ONAC023* expression was also induced by heat stress (Fig. 1f), we investigate its potential function in heat tolerance. We found that after a 45 °C heat stress treatment at the seedling stage, *onac023* had lower survival rates compared with the DJ-WT and *onac023 ONAC023*, while the *ONAC023*-OE lines showed over 5 folds higher survival rates compared to ZH11-WT (Fig. 3a, Supplementary Fig. 3b). At the reproductive stage, *onac023* had reduced seed-setting rate compared to DJ-WT after a 43 °C heat stress treatment, while *ONAC023*-OE lines showed less damage and a tenfold higher seed-setting rate compared to ZH11-WT (Fig. 3b). Pollen germination capability on the post-flowering stigmas, an indicator for the vulnerability of rice fertility to high temperatures^24^, was also assessed under heat stress (43 °C) and normal conditions (30 °C). *onac023* showed a significantly lower relative pollen germination ratio (heat vs normal) compared to DJ-WT, while *ONAC023*-OE lines showed a higher ratio than ZH11-WT (Fig. 3c). These results indicate that ONAC023 also confers heat tolerance in terms of pollen fertility.

**Fig. 3:**
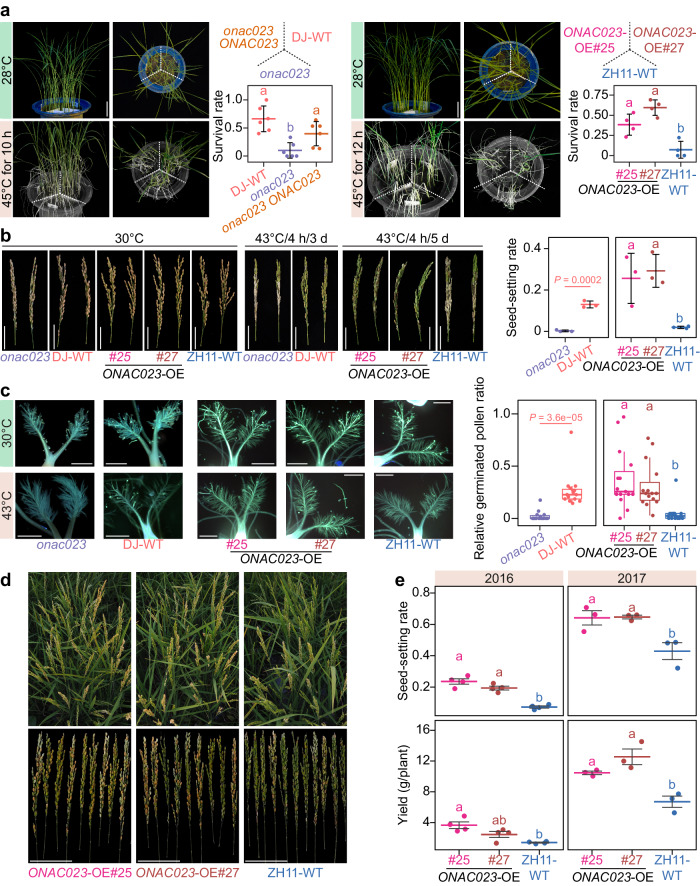
*ONAC023* confers heat tolerance in rice. **a** Heat tolerance evaluation of *onac023* mutant and *ONAC023* overexpressors. Green tissues after recovery were highlighted. See Supplementary Fig. 3b for the raw photos. Scale bars = 5 cm. Cross-bars represent mean ± SD of the survival rates (six and four independently treated buckets for *onac023* and *ONAC023* overexpressors, respectively). **b** Heat tolerance evaluation of *onac023* mutants and *ONAC023* overexpressors in terms of spikelet fertility. Representative panicles from two plants are shown for each line. Scale bars = 5 cm. Seed-setting rates of the heat stress-treated plants after recovery are shown by the cross-bars (mean ± SD, three plants with independent treatments). **c** Aniline blue staining of the germinated pollens on the heat stress-treated and untreated (mock) stigmas. Scale bars = 0.5 mm. The relative germinated pollen ratios (heat vs mock) of the tested lines were illustrated by boxplot (15 plants for each line). Whiskers of the box plot illustrate the 1.5× IQR ranges, and hinges denote the 25th and 75th percentiles. **d** Plant and panicle phenotypes of one representative block of the *ONAC023*-OE plants at the ripening stage, suffered high temperature (peak air temperature exceeded 40 °C during daytime) in the field. Scale bars = 10 cm. **e** Heat tolerance improvement of *ONAC023*-OE lines under the field conditions with heat stress occurred in August at Wuhan. Dots indicate the average values of six plants in each block. Cross-bars denote mean ± SEM. The air temperatures during heat stress are shown in Supplementary Fig. 8. *P* values between *onac023* and DJ-WT were determined by two-tailed Student’s *t* test in (**b**, **c**). Multi-group comparisons in (**a**−**c**, **e**) were evaluated by one-way ANOVA–HSD test (two-sided) at *P* < 0.05. Exact *P* values and details of the one-way ANOVA–HSD test can be found in the Source Data file. Source data are provided as a Source Data file.

In addition, results from a two-year field test in Wuhan, where natural heat stress occurred with a peak air temperature of 35–45 °C during the heading stage (Supplementary Fig. 8), showed that *ONAC023*-OE lines exhibited less yield penalty and seed-setting rate reduction than ZH11-WT (Fig. 3d, e). The *ONAC023–FLAG*-OE lines also had ~2 folds higher seed-setting rate and yield (Supplementary Fig. 9). These results suggest that *ONAC023* confers heat tolerance and has high potential for heat tolerance improvement.

### Nuclear localization of ONAC023 is induced by drought and heat stresses

To unveil the regulatory mechanisms of ONAC023 in improving drought and heat tolerance, we first investigated its subcellular location in *ONAC023–FLAG*-OE#5 leaf tissues by immunofluorescence assay. The result showed that ONAC023–FLAG was largely localized outside the nuclei under the normal conditions (25 °C with ample watering, Fig. 4a and Supplementary Fig. 10). However, after drought (RSM < 10 % for 3 d) or heat (45 °C for 3 h) stress, ONAC023–FLAG was significantly enriched in the nuclei (Fig. 4a and Supplementary Fig. 10). The nuclear and cytoplasmic proteins from the *ONAC023–FLAG*-OE leaf tissues under the same treatments were further examined by Western blot. The result showed that the cytoplasmic ONAC023–FLAG was more abundant under the normal conditions compared to drought and heat treatments, while nuclear ONAC023–FLAG exhibited the opposite trend (Fig. 4b). A chromatin immunoprecipitation–sequencing (ChIP–seq) assay using the seedling leaf tissue from *ONAC023–FLAG*-OE#5 and ZH11-WT was performed to investigate the DNA-binding function of ONAC023–FLAG in the nuclei under normal conditions. Even though the ONAC023–FLAG protein was constitutively expressed in the *ONAC023–FLAG*-OE#5 under the normal condition (25 °C, Supplementary Fig. 11a), no binding of ONAC023–FLAG in *ONAC023–FLAG*-OE#5 was detected (with a threshold of 2-fold change and FDR < 0.05 by Wald test, Fig. 4c). These results together suggest that the stress-induced nuclear translocation of ONAC023 may be a strategy for its functional activation under stress conditions, in addition to stress-induced expression at the transcriptional level (Fig. 1f).

**Fig. 4:**
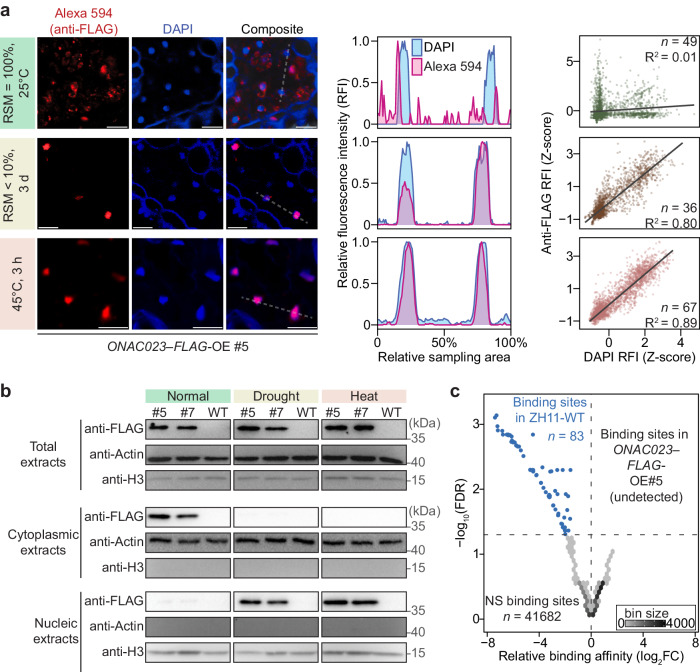
Drought and heat stress-induced nuclear localization of ONAC023. **a** The microscopic immunofluorescence images show the subcellular localization of ONAC023–FLAG in the seedling tissues. The anti-FLAG signal (by Alexa 594) and nuclei stained by DAPI were shown in red and blue, respectively. Scale bars = 10 µm. The Alexa 594 and DAPI signal distribution profiles are illustrated by the peak plots in the middle. Relative fluorescence intensity (RFI), representing the percentage fluorescence intensity to the maximum intensity in the sampling region, was quantified to evaluate the fluorescence distribution. The sampled regions were marked with dashed lines. The scatter plots (on the right side) summarize the immunofluorescence co-localization of all assayed slices. Each point represents a measured pixel in terms of the Z-transformed DAPI and anti-FLAG RFIs measured in each cell. The slopes show the fitted linear models by the two RFIs. Overall co-localization under each condition was assessed by the R^2^ value of Pearson correlation coefficient (PCC) analysis. *n* denotes the number of observed cells in the quantification. **b** Subcellular localization of ONAC023 under drought stress, heat stress, and normal conditions was confirmed by Western blot with an anti-FLAG antibody. Actin and histone H3 were set as endogenous controls for cytoplasmic proteins and nuclear proteins, respectively. See Supplementary Fig. 23 for the uncropped images. **c** ChIP–seq analysis of *ONAC023–FLAG*-OE#5 and ZH11-WT seedlings under normal conditions. Sequenced peak regions with no significant difference (NS, by the threshold of log_2_FC > 1 and FDR < 0.05) between the two samples are indicated as hex-bins (gray), while regions enriched in the ZH11-WT sample (possible background) are shown as blue points. The FDR values were determined by Wald test (two-sided) with Benjamini-Hochberg correction. Source data are provided as a Source Data file.

### OsREM1.5 is required for the stress-induced nuclear translocation of ONAC023

Since ONAC023 lacks the transmembrane domain and intact nuclear-localization signal sequence that are required for nuclear translocation of reported membrane NACs (Supplementary Fig. 12), suggesting a unique mechanism for ONAC023 which is different from the current transmembrane domain-cleavage model^18^. To reveal the mechanism of the stress-induced nuclear enrichment of ONAC023, we performed anti-FLAG immunoprecipitation coupled with tandem mass spectrometry identification (IP-MS) using protein extracts from drought (RSM < 10% for 3 d) and heat (45 °C for 8 h) stress-treated *ONAC023–FLAG*-OE#5 and ZH11-WT seedlings. Although only five immunoprecipitated proteins were detected in both conditions (91 for drought stress and 69 for heat stress, Supplementary Data 3), the proteins with the GO term “Abiotic stimulus response” were significantly enriched in both drought-treated (31 proteins) and heat-treated (37 proteins) samples (Fig. 5a), implicating the involvement of potential ONAC023-interacting proteins in drought and/or heat stress responses. We further focused on the five overlapped immunoprecipitated proteins to identify candidates responsible for ONAC023 nuclear translocation. The interaction between ONAC023 and remorin protein OsREM1.5 was subsequently confirmed by co-immunoprecipitation (Co-IP), bimolecular fluorescence complementation (BiFC) in ZH11 protoplasts, and in vitro pull-down assays (Fig. 5b–d). Remorin protein was reported to be involved in nuclear translocation process in *Arabidopsis thaliana* by interacting with importin-α proteins^25^. To further validate if OsREM1.5 is required for ONAC023 nuclear translocation, we examined the ONAC023 localization in ZH11 protoplasts with *OsREM1.5* mutated by CRISPR-Cas9 technique (Supplementary Fig. 13). Although ONAC023 was also detected in the nuclei of native ZH11 protoplasts, which may be due to uncertain stress factors during the transfection and/or the unspecific nuclear localization of the YFP tag (as is revealed by the control YFP transfection, Fig. 5e), the mutation of *OsREM1.5* resulted in a significantly higher accumulation of ONAC023–YFP in cytoplasm compared to that in the wild-type (WT) control (Fig. 5e). These results demonstrated that OsREM1.5 is required for an efficient nuclear translocation of ONAC023. In addition, OsREM1.5 was verified to interact with two importin-α proteins (OsIMP-α1a and OsIMP-α1b) by BiFC (Supplementary Fig. 14a), which was similar to the results in *Arabidopsis*^25^. These results suggest that OsREM1.5 functions in stress-induced nuclear accumulation of ONAC023 likely through the OsREM1.5–improtin-α-mediated nuclear translocation.

**Fig. 5:**
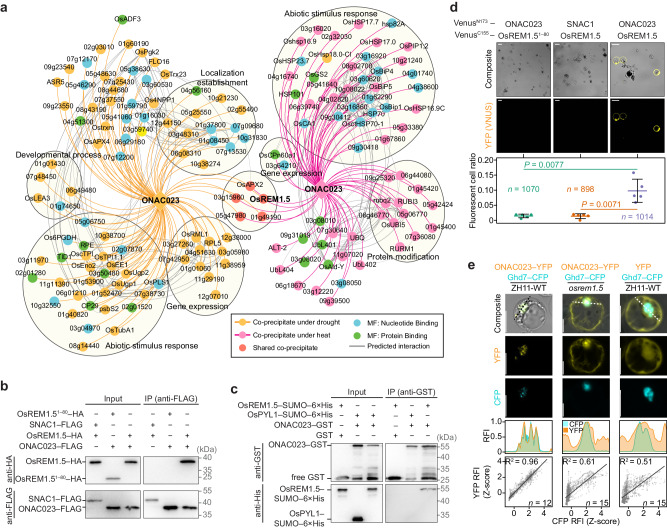
Identification of the co-factor for the nuclear transport of ONAC023 under the stress conditions. **a** Integrated network of the ONAC023-interacting candidates identified by IP-MS using drought and heat stress-treated *ONAC023–FLAG*-OE#5 transgenic plants. Gray curves link the predicted high-confidence interactions by STRING program. Reported proteins were labeled by their names, while the rest were marked by accession IDs. MF, molecular function. Validation of the ONAC023-OsREM1.5 interaction by Co-IP (**b**), in vitro pull-down assay (**c**), and BiFC (**d**). In Co-IP and BiFC assays, an irrelevant NAC protein (SNAC1) and the 1–80 amino acid (AA) truncated form of OsREM1.5 (OsREM1.5^1–80^) were used as negative controls. In the pull-down assay, an irrelevant protein (OsPYL1) and free GST were used as negative controls. The cross-bar plot in (**d**) shows the ratio of fluorescent cells (mean ± SD) in five repeats of the assay. *P* values were evaluated by two-tail Student’s *t* test. Scale bars = 20 µm. See Supplementary Fig. 23 for the uncropped images for (**b**, **c**). **e** Slices showing the subcellular localization of ONAC023 (tagged by YFP) in the WT (variety ZH11) and *osrem1.5* protoplasts. Empty YFP was expressed as a control, and Ghd7–CFP was co-transfected as a nuclear marker. Scale bars = 10 μm. The middle peak plots illustrate the profiles of the ONAC023–YFP and Ghd7–CFP relative fluorescence intensities. Sampled regions are marked with dashed lines in the slices. The bottom scatter plots show the result of co-localization analysis of all assayed cells in each transfection. Each point represents a measured pixel in terms of YFP and CFP RFIs (normalized by Z-transform for each cell). The fitted linear models by two-color fluorescence are expressed as the slopes. The R^2^ value of PCC was used to illustrate the overall YFP–CFP co-localization in all observed cells. Source data are provided as a Source Data file.

Furthermore, *OsREM1.5* was found to be transcriptionally induced by drought and heat stresses (Fig. 6a), and its mutation led to decreased drought and heat tolerance, as indicated by significantly lower seedling survival rates and seed-setting rates of two CRISPR-Cas9-mediated mutant lines compared to ZH11-WT (*P* < 0.05 by ANOVA–HSD test, Fig. 6b, c). To examine whether OsREM1.5-assisted nuclear translocation of ONAC023 is an abiotic stress-dependent process, drought (by 15% PEG 6000) and heat (45 °C) stress treatments on *Nicotiana benthamiana* (*N. benthamiana*) were applied for tracing the subcellular localization of ONAC023 and OsREM1.5 in the epidermal cells. Under the normal conditions, OsREM1.5–RFP and ONAC023–GFP were observed to be evenly distributed on the plasma membrane and in the cytosol, respectively (Fig. 6d). Though ONAC023–GFP was observed in the nucleus under normal conditions, it was considered as potential side-effect by the stress from transfect and/or universal localization effect by GFP tag (as is revealed by the empty GFP transfection, Fig. 6e). After heat or drought stress for 60 min, the cytoplasmic ONAC023–GFP proteins were largely relocated into the nucleus (Fig. 6d), supporting the results in rice seedlings and protoplasts (Figs. 4a, 5e). Of note, we observed an intermediate state during stress (45 °C for 35 min and 15% PEG 6000 for 20 min) in which ONAC023–GFP and OsREM1.5–RFP were not only co-localized in the nucleus, but also distributed in plaque-like spots along the plasma membrane (Fig. 6c). These results together supported that the subcellular localization of OsREM1.5 was responsive to stress treatment in coordination with ONAC023.

**Fig. 6:**
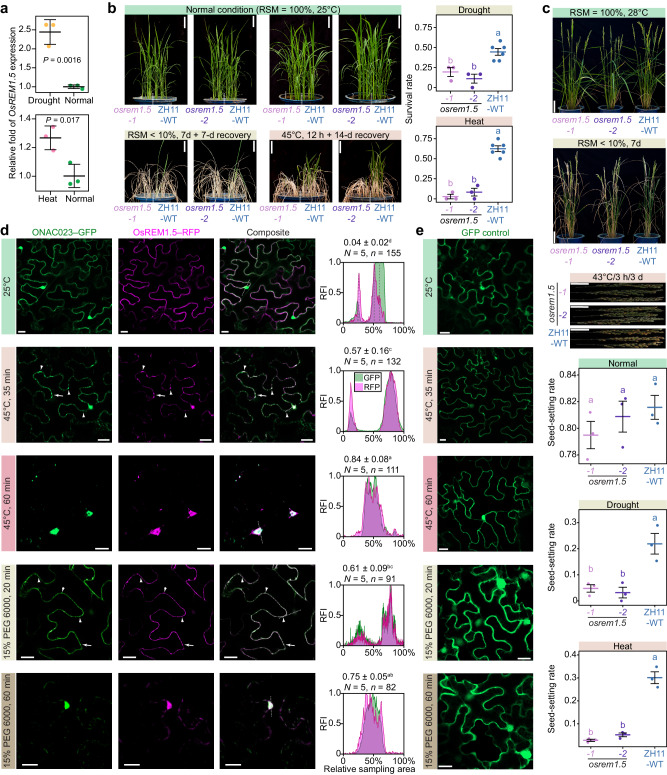
OsREM1.5 is responsive to drought and heat stresses. **a** The relative transcription fold change of *OsREM1.5* under the drought or heat stress treatment compared to the non-stress condition. Cross-bars represent mean ± SD of three repeats of the treatments (at least 10 seedlings each). *P* values were determined by two-tailed Student’s *t* test. Drought and heat tolerance evaluations on the *osrem1.5* mutants at the seedlings stage (**b**) and flowering stage (**c**). The survival rates of the recovered seedlings and the seed-setting rates of the recovered panicles (20 d after the treatment) were exhibited by cross-bar plots (mean ± SD). Three (for each mutant line) or six (for the ZH11-WT) buckets of seedlings and three flowering plants (for each mutant line and ZH11-WT) were tested with independent treatments. Scale bars = 5 cm (**b**) and 10 cm (**c**). **d** Dynamic subcellular localization changes of ONAC023–GFP and OsREM1.5–RFP in response to drought or heat stress treatment. *N. benthamiana* epidermal cells under 45 °C for 0 min, 35 min, and 60 min or treated with 15% PEG 6000 (drought stress) for 20 min and 60 min were imaged. Typical plaque-like localizations are labeled by arrows. The peak plots illustrate the profiles of the GFP and RFP relative intensities. Differential localization of ONAC023–GFP (cytoplasm) and OsREM1.5–RFP (cell membrane) was indicated by the dashed lines that show the non-overlapping peak fluorescent intensities in the plot. Sampled regions are marked with dashed lines in the composite slices. The ratio of reactive cells that showed >5 plaque-like fluorescent spots per cell and/or nuclear enrichment of GFP were expressed as mean ± SD. *n*, total observed cells. *N*, repeats of the assay. Scale bars denote 20 µm. **e** Subcellular localization of empty GFP in *N. benthamiana* epidermal cells. Scale bars denote 20 µm. Significances (*P* < 0.05) in (**b**–**d**) were determined by one-way ANOVA–HSD test (two-sided) and marked by letter symbols. Exact *P* values and details of the one-way ANOVA–HSD test can be found in the Source Data file. Source data are provided as a Source Data file.

Next, we investigated the mechanism of stress-induced OsREM1.5 relocation. Previous studies in *Arabidopsis* and *Solanum tuberosum* have hinted regulatory role of phosphorylation-residues within the N-terminal intrinsically disordered regions of group 1 remorins in protein-protein interaction and nanodomain formation^25,26^. As expected, the serine/threonine residues (S80, T92, and S97) of OsREM1.5 are conserved at the reported phosphorylation sites (Fig. 7a). Phos-tag assay with immunoprecipitated OsREM1.5–HA revealed phosphorylation of the protein under normal conditions but not drought or heat stress (Fig. 7b). The phosphoablative OsREM1.5 (OsREM1.5^AAA^) with mutations of those residues to Ala resulted in the absence of phosphorylation bands (Fig. 7b), indicating the S80T92S97 site as the primary form of phosphorylated OsREM1.5. Analysis of a public phosphoproteome dataset on drought stressed rice (see Methods) also supported the finding of S80 phosphorylation under normal conditions but not drought stress (Supplemental Fig. 15).

**Fig. 7:**
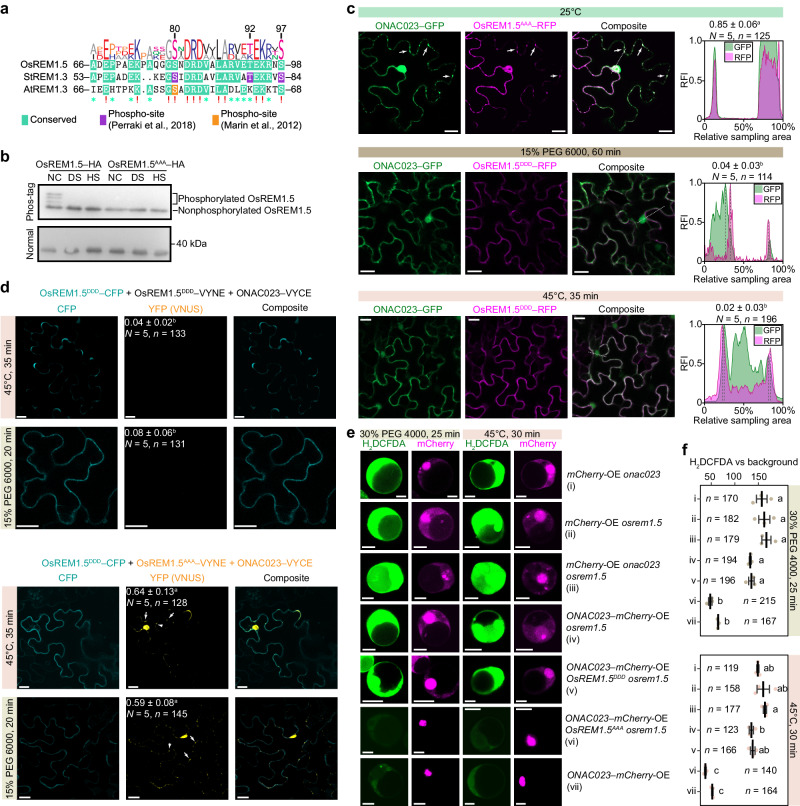
The phosphoablative form of OsREM1.5 contributed to the nuclear translocation of ONAC023 and the decreased cellular ROS accumulation under drought and heat stress. **a** Snap-shot of protein sequence alignments of OsREM1.5, AtREM1.3, and StREM1.3 involving the conserved phosphor-residues. **b** Phos-tag assay showing the impaired phosphorylation of OsREM1.5 under drought or heat treatment. The phosphoablative OsREM1.5^AAA^ was used as a control. NC, normal condition, DS, drought stress, HS, heat stress. See Supplementary Fig. 23 for the uncropped images. **c** Subcellular localization of the phosphomimetic OsREM1.5^DDD^ and phosphoablative OsREM1.5^AAA^ under drought (15% PEG 6000) or heat stress (45 °C) and normal conditions (25 °C) in *N. benthamiana* epidermal cells. Typical plaque-like localizations are labeled by arrows. The peak plots illustrate the profiles of the GFP and RFP relative intensities. Differential localization of ONAC023–GFP (cytoplasm) and OsREM1.5^DDD^–RFP (cell membrane) was indicated by the non-overlapping dashed lines. The sampled regions are marked with dashed lines in the composite slices. Statistics on the ratio of reactive cells (showed >5 plaque-like fluorescent spots per cell) were denoted as mean ± SD in each panel. *n*, total observed cells. *N*, repeats of the assay. **d** BiFC assay detecting the ONAC023–OsREM1.5^AAA^ interaction in *N. benthamiana* epidermal cells under drought (15% PEG 6000 for 20 min) or heat stress (45 °C for 35 min). The OsREM1.5^DDD^–CFP was used as a transfection control. The ratio of cells showed yellow fluorescence was labeled as mean ± SD in the YFP slices. *n*, total observed cells. *N*, repeats of the assay. **e**, **f** ROS accumulation of the drought (30% PEG 4000) or heat (45 °C) stress-treated transgenic protoplasts identified by H_2_DCFDA. Cross-bars in (**f**) denote mean ± SD based on three repeats of the treatments. *n*, total observed cells. Significances (*P* < 0.05) in (**c**, **d**, **f**) were determined by one-way ANOVA–HSD test (two-sided). Exact *P* values and details of the one-way ANOVA–HSD test can be found in the Source Data file. Scale bars denote 20 µm (**c**, **d**) or 10 µm (**e**). Source data are provided as a Source Data file.

We further investigate the effects of different phosphorylation states on OsREM1.5 by determine the subcellular localization of the phosphoablative OsREM1.5^AAA^ and phosphomimetic OsREM1.5^DDD^ (by modifying the S80T92S97 site to Asp) in *N. benthamiana* epidermal cells. OsREM1.5^DDD^–RFP exhibited uniform plasma membrane localization under heat or drought stress, and the re-distribution of co-transfected ONAC023–GFP was no longer observed under stress conditions (Fig. 7c). In contrast, OsREM1.5^AAA^–RFP exhibited a plaque-like distribution even under 25 °C and showed almost identical distributions to the wild-type OsREM1.5 under heat or drought stress (Fig. 7c). These plaque-like spots reminded us of the nanodomain structures integrated by remorins^26,27^. Subsequently, BiFC assay was performed to investigate if the plaque-like spots formed by dephosphorylated OsREM1.5 are required for OsREM1.5–ONAC023 interaction. The result illustrated that OsREM1.5^AAA^ interacted with ONAC023 within the nucleus and plasma membrane plaques under heat and drought stress, while OsREM1.5^DDD^ did not show detectable interaction with ONAC023 (Fig. 7d). BiFC assay in rice protoplasts also confirmed the interaction between the two importin-α proteins and OsREM1.5^AAA^ but not OsREM1.5^DDD^ (Supplementary Fig. 14b). Furthermore, overexpression or mutation of *ONAC023* in the *osrem1.5* protoplasts did not alter drought or heat tolerance as revealed by H_2_DCFDA (2’,7’-dichlorofluorescin diacetate) fluorescence staining. Only the *osrem1.5* protoplasts that coexpressed *ONAC023* and *OsREM1.5*^*AAA*^ but not *OsREM1.5*^*DDD*^ can restore nuclear enrichment of ONAC023 and decrease the reactive oxygen species (ROS) accumulation caused by *OsREM1.5* mutation under stress conditions (Fig. 7e, f). These results together indicate that stress-induced dephosphorylation of the conserved phosphorylation-residues in the N-terminal intrinsically disordered regions of OsREM1.5 (S80, T92, and S97) is essential for cytoplasm-nucleus relocation and the functioning of ONAC023 in response to drought and heat stress.

### Identification of ONAC023 target genes

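The RNA-seq experiment on ONAC023 compared 12 libraries, 3 each of DJ-WT under drought, onac023 under drought, DJ-WT under heat and onac023 under heat. The onac023 line is a T-DNA insertion mutant in the DJ background, and the paper describes DJ-WT as the negative control derived from it. The paper gives RSM below 10% for 5 d and 45 °C for 10 h for seedlings used in expression analysis, while the labels of the deposited libraries give 7 d of drought and 6 h of heat. ONAC023 (LOC_Os02g12310) itself had 257, 222 and 65 counts in DJ-WT replicates 1 to 3 under drought, against 6, 4 and 9 counts in onac023. Under heat it had 105, 126 and 180 counts in DJ-WT and 0, 2 and 0 counts in onac023. Its log2 fold change (DJ-WT vs onac023) under drought was 4.20 (standard error 0.58, edgeR adjusted p = 0.000474), and under heat it was at least 52.4-fold higher in DJ-WT, taking 3 counts per library as the floor of the onac023 libraries (edgeR adjusted p = 0.00142). The authors filtered, aligned and counted the reads as for the stress libraries and deposited an estimated count per gene model without normalization. Total counts were 46840377 to 52681521 (median 48408339) in DJ-WT and 40091745 to 43797883 (median 42497757) in onac023 under drought. Under heat they were 45637908 to 56012558 (median 50491141) in DJ-WT and 51868655 to 63406027 (median 57015968) in onac023. The paper's own depth is given as uniquely mapped reads (Supplementary Fig. 16e), with medians of 77868644, 64503870, 76849890 and 87055574 for DJ-WT drought, onac023 drought, DJ-WT heat and onac023 heat. The values here use the total counts. DJ-WT and onac023 were compared within each stress by edgeR's quasi-likelihood test, and genes higher in DJ-WT are called up-regulated.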

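The varieties of the libraries were checked with genes expressed in only 1 of the 2 varieties, a check chosen after seeing the data. In the stress libraries of ZH11 and DJ, 36 genes had at least 1 CPM in all 9 ZH11 seedling libraries and at most 0.1 CPM in all 6 DJ libraries, and 54 genes had the opposite pattern. At 0.5 CPM or more, each DJ-WT drought library held all 36 of the ZH11 genes and all 54 of the DJ genes, and each DJ-WT heat library held 34 to 35 and 42 of them. The onac023 libraries held 18 to 23 of the ZH11 genes under drought and 17 to 21 under heat, with 53 to 54 and 45 to 46 of the DJ genes. The median of the mean expression of the 36 ZH11 genes was 4.78 CPM in DJ-WT and 1.04 CPM in onac023 under drought, and it was 8.82 CPM in ZH11 seedlings under drought and 0 in DJ seedlings under drought.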

To unveil the downstream components regulated by ONAC023, RNA-seq and ChIP–seq (using an anti-ONAC023 antibody, Supplementary Fig. 11) analyses were performed on *onac023* and DJ-WT seedlings under drought and heat stresses. 

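Under drought, 6148 of 24273 genes tested were DEGs between DJ-WT and onac023. Under heat, the DEGs numbered 2647 of 23459 genes tested. The unadjusted p was under 0.05 for 15564 genes under drought and for 7916 under heat. The 3 DJ-WT libraries lay entirely above or entirely below the 3 onac023 libraries for 17169 genes under drought (70.7%) and for 10455 under heat (44.6%), where chance gives 10%. DESeq2's Wald test, the paper's tool, gave 6426 DEGs under drought and 3220 under heat with the same thresholds. With each library left out in turn, the count ranged from 5636 to 6791 under drought and from 1469 to 3311 under heat. The replicate numbers of the groups were also tested as a block. Under heat, the deviations of same-numbered DJ-WT and onac023 libraries from their group means had a mean correlation of 0.276 across genes, and the replicate block gave 3042 DEGs. Under drought that correlation was -0.0252. The alternative that moved the drought count most was chosen after seeing the data: with the 3 DJ seedling drought libraries of the stress experiment in place of the DJ-WT drought libraries, 294 of 22978 genes were DEGs against onac023. In that comparison edgeR's unadjusted p was under 0.05 for 4139 genes. Of the 1854 genes in the paper's list of down-regulated DEGs under drought (Supplementary Data 5), 1603 had an identifier in the count table and 1199 of these were called down-regulated here and 0 up-regulated, with 1440 of the 1449 tested having the same sign. The paper's up-regulated lists were available only in part. Of 1742 such genes with an identifier under drought, 1529 were called up-regulated and 2 down-regulated. Under heat, 855 of 1194 were called up-regulated and 0 down-regulated. Between the stresses, 545 genes were up-regulated in both and 135 down-regulated in both, among 22300 genes tested in both. A further 80 were up-regulated under drought and down-regulated under heat, and 120 changed in the opposite order.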

6031 and 3614 DEGs (DJ-WT vs *onac023*) were identified under drought and heat, respectively, based on a unified genome annotation including 28959 active gene models (Fig. 8a, Supplementary Fig. 16, and Supplementary Data 4, 5). Notably, the up-regulated DEGs (4177 under drought stress and 2658 under heat stress) outnumbered the down-regulated DEGs (1854 under drought stress and 956 under heat stress). In addition, the average ChIP–Seq signal ratios around the transcription start sites (TSS) of DEGs indicated that ONAC023 exhibited a higher affinity for the promoter regions of up-regulated DEGs compared to down-regulated DEGs under both treatments (Fig. 8b). 

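In the counts re-analysed here, up-regulated DEGs were 4399 of the 6148 under drought (71.5%) and 2121 of the 2647 under heat (80.1%), leaving 1749 and 526 down-regulated DEGs. With the RLE size factors of DESeq2 in place of TMM, the up-regulated share was 68.2% under drought and 79.4% under heat. With upper quartile normalization it was 73.8% and 79.7%. With the replicate block, 4190 and 1674 genes were up- and down-regulated under drought, and 2408 and 634 under heat. With DJ seedling drought libraries in place of DJ-WT drought libraries, an alternative chosen after seeing the data, 82 genes were up-regulated and 212 down-regulated. A test against a log2 fold change of 1 called 2259 up- and 476 down-regulated genes under drought, and 637 and 65 under heat. Under drought, the number of genes detected at 1 CPM or more was 20839.7 ± 388 (SD, n = 3) in DJ-WT and 18933.3 ± 175 (SD, n = 3) in onac023. The two-sided exact permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. Under heat it was 19148 ± 279 (SD, n = 3) in DJ-WT and 17537.3 ± 78.4 (SD, n = 3) in onac023, again at p = 0.1 by the exact permutation test. Both differences were larger than the spread between replicates. Of the stress libraries under drought, DJ seedlings had 19094.7 ± 110.5 (SD, n = 3) genes detected, nearer to onac023 than to DJ-WT. ZH11 seedlings under drought had 20826.3 ± 503.3 (SD, n = 3). This comparison was made after seeing the data. From the excess of up-regulated DEGs, its ChIP–seq signals and a protoplast assay, the paper proposes that ONAC023 acts mainly as an activator of transcription under both stresses.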

Together with the transcriptional activation activity of ONAC023 detected in rice protoplasts (Supplementary Fig. 17), these results suggested that ONAC023 mainly functions as a transcriptional activator under drought and heat stresses. Next, electrophoretic mobility shift assay (EMSA) was performed to investigate the core binding motif of ONAC023, with a 24-bp motif enriched in the ChIP–seq peak regions under both treatments as a starting point (Supplementary Fig. 18a). The result revealed that the conserved NAC binding motif CACG was more crucial for ONAC023 binding than other regions in the 24-bp proto-motif (Supplementary Fig. 18b), indicating that its capability to bind to the same core binding motif as other known stress-responsive NACs, despite belonging to a distinct phylogenetic subgroup^23^.

**Fig. 8:**
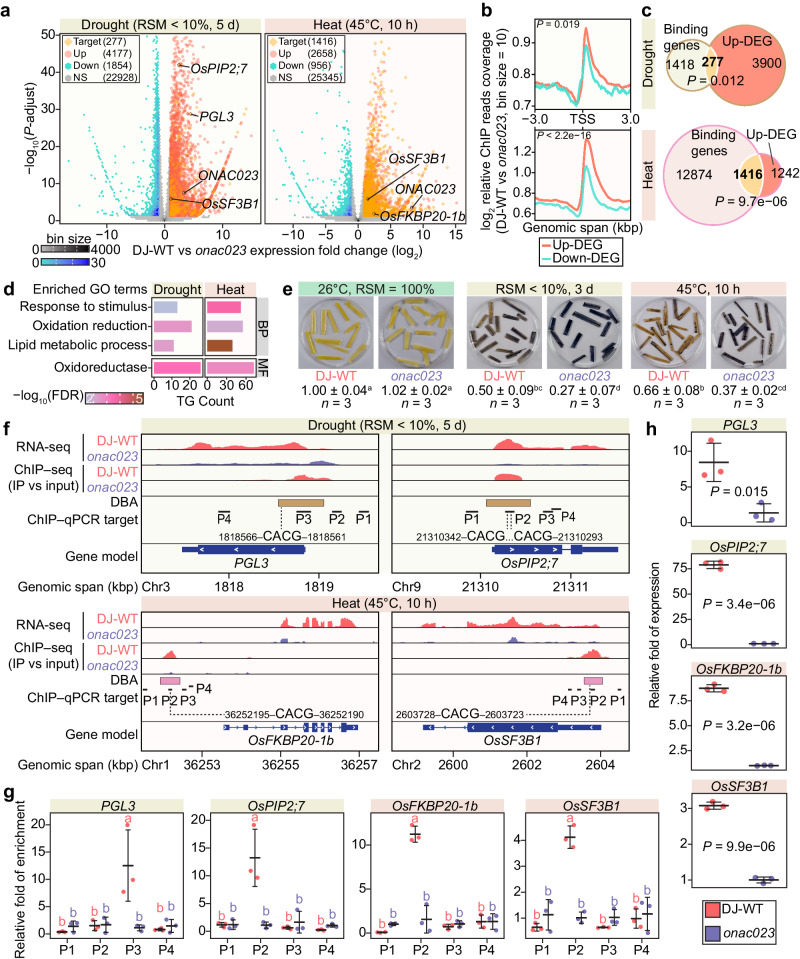
Identification of the ONAC023-TGs under drought stress and heat stress. **a** DEGs in terms of wild-type (DJ-WT) vs *onac023* by RNA-seq. Genes investigated in this study are shown in the plot. The *P*-adjust value was determined by Wald test (two-sided) with Benjamini-Hochberg adjustment. **b** Relative ChIP–seq enrichment profiles (DJ-WT vs *onac023*) around the TSS region of the up-regulated DEGs. The enrichment signals were presented as the log_2_ ratio of DJ-WT vs *onac023* reads per genome coverage, averaged in 10-bp bins. **c** Venn diagrams showing the overlap of ONAC023-binding genes and up-regulated DEGs. The significance of the overlaps was determined by hypergeometric test (two-sided). **d** GO enrichment of ONAC023-TGs. The histogram length represents the enriched TG numbers by the GO term, and the colors represent the significance (by hypergeometric test with Benjamini-Hochberg adjustment, two-sided) of the enrichment. **e** NBT-staining of the *onac023* and DJ-WT leaves. The gray levels under stress were normalized to those under normal conditions and expressed as mean ± SD of three independent repeats. **f** Track view of the RNA-seq reads intensities and the relative ChIP–seq intensities (IP vs input) of the four representative ONAC023-TGs. The binding areas of ONAC023 are denoted as rectangles. The CACG core binding motifs within the detection ranges (250 bp flanking the amplification region) of the ChIP–qPCR assay were labeled. **g** ChIP–qPCR validation of ONAC023 binding to the promoters of the target genes. Cross-bars indicate mean ± SD of the relative enrichment (IP vs input) determined by three repeats of the treatments (at least 20 seedlings each). **h** Validation of the expression of the four ONAC023-TGs by RT–qPCR. Cross-bars indicate mean ± SD of the relative expression levels for three repeats of the treatments (at least 10 seedlings each). *P* values were determined by two-tailed Student’s *t* test in (**b**, **h**). Multi-group comparison significances (*P* < 0.05) in (**e**, **g**) were determined by one-way ANOVA–HSD test (two-sided). Exact *P* values and details of the one-way ANOVA–HSD test can be found in the Source Data file. Source data are provided as a Source Data file.

The up-regulated DEGs containing at least one ONAC023-binding site in their promoter regions (−3000 bp to +100 bp in relation to TSS) were determined as putative ONAC023-target genes (ONAC023-TGs) for further analysis. 

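The genes that the paper lists as ONAC023-TGs (Supplementary Data 6) were looked up among the DEGs called here. Because the paper chose them as up-regulated in these same libraries, the result shows which calls are shared and is not an independent test. Under drought, 252 of the 277 listed genes had an identifier in the count table and 217 passed the filter on low counts. Of these, 204 were called up-regulated in DJ-WT and 0 down-regulated, with a median log2 fold change of 2.15. Under heat, 1327 of the 1416 listed genes were in the table and 1189 were tested, of which 881 were up-regulated and 0 down-regulated, with a median log2 fold change of 1.76. The log2 fold change was positive for 216 of the genes tested under drought and for 1186 under heat. Leaving out each library in turn gave 187 to 217 up-regulated TGs under drought and 523 to 895 under heat. The test against a log2 fold change of 1 left 115 and 276. When the DJ seedling drought libraries took the place of DJ-WT, an alternative chosen after seeing the data, 1 of the drought TGs was called up-regulated.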

A total of 277 and 1416 ONAC023-TGs were identified under drought and heat stress, respectively (Fig. 8a, c, and Supplementary Data 6). Gene ontology (GO) analysis of the ONAC023-TGs showed significant enrichment on “Oxidation reduction” and “Oxidoreductase activity” under both stresses (Fig. 8d and Supplementary Data 7), suggesting that the participation of ONAC023 in scavenging ROS, which are commonly induced by drought and heat stresses. Nitro blue tetrazolium (NBT) staining showed that the superoxide anion accumulation in *onac023* was significantly higher than that in DJ-WT after drought or heat treatment (Fig. 8e). This result, together with the H_2_DCFDA staining results in rice protoplasts (Fig. 7e, f), suggests that ONAC023 participates in the regulation of ROS homeostasis to fulfill its functions in drought and heat tolerance.

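PGL3 (LOC_Os03g03990) was expressed at 14.0 ± 1.98 CPM (SD, n = 3) in DJ-WT and 1.91 ± 0.285 CPM (SD, n = 3) in onac023 under drought, a log2 fold change of 2.50 (standard error 0.17, adjusted p = 2.62e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 618 to 741 in DJ-WT libraries and 65 to 96 in onac023 libraries. With each library left out in turn the log2 fold change stayed between 2.39 and 2.61. DJ seedlings under drought in the stress libraries did not differ detectably from onac023 in this gene, with a log2 fold change of 0.11 (standard error 0.23, edgeR adjusted p = 0.835) when they took the place of DJ-WT, a comparison chosen after seeing the data.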

Among the targets associated with oxidative stress tolerance, *PGL3*, an ONAC023-TG under drought stress, was reported to affect ROS accumulation under stress conditions and participate in chlorophyll synthesis^28,29^. These phenotypes were largely in accordance with the NBT-staining result (Fig. 8e) and the reduced chlorophyll content in *onac023* under drought stress (Supplementary Fig. 19). Moreover, ONAC023-TGs were reported to function in other stress-responsive mechanisms, such as water transport and alternative splicing regulation. 

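OsPIP2;7 (LOC_Os09g36930) was at 213 ± 6.24 CPM (SD, n = 3) in DJ-WT and 28.5 ± 8.45 CPM (SD, n = 3) in onac023 under drought. The log2 fold change of 2.53 (standard error 0.20) had an adjusted p of 3.98e-05 in edgeR's quasi-likelihood test and lay between 2.30 and 2.74 when each library was left out in turn. With DJ seedling drought libraries in place of DJ-WT, a comparison chosen after seeing the data, it was 0.70 (standard error 0.21, edgeR adjusted p = 0.128). Under heat OsPIP2;7 was lower in DJ-WT, with a log2 fold change of -1.06 (standard error 0.30, edgeR adjusted p = 0.0429). Over the alternatives that adjusted p ranged from 0.0031 to 1, and it was above 0.05 in 4 of the 6 fits with a library left out.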

For instance, *OsPIP2;7*, a water channel protein gene facilitating water up-take in leaves through improved water permeability^30^, was also identified as an ONAC023-TG under drought stress. This partially explained the lower water content in *onac023* and *ONAC023*-RNAi plants under the drought stress (Supplementary Fig. 5). 

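OsFKBP20-1b (LOC_Os01g62610) was weakly expressed under heat, with 27 to 45 counts per DJ-WT library and 2 to 15 per onac023 library. This corresponds to 0.721 ± 0.213 CPM (SD, n = 3) in DJ-WT and 0.136 ± 0.135 CPM (SD, n = 3) in onac023. Its log2 fold change was 2.07 (standard error 0.67) with an adjusted p of 0.0662 from edgeR's quasi-likelihood test, so that it was not counted as a DEG. DESeq2's Wald test gave an adjusted p of 0.0397, and a fit of all 12 libraries together gave 0.0074 by edgeR. Over all alternatives the adjusted p ranged from 0.0074 to 0.42 and the log2 fold change with each library left out from 1.58 to 3.12. OsSF3B1 (LOC_Os02g05410) was at 3.91 ± 0.825 CPM (SD, n = 3) in DJ-WT and 1.04 ± 0.201 CPM (SD, n = 3) in onac023 under heat. It was a DEG, with a log2 fold change of 1.53 (standard error 0.27, edgeR adjusted p = 0.00869). No DJ seedling library under heat was analysed here, so the heat comparison was not repeated with other DJ seedlings.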

Interestingly, ONAC023 also targets genes involved in alternative splicing regulation, such as *OsFKBP20-1b* and *OsSF3B1*, under heat stress. *OsFKBP20-1b*, encoding an immunophilin family protein interacting with the splicing factor OsSR45, regulates alternative splicing in response to environmental stress^31^. *OsSF3B1* encodes a predicted splicing factor 3b subunit, and suppression of *OsSF3B1* led to increased intron retention^32^. The RNA-seq and ChIP–seq landscapes of abovementioned four representative ONAC023-TGs were shown in Fig. 8f, and the interaction between ONAC023 and the CACG core motif in promoter regions of four ONAC023-TGs under the corresponding treatment was confirmed by ChIP–qPCR (Fig. 8g). Also, the expression levels of four ONAC023-TGs genes together with six additional DEGs checked by RT–qPCR were consistent with the RNA-seq results (Fig. 8h and Supplementary Fig. 20a, b). 

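Among the 12 genes that the paper names for these libraries, 10 had an adjusted p under 0.05 under drought and 9 of them also passed the fold threshold of 2. Under heat, 8 had an adjusted p under 0.05 over all genes tested, 10 when adjusted over the 12 genes alone, and 5 passed both thresholds. The paper chose genes of this list from these same libraries, so the adjustment over the 12 genes alone is not an independent test. OsSF3B1 was higher in DJ-WT under drought too, with a log2 fold change of 1.14 (standard error 0.19, edgeR adjusted p = 0.00122), whereas OsFKBP20-1b did not differ between the lines under drought, with a log2 fold change of 0.00 (standard error 0.13, edgeR adjusted p = 0.99). LOC_Os01g02080 had the highest log2 fold change of the drought genes of Supplementary Fig. 20a at 4.71 (standard error 0.52), from 9.66 ± 4.57 CPM (SD, n = 3) in DJ-WT and 0.28 ± 0.155 CPM (SD, n = 3) in onac023, and LOC_Os02g55260 had 1.67 (standard error 0.22). RAB16A (LOC_Os11g26790) was lower in DJ-WT than in onac023 under drought, with a log2 fold change of -1.14 (standard error 0.13, edgeR adjusted p = 0.000154), and higher in DJ-WT under heat, with 3.36 (standard error 0.67, edgeR adjusted p = 0.0135). OsAPT2 (LOC_Os04g42520) was up-regulated by 1.91 (log2) under drought and 1.24 under heat. Under heat, RAB16A lost its call without onac023 replicate 1 (edgeR adjusted p = 0.0637). OsAPT2 lost its heat call without DJ-WT replicate 3 (edgeR adjusted p = 0.0558) or without onac023 replicate 3 (edgeR adjusted p = 0.0652). The other fits with a library left out kept both heat calls, and the test against a log2 fold change of 1 made neither. OsphyA (LOC_Os03g51030) was up-regulated by 1.13 under drought and by 0.58 under heat, below the fold threshold. OsANN1 (LOC_Os02g51750) changed by -0.55 under drought and 0.78 under heat, both below that threshold. When DJ seedling drought libraries replaced the DJ-WT drought libraries, a comparison chosen after seeing the data, only ONAC023 of the 12 genes was called, and the log2 fold changes of OsSF3B1 and OsphyA were -0.49 and -0.07. The genes with the smallest p in each direction were chosen by rule. Under drought these were LOC_Os05g48710 (log2 fold change 8.92) and LOC_Os04g28620 (6.94), higher in DJ-WT, and LOC_Os02g54760 (-2.07) and LOC_Os08g32060 (-1.95), lower in DJ-WT. With DJ seedlings in place of DJ-WT, LOC_Os02g54760 was at -2.57 (edgeR adjusted p = 6.84e-07), LOC_Os08g32060 at -0.86 (edgeR adjusted p = 0.00265) and LOC_Os04g28620 at -0.99 (edgeR adjusted p = 0.55), and LOC_Os05g48710 was not tested. Under heat they were LOC_Os07g23640 (3.47) and LOC_Os08g14195, higher in DJ-WT, and LOC_Os11g47574 and LOC_Os11g45890, which had 0 to 1 counts in DJ-WT and were at least 130.3-fold and at least 76.7-fold lower there, taking 3 counts as the floor. LOC_Os08g14195 had 1272 to 1345 counts in DJ-WT and 0, 4 and 0 in onac023, so its log2 fold change of 9.62 (9.01 to 13.29 with each library left out) sets no upper limit, and the same applies to LOC_Os05g48710 under drought, with 2 to 4 counts in onac023.

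**Figure D1:**
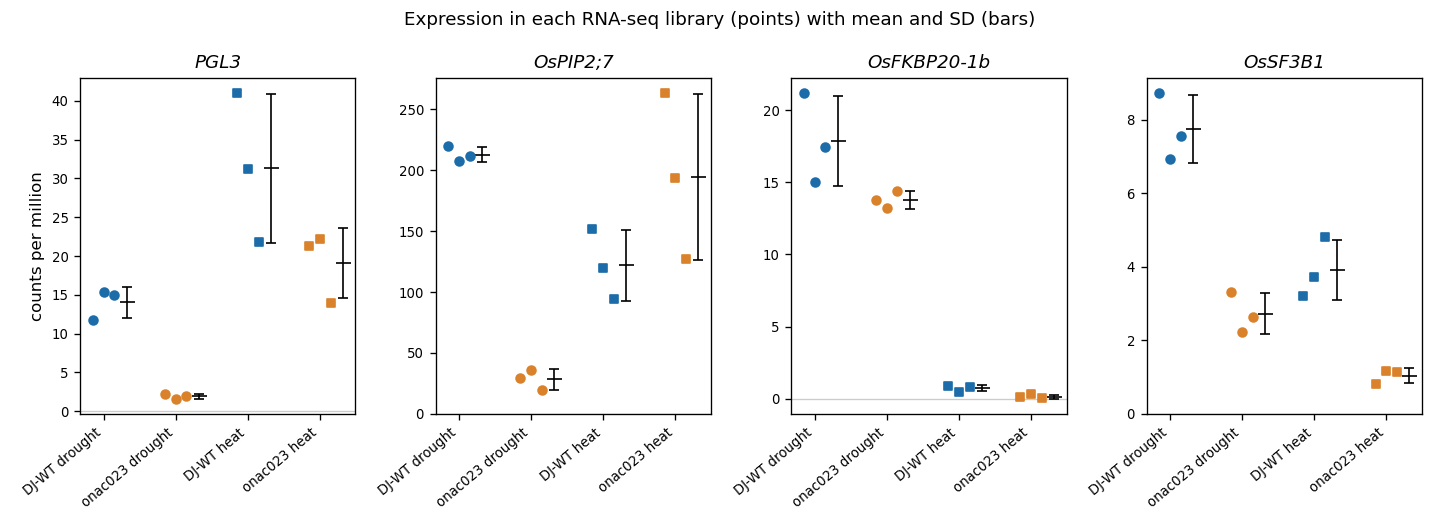
Expression of PGL3, OsPIP2;7, OsFKBP20-1b and OsSF3B1 in CPM (vertical axis) in each RNA-seq library (points) of DJ-WT (blue) and onac023 (orange) under drought (circles) and heat (squares), with the mean and SD of 3 replicates as bars. Under drought, PGL3 was at 11.7 to 15.3 CPM in DJ-WT and 1.62 to 2.19 CPM in onac023, and under heat OsSF3B1 was at 3.21 to 4.82 CPM in DJ-WT and 0.807 to 1.16 CPM in onac023.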

Of particular note, a thermo-sensitive male sterility-determining gene *OsAPT2*^33^ was also found to be targeted and activated by ONAC023 in inflorescence under heat stress (Supplementary Fig. 20c). As the decreased expression of *OsAPT2* led to male sterility^33^, this result can partially explain the essentiality of ONAC023 to pollen fertility under heat stress (Fig. 3c).

### ONAC023 participates in multiple responses through the target genes under drought and heat stresses

To further evaluate the contribution of the ONAC023-TGs to stress tolerance, *OsPIP2;7* was overexpressed in ZH11. During drought stress at the booting stage, two *OsPIP2;7*-overexpressing lines showed significantly increased drought tolerance and higher seed-setting rates compared to ZH11-WT after recovery (Fig. 9a–c). In addition, mutants of *PGL3*, *OsFKBP20-1b*, and *OsSF3B1* were generated by CRISPR-Cas9-mediated mutation and tested for drought and heat tolerance at the seedling stage. The result showed that all three mutants were significantly more sensitive to stress compared to ZH11-WT in terms of survival rate (Fig. 9d). 3,3’-Diaminobenzidine (DAB) staining of the H_2_O_2_-treated leaves revealed higher H_2_O_2_ accumulation in *pgl3* and *ossf3b1* mutants than in ZH11-WT (Fig. 9e), further supporting the increased H_2_O_2_-accumulation in *onac023* under both drought and heat stresses (Fig. 8e). These results together suggest that ONAC023 confers drought and heat tolerance by directly regulating arrays of stress-related genes, thereby integrating multiple stress-responsive processes.

**Fig. 9:**
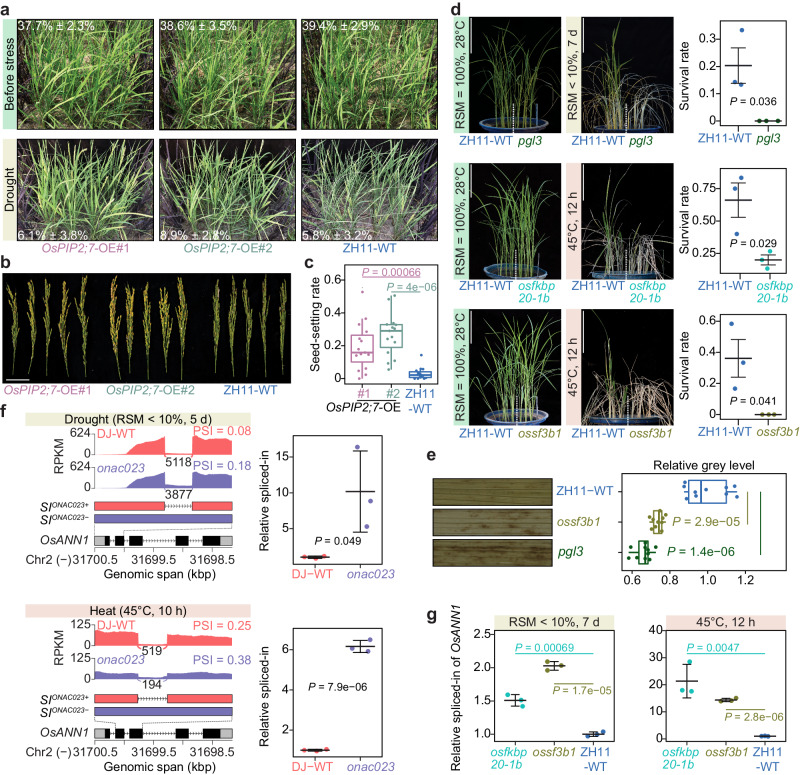
Stress tolerance evaluation of the transgenic lines of the representative TGs. **a** Phenotype comparison of *OsPIP2;7*-overexpressing lines (*OsPIP2;7*-OE#1 and *OsPIP2;7*-OE#2) and the negative transgenic control line (ZH11-WT) under normal and drought stress (RSM < 10% for 7 d) conditions in the field. **b** Representative panicles from five plants of the *OsPIP2;7*-OE lines after drought recovery. Scale bar = 5 cm. **c** Seed-setting rates of the *OsPIP2;7*-OE lines after drought recovery. The box plot presents the 1.5× IQR ranges (whiskers) extended from the 25th and 75th percentiles (lower and upper hinges) and median values (central hinges) determined by 15 plants for each tested line in (**a**). **d** Phenotype of the mutant seedlings of the representative ONAC023-TGs before and after drought or heat stress, compared to the ZH11-WT. Scale bars = 10 cm. The cross-bar plots denote the survival rate (mean ± SD) of seedlings from three buckets under independent treatments. **e** DAB-staining result of the 1% H_2_O_2_-treated *pgl3*, *ossf3b1*, and ZH11-WT leaves. Photos show one representative image from ten stained leaf segments each line. The box plot presents the 1.5× IQR ranges (whiskers) extended from the 25th and 75th percentiles (lower and upper hinges) and median values (central hinges) on the relative gray levels (by normalization to ZH11-WT) of the DAB-staining. **f** The sashimi plots indicate the RNA-seq reads densities and the average exon-junction reads counts of the RI-DASEs in the annexin gene *OsANN1* under drought or heat stress. The cross-bars show the relative spliced-in quantifications of the DASEs by RT–qPCR (mean ± SD, data from three repeats of the treatments). **g** The qPCR validations on the *OsANN1* RI-DASEs in the *osfkbp20-1b* and *ossf3b1* mutants under the heat stress treatment. The cross-bars show the relative spliced-in quantifications of the DASEs by RT–qPCR (mean ± SD, data from three repeats of the treatments). Two-tailed Student’s *t* test was applied to determine the differences in (**c−g**). Source data are provided as a Source Data file.

Furthermore, two alternative splicing-related ONAC023-TGs, *OsFKBP20-1b* and *OsSF3B1*, led us to investigate the genome-wide alternative splicing events (ASEs) between *onac023* and DJ-WT. 1928 and 1012 differentially alternatively spliced genes (DASGs) were identified under drought and heat treatments, respectively, using a valid ASE analysis pipeline^34^ on the RNA-seq data (Supplementary Fig. 21a–c and Supplementary Data 8, 9). In addition, *ONAC023* mutation led to a decreased percentage of genes with functional protein-coding isoforms revealed by Pfam annotations (Supplementary Fig. 21d, Supplementary Data 10). For instance, ONAC023 was found to promote the production of functional splicing-isoforms, including the annexin gene *OsANN1*, which is known to confer osmotic and heat stress tolerance^35^ (Supplementary Fig. 21e and Supplementary Fig. 20c, d). Furthermore, RT–qPCR assays also confirmed the differential ASEs within *OsANN1* in *ossfkbp20-1b* and *ossf3b1* mutants (Fig. 9f, g), suggesting that the absence of ONAC023-targeted alternative splicing regulators (OsFKBP20-1b and OsSF3B1) could cause a possible function loss of *OsANN1* due to the “falsely” retained introns. Our findings provide an example for insight into the intermediary role of ONAC023 in the alternative splicing regulations under abiotic stress. These results demonstrate that ONAC023 is involved in multiple stress-triggered responses by targeting diverse downstream genes under drought and heat stresses.

## Discussion

In this study, we inferred the multi-stress regulation role of ONAC023, a NAC family member, based on a NAC-centered GRN and genetic data (Fig. 1). Results showed that ONAC023 confers drought and heat tolerance at both seedling and reproductive stages (Figs. 2, 3). Unlike the previously studied stress-responsive NACs from subgroups II and III, ONAC023 phylogenetically belongs to subgroup V, which comprises only two members^23^, suggesting that ONAC023 may represent an independent category of stress-responsive NACs with unique regulatory mechanisms.

Our results demonstrated that the activation of ONAC023 function is regulated in two dimensions. The first dimension is the temporal expression induction by stresses. *ONAC023* maintains a rather low or undetectable abundance of transcript and protein under the non-stress conditions (Fig. 1f and Supplementary Fig. 11), but shows an apparent elevation of expression under drought and heat treatments (Fig. 1f), indicating a precisely and timely regulatory response to stress conditions at the transcriptional level. Expression regulation is common among many stress-responsive NACs and this characteristic might have been selected during crop domestication^7,36^. A study on maize *ZmNAC111* identified a drought tolerance-associated 82-bp InDel in its promoter region and the InDel is negatively associated with its expression^36^. Association analysis of *ONAC023* also identified a 76-bp InDel, positively effecting its expression and drought tolerance (Fig. 1d, e). In both cases, the InDels seem to be selected for drought tolerance, implying that the transcriptional regulations on *NAC* genes have been commonly evolved during crop domestication for stress adaptations (Supplementary Fig. 2).

The second dimension of ONAC023 regulation involves subcellular protein translocation in response to drought and heat stresses. Previous studies revealed that the subcellular translocation of certain NACs was regulated at the post-translational level to stringently and rapidly activate their functions as TFs^16,18,37^. The majority of such NACs possess a transmembrane (TM) domain in the proximal C-terminal and undergo truncation before entering the nucleus by peptide cleavage and/or AS, such as ANAC013 and ANAC017 in *Arabidopsis* and OsNTL3, OsNTL5, and ONAC054 in rice^16–18,38,39^. Some of the lipid-associated members were regulated by peptide modifications, such as the *S*-palmitoylation of MfNACsa^40^. However, the nuclear translocation of ONAC023 occurs via a distinct spatial regulation from membrane-bound or lipid-associated NACs. Firstly, ONAC023 does not anchor to the membrane since it lacks a transmembrane domain (Supplementary Fig. 12). Moreover, protein–protein interaction and subcellular localization analyses suggested that ONAC023 may relocate to the nucleus through the remorin–importin-α interaction (Figs. 5–7 and Supplementary Fig. 14). Studies have revealed that group I remorins can form oligomers through a conserved coiled-coil region in the C-terminal, and these oligomers can further form higher-order nanodomains along the plasma membrane^41^. Both in vitro and in vivo experiments demonstrated that the layout of the nanodomain is controlled by phosphorylation of the N-terminal intrinsic disordered region of remorins, and the dephosphorylated form led to larger domain size^26,27,42^. In agreement with the previous results, phosphoablative OsREM1.5^AAA^ showed plaque-like distribution even under normal conditions, while phosphomimetic OsREM1.5^DDD^ did not form such a structure (Fig. 7c). Therefore, we inferred that the plaques were possibly the aggregation of OsREM1.5-integrated nanodomains. The condensation within the nanodomain often limits protein diffusion and increases dwell time, facilitating protein interactions. This explains why OsREM1.5^AAA^, but not OsREM1.5^DDD^, showed interactions with ONAC023 and importin-αs (Fig. 7d and Supplementary Fig. 14b). An earlier study in *Arabidopsis* showed a similar result that phosphor-null mutations of AtREM1.3 promoted its interaction with importins^25^, implying a conserved regulatory mechanism for protein translocation in plants.

Our results suggest that the remorin-mediated transcriptional regulation of ONAC023 may occur specifically under stress conditions. This mechanism may also explain why the growth and development of the *ONAC023*-OE plants were not significantly affected under normal conditions (Fig. 2f, Supplementary Fig. 7). Together, these findings highlight *ONAC023* as a valuable gene for stress-resilience engineering without adverse effects caused by overexpression, thus allowing its application in a viable and cost-efficient way.

To achieve a more comprehensive understanding of the regulatory mechanisms of ONAC023, we conducted integrative analyses of the RNA-seq and ChIP–seq data to identify ONAC023-TGs (Fig. 8). Intriguingly, few well-evidenced functional genes in stress signaling pathways or stress tolerance were presented in ONAC023-TGs (Supplementary Data 6), which is distinct to other reported stress tolerance-conferring NACs, such as SNAC1, OsNAC10, NTL3, and OsNAC5^17,43,44^. Instead, ONAC023 targets genes involved in various physiological or molecular processes, including ROS response, water transport, and alternative splicing regulation. Therefore, we propose that ONAC023 confers drought and heat tolerance through integrating these processes. The functional diversification of ONAC023-TGs agrees with the diverse physiological traits or alternative splicing profiles affected by ONAC023 under drought and heat stresses (Fig. 8, Supplementary Figs. 5 and 19). The hypothesis is also supported by the functions of representative ONAC023-TGs such as *PGL3*, *OsPIP2;7*, *OsFKBP20-1b*, and *OsSF3B1*, as well as the performance of their transgenic plants under drought or heat stress (Figs. 8 and 9). These results implicate the sophisticated regulatory mechanisms of ONAC023 and underscore its uniqueness in stress tolerance regulation compared to other reported stress-responsive NACs. In addition, integrated regulation of multiple processes is expected to provide higher robustness when confronting complex environments, which may explain why *ONAC023*-OE lines maintain relatively high yields even under in-field drought and heat stress conditions (Figs. 2d, e and 3d, e, and Supplementary Figs. 6 and 9), a performance not generally reported for most other NACs. To date, the well-known drought and heat stress-responsive mechanisms are relatively independent, with few regulators participating in both stress responses^45^. The broad biological range of ONAC023-TGs suggests that ONAC023 may serve as a hub integrator for cross-talk between drought and heat stress responses. For example, ROS homeostasis, a mechanism crucial for both drought and heat tolerance, represents a convergent point among the processes regulated by ONAC023. The observations of DAB-staining on *ossf3b1* suggest that ONAC023-mediated regulations on alternative splicing may also contribute to ROS homeostasis (Fig. 8e). Further insight into the converged mechanisms underlying ONAC023-TGs may help establish linkages between drought and heat tolerance regulations.

In addition to ONAC023-TGs, we found that alternative splicing for thousands of genes was significantly altered under drought and heat stresses in *onac023* (Supplementary Fig. 21a, b), implying that ONAC023 can somehow affect alternative splicing regulation. Functional prediction on proteins produced by differentially spliced isoforms further revealed that ONAC023 may be involved in producing functional transcripts under stress conditions (Supplementary Fig. 21d, e). Since several genes encoding putative alternative splicing regulators such as OsFKBP20-1b, OsSF3B1, and DEAD-box RNA helicase^31,32,45^ are targeted or transcriptionally affected by ONAC023 (Fig. 8f, g, Supplementary Fig. 20a, b, Supplementary Data 6, 8), we speculate that ONAC023 may fine-tune the landscape of alternative splicing through transcriptional regulation of these alternative splicing regulatory genes. It is noteworthy that the gene composition and predicted functions of DEGs/TGs and DASGs are largely distinct (Fig. 8d and Supplementary Fig. 21c), suggesting relatively independent processes for ONAC023-mediated transcriptional and post-transcriptional alternative splicing regulation. 

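The overlap under drought was counted with the DASGs (differentially alternatively spliced genes) that Supplementary Data 8 lists for retained introns, skipped exons and alternative 5′ splice sites. The lists of the other splicing types were not complete here, so the genes counted are fewer than the paper's DASGs under drought. Of the 1651 listed genes, 1599 had an identifier in the count table and 1568 were tested between DJ-WT and onac023. DEGs made up 253 of these (16.1%), with 206 up-regulated and 47 down-regulated. In 10000 random lists of the same number of tested genes, matched on mean expression, the median number of DEGs was 308, with 280 to 336 in the central 95% of lists, and 1 list had as few or fewer than the DASGs. Over the alternatives tried, leaving out each library in turn included, the number of DEGs among the DASGs was 229 to 268. The random lists were drawn from all tested genes and not from alternatively spliced genes. They therefore cannot tell whether the lower number belongs to the DASGs or to spliced genes in general. Both the DEGs and the paper's DASGs rest on the DJ-WT drought libraries, in whose place DJ seedling drought libraries gave 294 DEGs. The DASGs could not be called again in that way here. The paper reads the largely different genes and predicted functions of DEGs or TGs and of DASGs as a hint at relatively independent processes; predicted functions were not analysed here.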

A similar situation was reported in the mineral homeostasis processes in rice^34^. Although the aforementioned studies hypothesized that transcriptional and alternative splicing processes may cooperate to regulate environmental adaptations^45^, the key factor coupling these two processes is unknown. Our data indicated that ONAC023 not only regulates a large number of genes involved in various stress response processes at the transcriptional level, but also modulates transcript splicing outputs under drought and heat stresses, thus providing a candidate for the direct coordination between transcriptional and alternative splicing regulations.

By integrating the elucidated regulatory roles, we propose a working model for ONAC023 in the regulation of drought and heat tolerance (Fig. 10). Under normal conditions, *ONAC023* maintains low expression, and the ONAC023 proteins, if any, are retained mainly in the cytoplasm, thereby impeding its stress-specific regulatory function. Upon drought or heat stress stimulation, the expressions of *ONAC023* and *OsREM1.5* are induced, resulting in the removal of phosphorylation in the N-terminal intrinsic disorder region of OsREM1.5. This modification facilitates interactions between OsREM1.5 and ONAC023/importin-αs, enabling the relocation of ONAC023 to the nucleus with the assistance of importin-αs. The nuclear ONAC023 facilitates stress response regulation principally by targeting and activating various stress-related genes functioning in diverse physiological processes such as ROS scavenging and water transport. Besides, ONAC023 mediates alternative splicing regulation to some extent through activating alternative splicing regulatory factors, thereby resulting in a higher proportion of isoforms encoding functional proteins responsible for stress responses or tolerance. Together with the genetic evidence of *ONAC023* in improving drought and heat tolerance, we propose that ONAC023 is not only a valuable model for uncovering the multidimensional regulatory mechanisms of hub regulators in multi-stress responses, but also a promising candidate for drought and heat tolerance breeding in rice.

**Fig. 10:**
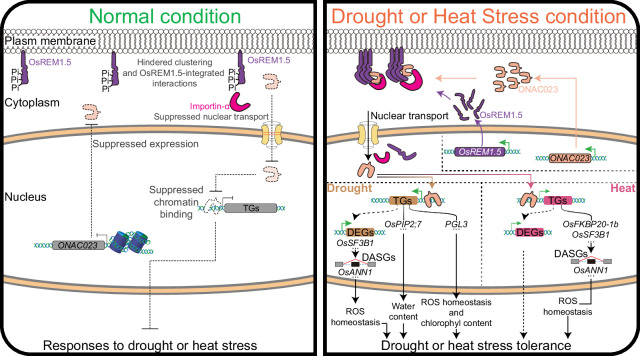
Proposed working model of ONAC023 in conferring drought and heat tolerance. Under the non-stress condition (the left part), the expression of *ONAC023* is suppressed, and the minimal (if exist) ONAC023 proteins are tethered in the cytoplasm with the absence of OsREM1.5-integrated interactions, thereby impeding its stress-specific regulatory function. Under drought or heat stress (the right part), the up-regulated expression of *OsREM1.5* and the dephosphorylation of the N-terminal intrinsically disordered region of OsREM1.5 confer enhanced interaction with ONAC023 and importin-αs. Then ONAC023 is transported to the nucleus possibly with the help of Importin-αs. The nuclear ONAC023 regulates stress response by targeting and activating arrays of stress-related genes functioning in diverse processes such as ROS scavenging, water transport, and alternative splicing regulation.

## Methods

### Plasmid construction and genetic transformation

To create the OE constructs, the coding-sequence (CDS) of *ONAC023* or *OsPIP2;*7 was amplified and inserted into the pU1301 backbone (driven by a maize *polyubiquitin-1* promoter)^46^. The *ONAC023* CDS tagged with a 3× FLAG sequence at the 3’ end was integrated into pU1301 to generate the *ONAC023*–*FLAG*-OE construct. The *ONAC023*-RNAi construct was generated by insertion of the palindromic sequence of a partial *ONAC023* CDS fragment into the pDS1301 vector^47^. The above constructs were introduced into ZH11 calli through *Agrobacterium*-mediated transformation^48^. The gene body and the 3500-bp upstream genomic sequence of *ONAC023* were amplified from DJ genomic DNA and integrated into the pCAMBIA2301 backbone to generate the complementary construct, which was subsequently used to transfect the *onac023*-derived calli. The CRISPR-Cas9-mediated mutation construct of *OsREM1.5* was generated based on two guide RNAs using the pRGEB32 vector^49^. Primers used in this study are listed in Supplementary Data 11.

### Plant materials and abiotic stress treatments

All the genetic materials, except *onac023* and *onac023 ONAC023*, were generated in the ZH11 background. The DJ background T-DNA insertion mutant *onac023* (accession ID: 2D-30113) was obtained from Postech (S. Korea, Plant Functional Genomics Laboratory)^50^, and the corresponding CK (DJ-WT) was wild-type plants derived from the heterozygous T_1_ generation of *onac023*. The expression of *ONAC023* was detected by RT–qPCR and the copy numbers were analyzed by genomic DNA-based qPCR (Supplementary Fig. 22)^51,52^. Two single-copy transgenic lines from each construct were selected for further analysis, and the corresponding CK plants (ZH11-WT) were derived from the T_1_ heterozygous transgenic plants. Seeds from two mutant-complementation lines with similar drought-induced *ONAC023* expression and plant morphology were combined equally and used as one transgenic line (*onac023 ONAC023*) in the experiments. The CRISPR-Cas9-mediated mutants of the ONAC023-TGs were generated by BIOGEL GeneTech Co., Ltd (Wuhan, China) with the accession numbers #1702-26560 (*osfkbp20-1b*), #1702-26562 (*ossf3b1*), and #1702-26564 (*pgl3*). T_3_ (or higher) generation transgenic lines with stable expression levels and phenotypes were used in the experiments. All CRISPR-Cas9-mediated mutants used in the phenotyping are Cas9-free, and the target sites were checked by sequencing (Supplementary Fig. 22e).

For in-field tests, at least three randomized blocks (regarded as biological replicates) were planted in Wuhan, Hubei province (30°28′15.84″ N, 114°21′6.42″ E) or Lingshui, Hainan province (18°32′34″ N, 110°2′7″ E). The drought stress was performed by withdrawing at the booting stage. The relative soil moisture (RSM) at 20 cm below the ground surface was recorded using TRIME-PICO32 (IMKO Micromodultechnik GmbH) with 40% as a critical point of drought stress. After drought stress for 10–16 d, irrigation was supplied for 14–20 d followed by trait evaluation. Drought tolerance-related i-traits were evaluated on the high-throughput phenotyping platform^20^. For each line, three healthy 30-d-old plants planted in buckets at booting stage were subjected to drought stress. After the water supply was cut off, RSM was measured and adjusted to an equal value until it reached 40%, followed by 360° images scanning of the plants at 8:00 am everyday during the 5-d drought stress. GPAR-R was calculated based on the percentage of green areas in the images (the value of day 0 was set to 1). For in-field heat stress, blocks with the flowering time overlapped with the high temperature period (peak air temperature exceeds 35 °C at least for 3 d) were selected for yield trait evaluation. Two-year replicates were performed for in-field heat stress that occurred in August in Wuhan (see Supplementary Fig. 7 for the air temperature records during heading and flowering).

For seedling drought stress treatment, water was withheld for the 4-leaf stage seedlings planted in sandy soil (15 seedlings for each line per replicate) until the RSM was below 10% for 5–7 d, and the survived seedlings were recorded after rewatering for 10 d. For heat stress at the seedling stage, 4-leaf stage seedlings grown in the green house with a 25–28 °C air temperature were moved to a growth chamber with the air temperature of 45 °C, relative humidity of 90%, and a light intensity of 15000 lux. After treatment for 10–12 h, plants were moved back to the green house for 7–14 d recovery. Each treatment was repeated at least three times.

For in-house heat stress treatment at the flowering stage, three plants per replicate were kept in a growth chamber for 3–5 d at 43 °C for 4 h at noon. Spikelets flowered during the heat stress treatment were sampled and used for pollen germination assays^24^. Seed-setting rates of the recovered plants were measured after grain-filling the recovered plants. Each treatment was repeated at least three times.

The central 5 cm fragments of the leaves at booting stage were used for physiological measurements. Five plants were sampled for each of the three (six for chlorophyll content measurement) biological replicates. Stress-related physiological indexes, including free proline content in leaves^53^, DAB-staining and NBT-staining-mediated ROS detection, chlorophyll contents, relative water content (RWC)^54^, and relative electrolyte leakage (REL)^55^ were measured.

### Identification of ONAC023-interacting proteins

For IP-MS, *ONAC023*–*FLAG*-OE#5 and ZH11-WT (control) seedlings under RSM < 10% for 3 d (drought stress) or 45 °C for 8 h (heat stress, 30 plants from each of the two repeats of the treatments) were harvested and crosslinked in 0.1% EGS for 20 min followed by 1% formaldehyde for 20 min on ice in a vacuum chamber. Proteins were extracted using IP buffer (50 mM HEPES, pH 8.0, 150 mM NaCl, 5 mM MgCl_2_, 10% glycerol, 0.1% Triton X-100, 1 mM DTT, 1 mM PMSF, and protease inhibitor cocktail [Roche, 4693132001, one tablet for 50 mL]) from 1 g tissue and incubated with anti-FLAG magnetic beads (Sigma-Aldrich, M8823) overnight at 4 °C. After being washed with the IP buffer six times, proteins were eluted by incubation with the SDS–PAGE sample buffer for 15 min at 100 °C and briefly separated in the SDS–PAGE gel. The gel regions containing proteins were cut and destained in 50 mM NH_4_HCO_3_ in 50% acetonitrile. Then the gel pieces were dehydrated with 100 μL of 100% acetonitrile for 5 min, then rehydrated in 10 mM dithiothreitol and incubated at 37 °C for 60 min. After that, gel pieces were again dehydrated in 100% acetonitrile before rehydration with 55 mM iodoacetamide. Then samples were incubated at room temperature in the dark for 45 min. Next, the gel pieces were washed with 50 mM NH_4_HCO_3_ and dehydrated in 100% acetonitrile. After that, gel pieces were resuspended in 50 mM NH_4_HCO_3_ with 10 ng/μL trypsin (New England BioLabs, P8101S) on ice for 1 h. After the excess liquid was removed, the gel pieces were placed at 37 °C for overnight trypsin digestion. Peptides were extracted with 50% acetonitrile/5% formic acid, followed by 100% acetonitrile. Peptides were freeze-dried and resuspended in 2% acetonitrile/0.1% formic (used as solvent A). Liquid chromatography with tandem mass spectrometry (LC-MS/MS) was performed by PTM Biolabs Inc. (Hangzhou, China). In detail, liquid chromatography was performed using an EASY-nLC 1000 UPLC system (Thermo Fisher). The solvent A was directly loaded onto a home-made reversed-phase analytical column (15 cm length, 75 μm inner diameter). The gradient consisted of an increase from 5% to 25% solvent B (0.1% formic acid in 90% acetonitrile) over 11.5 min, 25% to 35% over 1.5 min and an increase to 80% over 1 min, before maintenance at 80% for the last 1 min, all at a constant flow rate of 1000 nL/min. The peptides were subjected to nano spray ion source followed by tandem mass spectrometry (MS/MS) with the Q Exactive^TM^ Plus system (Thermo Fisher) coupled online to the UPLC. The electrospray voltage was 2.2 kV and the m/z scan range was 350–1800 for full scan. Intact peptides were detected in the Orbitrap at a resolution of 70,000. Peptides were then selected for MS/MS with a normalized collision energy of 28%, and the fragments were detected in the Orbitrap at a resolution of 17,500. A data-dependent acquisition procedure that alternated between one MS scan followed by 20 MS/MS scans with 15.0 s dynamic exclusion was used. The automatic gain control was set to 5e4^56^. The output files of MS/MS database search using the software MS-GF+ against the MSU v7.0 peptide dataset with default parameters^57^ were decoded and filtered with the R package MsnID [https://bioconductor.org/packages/release/bioc/html/MSnID.html], and the peptides with an *E*-value < 1e − 05 were preserved. The proteins containing peptides presented in both replicates of *ONAC023–FLAG*-OE#5 but not in ZH11-WT were regarded as ONAC023-interacting proteins.

The full-length CDSs of *ONAC023*, *SNAC1*, *OsREM1.5*, and the 1–240 bp truncation of *OsREM1.5* CDS were cloned into pVYNE or pYVCE^58^ for BiFC assay in rice protoplasts, and the fusions of these CDSs with an N-terminal HA or FLAG tag were cloned into pU1301 for Co-IP assay. ZH11 protoplasts were prepared using 14-d-old seedlings growing on half-strength Murashige and Skoog media. Seedling sheath strips were digested in the digestion solution (10 mM MES, pH 5.7, 0.5 M mannitol, 1 mM CaCl_2_, 5 mM β-mercaptoethanol, 0.1% BSA, 1.5% cellulase R10, and 0.75% macerozyme R10) for 4 h at 25 °C in the dark. The collected protoplasts were incubated in W5 solution (2 mM MES, pH 5.7, 154 mM NaCl, 5 mM KCl, and 125 mM CaCl_2_) at 25 °C for 60 min. Then, the protoplasts were collected by centrifugation at 100 g for 5 min and resuspended in MMG solution (4 mM MES, pH 5.7, 0.6 M mannitol, and 15 mM MgCl_2_) to a final concentration of ~1.0 × 10^7 ^mL^–1^. After that, ~3 µg plasmid was gently mixed with 100 μL protoplasts and 110 μL PEG-CaCl_2_ solution (0.6 M mannitol, 100 mM CaCl_2_, and 40% PEG4000) and incubated at room temperature for 10 min. 440 μL of W5 solution was then added to stop the transformation, and the protoplasts were collected by centrifugation, resuspended in WI solution (4 mM MES, pH 5.7, 0.6 M mannitol, and 4 mM KCl), and cultured in the dark. Cells for BiFC were collected after 16-h dark incubation and examined by laser scanning confocal microscopy (Olympus, FV1200) for YFP imaging. The BiFC fluorescent cell ratio was recorded based on observations of >100 cells in each of the five repeats of the assay. For BiFC assay in *N. benthamiana* epidermal cells, CDSs of *ONAC023* and the phosphoablative/phosphomimetic mutants of *OsREM1.5* were cloned into pVYCE and pVYNE and transformed into the Agrobacteria GV3101 strain for infiltration of 5–6-week-old *N. benthamiana* leaves.

For Co-IP assay, protoplasts were cultured for 24 h at 25 °C, and proteins from ~10^7^ cells were extracted using 2 mL IP buffer. 10% of the extract was preserved as input, and the rest was incubated with Anti-HA Affinity Matrix (Roche, 11815016001) or anti-FLAG magnetic beads (Sigma-Aldrich, M8823) overnight at 4 °C. The beads were washed six times before elution by incubation with SDS–PAGE sample buffer for 10 min at 100 °C. The eluted protein and input samples were electrophoresed on an SDS–PAGE gel and transferred to a PVDF membrane for Western blot. The membrane was blocked in 1×PBST containing 5% nonfat milk and 0.1% Tween 20 for 1 h and incubated with anti-FLAG (Sigma-Aldrich, F3165, 1:5000 dilution) or anti-HA (ABclonal, AE008, 1:2500 dilution) antibodies overnight at 4 °C. The membrane was washed in PBST three times and incubated with the secondary antibodies (1:10,000 dilution) for 1 h. Then the membrane was washed four times in PBST before band detection by Clarity Western ECL Substrate (Bio-Rad, 1705061) and imaging by ChemiDoc XRS+ imaging system (Bio-Rad, 1708265). See Supplementary Fig. 23 for uncropped images with molecular weight markers.

For in vitro pull-down assays, *ONAC023* and *OsREM1.5* CDS were cloned to pGEX-4T-1 (with GST tag) and pET-28b-SUMO (with 6× His tag), respectively, and then expressed using *E. coli* strain BL21. Proteins were purified after 12-h incubation at 30 °C, 200 rpm. Purified proteins were pooled with equal concentration in binding buffer (20 mM Tris–HCl, pH 8.0, 200 mM NaCl, 0.5% IGEPAL CA-630, 1 mM EDTA, and protease inhibitor cocktail [Roche, 4693132001, one tablet for 50 mL]) and incubated for 4 h at room temperature. After 3-h incubation with Glutathione Sepharose beads (GE Healthcare, 17075601) at 4 °C followed by washing with binding buffer five times, proteins were eluted by adding 100 µL SDS–PAGE sample buffer and incubating at 100 °C for 10 min. The eluted protein and corresponding input proteins (fractions not incubated with the beads) analyzed by Western blot with anti-His (Abclonal, AE003, 1:3000 dilution) and anti-GTS (Abclonal, AE001, 1:5000 dilution) antibodies. An irrelevant protein, OsPYL1–SUMO-6× His, was used as a control.

### Subcellular localization identification

For immunofluorescence assay, leaves from *ONAC023–FLAG*-OE#5 and ZH11-WT 4-leaf stage seedlings under drought (RSM < 10% for 3 d), heat (45 °C for 3 h), and normal (25 °C with ample water) conditions were sampled and fixed for 30 min in 4% paraformaldehyde and then embedded in 5% agarose with a 100-μm-thick longitudinal vibration section. The samples were blocked by PBST with 5% nonfat milk and subsequently incubated with an anti-FLAG antibody (Sigma-Aldrich, F3165) followed by an Alexa Fluor 594-conjugated secondary antibody (Abclonal, AS054). The slices were stained with DAPI (4’,6-diamidino-2-phenylindole) before they were imaged by laser scanning confocal microscopy (Olympus, FV1200).

To determine ONAC023 subcellular localization in ZH11 protoplasts, *ONAC023* CDS was cloned into the pM999-YFP vector to generate an ONAC023–YFP construct. Two guide RNAs targeting *OsREM1.5* CDS were inserted into pRGEB32 and co-transfected with the ONAC023–YFP construct to generate mutations in *OsREM1.5*. An empty pM999-YFP vector was transfected as a control. The Ghd7–CFP construct was co-transfected as a nuclear marker^59^. Transfected protoplasts were incubated for 36 h before imaging. Four aliquots of the cells were harvested for genotyping *osrem1.5* (Supplementary Fig. 12). For fluorescence co-localization analysis, the YFP and CFP fluorescent intensities of the pixels adjacent to the nucleus in each observed cell were measured by the “Plot Profile” tool in ImageJ [https://imagej.net]. The intensity values for each fluorescence were normalized by the Z-transform for each cell so that pixels from different cells could be pooled for PCC calculation. At least 12 cells for each transfection were used in the measurement. For subcellular localization detection in *N. benthamiana* epidermal cells, CDSs of *ONAC023* and *OsREM1.5* were cloned into the pCAMBIA1301S-GFP and pCAMBIA1301S-RFP vectors, respectively, and transfected *N. benthamiana* leaves as described in the BiFC assay.

For Western blot, cytoplasmic and nuclear proteins from 12 seedlings for each treatment were separated by the same method for nucleus isolation in the ChIP–seq assay. The supernatant extracted by EB1 buffer was used as the cytoplasmic fraction, and the nuclear extract purified by EB3 buffer was used as the nuclear fraction. Western blot was performed as described in the Co-IP assay. Cytoplasmic and nuclear protein concentrations were adjusted according to anti-Actin (Abclonal, AC009) and anti-histone H3 (Abclonal, A2348) bands, respectively, and equal amounts of samples were loaded for all the blots. ONAC023–FLAG proteins in each fraction were detected by anti-FLAG antibody (Sigma-Aldrich, F3165).

### ROS detection in rice protoplasts

To construct *ONAC023–mCherry-OE OsREM1.5*^*AAA*^*/OsREM1.5*^*DDD*^ *osrem1.5* protoplasts, the −2000-bp genomic region (proximal promoter) of OsREM1.5 was fused with the full-length CDS of *OsREM1.5*^*AAA*^ or *OsREM1.5*^*DDD*^ and cloned into the pCAMBIA2301 that carrying a *Pro*_*ubi*_*::ONAC023–mcherry* insertion. Then the vector was transferred into the *osrem1.5* protoplasts. The *onac023 osrem1.5* protoplasts were constructed by transferring the *OsREM1.5*-pRGEB32 vector into the protoplasts derived from *onac023*. After 24-h incubation in the dark at 25 °C, the transfected protoplasts were treated with 30% PEG 4000 for 25 min (a simulation for drought stress) or 45 °C for 30 min. After that, 10 µM H_2_DCFDA (Sigma-Aldrich, D6883) was applied to the protoplasts and incubated for 15 min. Then the protoplasts were wash three times with W5 solution before confocal imaging with excitation at 488 nm and emission at 505–525 nm by a laser scanning confocal microscopy (Olympus, FV1200). The microscopy settings were kept stable for all transfects. The ROS accumulation was quantified by the ratio of the mean H_2_DCFDA intensity of the observed cells vs the mean background intensity of the slice. The assay was repeated three times and > 100 cells for each transfection were involved in the quantification.

### OsREM1.5 phosphorylation detection

The CDS of *OsREM1.5* or *OsREM1.5*^*AAA*^ were cloned into pCAMBIA1301S-HA vector and transfected *N. benthamiana* leaves as described in the BiFC assay. Protein of the transfected leaves were harvested using the phosphorylation preservation buffer (20 mM Tris–HCl, pH 8.0, 200 mM NaCl, 10% glycerol, 0.5% Triton X-100, 1 mM PMSF, 1 mM NaF, 5 mM β-glycerophosphate, and protease/phosphatase inhibitor cocktail [Roche, 4693132001 and 4906845001, one tablet each for 50 mL]) after the drought (15% PEG 6000 for 20 min) or heat (45 °C for 35 min) stress treatment. IP of the HA-tagged protein were performed as described in Co-IP with additional wash using Triton X-100 and NaCl-free extraction buffer. The eluted proteins were loaded with 1 mM MnCl_2_-containing sample buffer and separated in Phos-tag gel (10% SDS–PAGE with 20 µM Phos-tag [Wako, 300-93523] and 40 µM MnCl_2_) at 4 °C in the dark. After that, the gel was immersed in 10 mM EDTA-containing transfer buffer thrice with gentle agitation, and then immersed in EDTA-free transfer buffer for 30 min before transferred to a PVDF membrane for Western blot.

### RNA extraction and expression level quantification

Total RNA was extracted from the 14-d seedlings treated by drought (RSM < 10% for 5 d) or heat (45 °C for 10 h) stress using TRIzol reagent (Invitrogen, 15596018), and reverse-transcribed by SuperScript reverse transcriptase (Invitrogen, 18080093) after the removal of genomic DNA by DNase I (Invitrogen, 18068015). RT–qPCR was performed using SYBR Premix ExTaq (TaKaRa, RR81LR) in a ViiA 7 Real-Time PCR System (Applied Biosystems). The relative quantification was calculated using the 2^−ΔΔCt^ method^60^. The rice *Ubiquitin* gene was used as an internal reference. For alternative splicing event quantification, the relative spliced-in of the variable exon was quantified against the total transcript. At least 10 individuals were sampled for each of the three independent repeats of the stress treatments, and 2–3 technical replicates were tested for each sample.

For RNA-seq library construction, 2 μg of total RNA was used to produce the libraries using TruSeq® Stranded Total RNA Library Prep Plant (Illumina, 20020610). The libraries were sequenced by NovaSeq 6000 platform (Illumina). At least 10 seedlings from each of the three repeats of the treatments were sequenced for each line.

### RNA-seq data and alternative splicing analysis

Raw RNA-seq reads were filtered by fastp (-q 30)^61^ and aligned to the rice genome assembly MSU v7.0 [http://rice.uga.edu] by SATR v2.52b^62^. Transcripts were assembled from uniquely mapped read pairs by StringTie v1.3.1 in reference guided mode based on nonredundant gene models from MSU v7.0 and IC4R to construct the unified reference transcripts. Transcripts with a TPM larger than 1 in at least one sample were used as the unified reference transcripts for all the subsequent sequencing analyses in this study (Supplementary Data 4). The peptide-encoding capacity of the transcripts in the unified reference was assessed by CPC2^63^, and the CDS and corresponding peptide sequences were characterized by CodAn^64^.

DEG analysis were performed using R package DESeq2^65^. Genes with more than twofold changes and a *P*-adjust < 0.05 (Wald test with Benjamini-Hochberg correction) were defined as DEGs. ASE and DASG analyses were performed by rMATS^34,66^.

For functional annotation of DEGs and DASGs, GO enrichment analysis was performed by AgriGO v2.0^67^. Predicted functions of the DASG-encoding peptides were annotated with HMMER v3.3.2^68^ against the Pfam database v32.0 [http://pfam.xfam.org]. Only the Pfam annotation with the lowest *E*-value (<1e − 05) was considered to represent the protein-encoding functionality of the *SI*^*ONAC023+*^ and/or *SI*^*ONAC023−*^ (splicing isoform induced/suppressed by ONAC023) for a DASG. The quality control of RNA-seq is shown in Supplementary Fig. 16e–g.

### ChIP-coupled qPCR and high-throughput sequencing

Samples used for ChIP–seq were collected from the same batch of seedlings for the RNA-seq. ChIP was performed using a proved protocol in rice^69^. In detail, 2 g seedlings were crosslinked using 1% formaldehyde and quenched with glycine. Then, the samples were ground in liquid nitrogen into fine powder and resuspended in 30 ml of buffer EB1 (0.4 M sucrose, 10 mM Tris–HCl, pH 8.0, 5 mM β-mercaptoethanol, 1 mM PMSF, and Protease Inhibitor cocktail). The mixture was filtered through Miracloth (Millipore, 475855), and the filtrate was centrifuged at 1800× *g* for 10 min at 4 °C. The pellet was resuspended in 1.5 ml of buffer EB2 (0.25 M sucrose, 10 mM Tris–HCl, pH 8.0, 5 mM β-mercaptoethanol, 10 mM MgCl_2_, 1% Triton X-100, 1 mM PMSF, and Protease Inhibitor cocktail) and centrifuged at 2000× *g* for 10 min at 4 °C. Next, the pellet was resuspended in 0.5 ml of buffer EB3 (1.7 M sucrose, 10 mM Tris–HCl, pH 8.0, 5 mM β-mercaptoethanol, 2 mM MgCl_2_, 0.15% Triton X-100, 1 mM PMSF, and Protease Inhibitor cocktail) and centrifuged at 2000× *g* for 1 h at 4 °C. The final pellet was resuspended in 0.25 ml of buffer NLB (10 mM Tris–HCl, pH 8.0, 20 mM EDTA, 400 mM NaCl, 1% Triton X-100, 2 mM PMSF, and Protease inhibitor cocktail), and the chromatin was fragmented into 200–600 bp by sonication. DNA was immunoprecipitated by overnight incubation with Dynabeads protein A (Invitrogen, 10001D)-conjugated anti-ONAC023 polyclonal antibody (Abmart, 8114-1hz, validated in Supplementary Fig. 11) for DJ-WT and *onac023* samples, and anti-FLAG magnetic beads (Sigma-Aldrich, M8823) for *ONAC023–FLAG*-OE#5 and ZH11-WT.

ChIP-coupled quantitative PCR (ChIP–qPCR) was performed using the fold enrichment method, in which ∆C_t_ = C_t_^IP^ – C_t_^input^. For all ChIP–qPCR experiments, stress treatments were repeated three times (each with at least 10 plants), and 2–3 technical replicates were performed for each reaction. ChIP–seq libraries and control libraries based on input DNA (sonicated chromatin) were prepared by NEBNext® Ultra^TM^ II DNA Library Prep Kit for Illumina® (New England BioLabs, E7645) following the manufacturer’s instructions. All libraries were sequenced using NovaSeq 6000 platform (Illumina). At least two biological replicates were sequenced for each line.

### ChIP–seq data analysis

The raw sequencing reads were filtered by fastp^61^ and mapped to rice genome assembly MSU v7.0 by bowtie2^70^ with parameters “--sensitive, --no-unal, -X 1000”. Peak calling was performed on nonredundant, uniquely mapped reads by MACS2^71^. Peaks called in at least two replicates were applied to DBA (differential-binding area) analysis by R package DiffBind^72^. Peaks with more than twofold changes and FDR < 0.05 were defined as DBAs and their associated genomic features were annotated by R package ChIPseeker^73^. Genes with DBAs in their promoter regions (the −3000 to +100 regions in relation to TSS) that enriched in DJ-WT compared to *onac023* were identified as ONAC023-binding genes. MEME program was used for identifying consensus ONAC023-binding sequences^74^, and the sequence with an *E*-value < 1e − 10 and central enrichment pattern in the peak region revealed by Centrimo^75^ was considered as a candidate ONAC023-binding motif (Supplementary Fig. 18). The quality control information for ChIP–seq is shown in Supplementary Fig. 16a–d.

### Electrophoretic mobility shift assays

GST-fused ONAC023 was prepared as described in in vitro pull-down assay. The 5′ FAM-labeled probe was synthesized by Tsingke Biotechnology Co., Ltd. (Beijing, China). To generate double-stranded oligos, an equal amount of the complementary single-stranded oligos was mixed, heated to 95 °C for 2 min, and annealed by gradually cooling down to 25 °C. EMSA was performed using LightShift Chemiluminescent EMSA Kit (Thermo Fisher, 20148). For the competition assay, nonlabelled probes with or without mutated base pairs were incubated with ONAC023–GST in binding buffer at room temperature for 20 min. After that, 1 µL 5′ FAM-labeled probe (10 µM) was added and incubated at room temperature in dark for 20 min. The samples were then subjected to electrophoresis on 6% PAGE gels (SDS-free) with 0.5×TBE buffer at 4 °C in dark for 1 h. The fluorescence signaling was captured by a FLA-5100 scanner (Fujifilm).

### Dual-LUC assay

Full-length and truncated fragments of *ONAC023* CDS were inserted into the GAL4BD vector and then transfected into ZH11 protoplasts together with the reporter vector *ProGAL4*:*fLUC* and the reference vector *ProAtUbi*:*rLUC* (see Supplementary Fig. 17)^76^. The luciferase activity was measured using cells cultured overnight with Dual-Luciferase Reporter Assay System (Promega, E1910), and expressed as the chemiluminescence intensity ratio of fLUC vs rLUC. The assay was repeated three times and three independent transfection batches were assayed each time with three technical replicates for each reaction.

### Key stress-related NACs identification by integrative analysis

Key stress-related NACs were identified in three steps. Firstly, the GRN was constructed to evaluate the transcriptional regulatory potential of NACs. Stress-triggered DEGs (with over twofold-change and *P*-adjust < 0.05) from the drought- or heat-treated samples (see Supplementary Fig. 1a) were collected and clustered by ICA with R package fastICA^22,77^. To construct sub-GRNs for each cluster, NACs annotated by Rice TF Database [https://ricephylogenomics.ucdavis.edu/tf/genInfo.shtml] were assumed to be “regulators” and all DEGs were set as “targets”. Then the “regulator–target” relations were evaluated by GENIE3 algorithm using R package GENIE3 with Z-transformed TPM as input and the Random Forest algorithm as regression tree method^78^. The “regulators” with the highest degree of connectivity in the sub-RGN (hub NACs labeled in Fig. 1b) were chosen for further analysis. Secondly, data on 210 rice cultivars with well-quantified i-traits were used for genetic association analysis on the genomic regions of the hub NACs (see Supplementary Data 1 for detailed information)^20^. Genetic variations among the 210 cultivars were extracted from RiceVarMap2.0^21^. Region-based association analysis was performed by the mixed linear model (MLM) in Tassel 5 software^79^ with a threshold of *P*-value < 1e − 04 to screen the significantly associated variations of a particular trait. Linkage disequilibrium (LD) of the variations within the tested region was calculated by Tassel 5 (expressed as R^2^). Hub NACs with at least one variation significantly associated to at least one drought-related i-trait were preserved for subsequent analysis. Thirdly, genetic variations and longitude/latitude information of 4720 rice cultivars (including the 210 cultivars) and 446 accessions of common wild rice *Oryza rufipogon* (*O. ruf*) were extracted from RiceVarMap2.0^21^ and OryzaGenome^80^ for genetic diversity and geographic distribution analysis. Nucleotide diversity (π) in 200-bp windows was extracted by VCFtools (v0.1.16)^81^. The average precipitation data during the years 1979–2015 was extracted from the National Oceanic and Atmospheric Administration (NOAA, [https://www.noaa.gov]). NACs with potential selective sweep (with lower nucleotide diversities in *O. japonica* and *O. indica* compared to *O. ruf*) and i-trait-associated variation(s) that showed precipitation-related geographic distribution were identified as key stress-related NACs.

### Statistics and visualization

If not specified, R (v3.6.1; https://cran.r-project.org/) was used for statistical analysis and plot generation. Two-tailed Student’s *t* test and ANOVA–HSD test was performed using the “t.test” and “aov” coupled with “TukeyHSD” functions (with default parameters), respectively. The high-throughput sequencing tracks were visualized by Integrative Genomics Viewer (IVG; https://igv.org/). The network layouts were generated by Cytoscape (v3.8.2)^82^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplemental Information

Peer Review File

Description of additional supplementary files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

### Source data

Source Data

## Data Availability

The raw sequencing reads as well as the processed data files generated during this study were deposited into the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under the accession code GSE183241. The IP-MS data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD046729. The public phosphoproteome data of drought-stress-treated HY73 (Hanyou73, *Oryza sativa* ssp. *indica*) can be found in ProteomeXchange under the accession code PXD031505. The minimum dataset required to reproduce the figures in this article have been deposited to the Figshare database^83^ [10.6084/m9.figshare.26039821]. Sequence data of genes mentioned in this article can be found in the Rice Genome Annotation Project or EMBL data libraries under the following accession numbers: *ONAC023* (LOC_Os02g12310) [http://rice.uga.edu/cgi-bin/ORF_infopage.cgi?orf=LOC_Os02g12310.1], *OsREM1.5* (LOC_Os04g45070) [http://rice.uga.edu/cgi-bin/ORF_infopage.cgi?orf=LOC_Os04g45070.1], *OsIMP-α1a* (LOC_Os01g14950) [http://rice.uga.edu/cgi-bin/ORF_infopage.cgi?orf=LOC_Os01g14950.1], *OsIMP-α1b* (LOC_Os05g06350) [http://rice.uga.edu/cgi-bin/ORF_infopage.cgi?orf=LOC_Os05g06350.1], *SNAC1* (LOC_Os03g60080) [http://rice.uga.edu/cgi-bin/ORF_infopage.cgi?orf=LOC_Os03g60080.1], *OsPYL1* (LOC_Os10g42280) [http://rice.uga.edu/cgi-bin/ORF_infopage.cgi?orf=LOC_Os10g42280.1], *OsFKBP20-1b* (LOC_Os01g62610) [http://rice.uga.edu/cgi-bin/ORF_infopage.cgi?orf=LOC_Os01g62610.1], *OsSF3B1* (LOC_Os02g05410) [http://rice.uga.edu/cgi-bin/ORF_infopage.cgi?orf=LOC_Os02g05410.1], *PGL3* (LOC_Os03g03990) [http://rice.uga.edu/cgi-bin/ORF_infopage.cgi?orf=LOC_Os03g03990.1], *OsPIP2;7* (LOC_Os09g36930) [http://rice.uga.edu/cgi-bin/ORF_infopage.cgi?orf=LOC_Os09g36930.1], *OsANN1* (LOC_Os02g51750) [http://rice.uga.edu/cgi-bin/ORF_infopage.cgi?orf=LOC_Os02g51750.1], *AtREM1.3* (AT2G45820) [https://plants.ensembl.org/Arabidopsis_thaliana/Gene/Summary?g=AT2G45820;r=2:18862953-18864741;t=AT2G45820.1], *SPS* (LOC_Os01g69030) [http://rice.uga.edu/cgi-bin/ORF_infopage.cgi?orf=LOC_Os01g69030.1], *StREM1.3* (DN921712) [https://www.ebi.ac.uk/ena/browser/view/DN921712], *Ubiquitin* (LOC_Os03g13170) [http://rice.uga.edu/cgi-bin/ORF_infopage.cgi?orf=LOC_Os03g13170.1]. Source data are provided with this paper.

## References

[1] Hall C, Dawson TP, Macdiarmid JI, Matthews RB, Smith P (2017). The impact of population growth and climate change on food security in Africa: looking ahead to 2050. Int. J. Agr. Sustain..

[2] Normile D (2008). Reinventing rice to feed the world. Science.

[3] Sandhu N (2014). Identification and mapping of stable QTL with main and epistasis effect on rice grain yield under upland drought stress. BMC Genet..

[4] Peng G, Bai J, Wang J (2004). Relationships between biochemical qualities of paddy rice and climate conditions in the Anning River Valley. J. Appl. Ecol..

[5] Tian XH (2010). Heat-induced floret sterility of hybrid rice (*Oryza sativa* L.) cultivars under humid and low wind conditions in the field of Jianghan Basin, China. Plant Prod. Sci..

[6] Hasegawa T (2011). Spikelet sterility of rice observed in the record hot summer of 2007 and the factors associated with its variation. J. Agric. Meteorol..

[7] Singh S, Koyama H, Bhati KK, Alok A (2021). The biotechnological importance of the plant-specific NAC transcription factor family in crop improvement. J. Plant Res..

[8] Hu H (2006). Overexpressing a NAM, ATAF, and CUC (NAC) transcription factor enhances drought resistance and salt tolerance in rice. Proc. Natl Acad. Sci. USA.

[9] Ren Y (2021). A heat stress responsive NAC transcription factor heterodimer plays key roles in rice grain filling. J. Exp. Bot..

[10] Hu H (2008). Characterization of transcription factor gene *SNAC2* conferring cold and salt tolerance in rice. Plant Mol. Biol..

[11] Zheng X, Chen B, Lu G, Han B (2009). Overexpression of a NAC transcription factor enhances rice drought and salt tolerance. Biochem. Biophys. Res. Commun..

[12] Fang Y (2015). A stress-responsive NAC transcription factor SNAC3 confers heat and drought tolerance through modulation of reactive oxygen species in rice. J. Exp. Bot..

[13] Hong Y, Zhang H, Huang L, Li D, Song F (2016). Overexpression of a stress-responsive NAC transcription factor gene *ONAC022* improves drought and salt tolerance in rice. Front. Plant Sci..

[14] Shen J (2017). The NAC-type transcription factor OsNAC2 regulates ABA-dependent genes and abiotic stress tolerance in rice. Sci. Rep..

[15] Shim JS (2018). Overexpression of *OsNAC14* improves drought tolerance in rice. Front. Plant Sci..

[16] De Clercq I (2013). The membrane-bound NAC transcription factor ANAC013 functions in mitochondrial retrograde regulation of the oxidative stress response in *Arabidopsis*. Plant Cell.

[17] Liu XH (2020). A membrane-associated NAC transcription factor OsNTL3 is involved in thermotolerance in rice. Plant Biotechnol. J..

[18] Sakuraba Y (2020). Multilayered regulation of membrane-bound ONAC054 is essential for abscisic acid-induced leaf senescence in rice. Plant Cell.

[19] Yang ZT (2014). A plasma membrane-tethered transcription factor, NAC062/ANAC062/NTL6, mediates the unfolded protein response in *Arabidopsis*. Plant J..

[20] Guo Z (2018). Genome-wide association studies of image traits reveal genetic architecture of drought resistance in rice. Mol. Plant.

[21] Zhao H (2015). RiceVarMap: a comprehensive database of rice genomic variations. Nucleic Acids Res..

[22] Nascimento M (2017). Independent Component Analysis (ICA) based-clustering of temporal RNA-seq data. PLOS ONE.

[23] Fang Y, You J, Xie K, Xie W, Xiong L (2008). Systematic sequence analysis and identification of tissue-specific or stress-responsive genes of NAC transcription factor family in rice. Mol. Genet. Genom..

[24] Endo M (2009). High temperatures cause male sterility in rice plants with transcriptional alterations during pollen development. Plant Cell Physiol..

[25] Marin M, Thallmair V, Ott T (2012). The intrinsically disordered N-terminal region of AtREM1.3 remorin protein mediates protein-protein interactions. J. Biol. Chem..

[26] Perraki A (2018). REM1.3’s phospho-status defines its plasma membrane nanodomain organization and activity in restricting PVX cell-to-cell movement. PLOS Pathog..

[27] Legrand A (2022). Structural determinants of REMORIN nanodomain formation in anionic membranes. Biophys. J..

[28] Ye J (2018). *PGL3* is required for chlorophyll synthesis and impacts leaf senescence in rice. J. Zhejiang Univ. Sci. B.

[29] Lv XG (2015). *Oryza sativa* chloroplast signal recognition particle 43 (OscpSRP43) is required for chloroplast development and photosynthesis. PLOS ONE.

[30] Li GW, Zhang MH, Cai WM, Sun WN, Su WA (2008). Characterization of OsPIP2;7, a water channel protein in rice. Plant Cell Physiol..

[31] Park HJ (2020). OsFKBP20-1b interacts with the splicing factor OsSR45 and participates in the environmental stress response at the post-transcriptional level in rice. Plant J..

[32] Butt H (2021). Overlapping roles of spliceosomal components SF3B1 and PHF5A in rice splicing regulation. Commun. Biol..

[33] Zhou CJ (2006). Cloning and characterization of a second form of the rice adenine phosphoribosyl transferase gene (OsAPT2) and its association with TGMS. Plant Mol. Biol..

[34] Dong C (2018). Alternative splicing plays a critical role in maintaining mineral nutrient homeostasis in rice (*Oryza sativa*). Plant Cell.

[35] Qiao B (2015). A calcium-binding protein, rice annexin OsANN1, enhances heat stress tolerance by modulating the production of H_2_O_2_. J. Exp. Bot..

[36] Mao H (2015). A transposable element in a NAC gene is associated with drought tolerance in maize seedlings. Nat. Commun..

[37] Kim YS (2006). A membrane-bound NAC transcription factor regulates cell division in *Arabidopsis*. Plant Cell.

[38] Ng S (2013). A membrane-bound NAC transcription factor, ANAC017, mediates mitochondrial retrograde signaling in *Arabidopsis*. Plant Cell.

[39] Guo S (2018). A membrane-bound NAC-like transcription factor OsNTL5 represses the flowering in *Oryza sativa*. Front. Plant Sci..

[40] Duan M (2017). A lipid-anchored NAC transcription factor is translocated into the nucleus and activates *Glyoxalase I* expression during drought stress. Plant Cell.

[41] Jaillais Y, Ott T (2020). The nanoscale organization of the plasma membrane and its importance in signaling: a proteolipid perspective. Plant Physiol..

[42] Gronnier J (2017). Structural basis for plant plasma membrane protein dynamics and organization into functional nanodomains. Elife.

[43] Chung PJ, Jung H, Choi YD, Kim JK (2018). Genome-wide analyses of direct target genes of four rice NAC-domain transcription factors involved in drought tolerance. BMC Genom..

[44] Li X (2019). Genome-wide identification of SNAC1-targeted genes involved in drought response in rice. Front. Plant Sci..

[45] Zhang H, Zhu J, Gong Z, Zhu JK (2022). Abiotic stress responses in plants. Nat. Rev. Genet..

[46] Qiu D (2007). OsWRKY13 mediates rice disease resistance by regulating defense-related genes in salicylate- and jasmonate-dependent signaling. Mol. Plant Microbe Interact..

[47] Chu Z (2006). Promoter mutations of an essential gene for pollen development result in disease resistance in rice. Genes Dev..

[48] Hiei Y, Ohta S, Komari T, Kumashiro T (1994). Efficient transformation of rice (*Oryza sativa* L.) mediated by *Agrobacterium* and sequence analysis of the boundaries of the T-DNA. Plant J..

[49] Xie K, Minkenberg B, Yang Y (2015). Boosting CRISPR/Cas9 multiplex editing capability with the endogenous tRNA-processing system. Proc. Natl Acad. Sci. USA.

[50] Jeon JS (2000). T-DNA insertional mutagenesis for functional genomics in rice. Plant J..

[51] Chang Y (2017). Co-overexpression of the constitutively active form of OsbZIP46 and ABA-activated protein kinase SAPK6 improves drought and temperature stress resistance in rice. Front. Plant Sci..

[52] Yang LT (2005). Estimating the copy number of transgenes in transformed rice by real-time quantitative PCR. Plant Cell Rep..

[53] Ye H, Du H, Tang N, Li X, Xiong L (2009). Identification and expression profiling analysis of TIFY family genes involved in stress and phytohormone responses in rice. Plant Mol. Biol..

[54] Du H, Chang Y, Huang F, Xiong L (2015). GID1 modulates stomatal response and submergence tolerance involving abscisic acid and gibberellic acid signaling in rice. J. Integr. Plant Biol..

[55] Lv Y (2016). New insights into the genetic basis of natural chilling and cold shock tolerance in rice by genome-wide association analysis. Plant Cell Environ..

[56] Liao ST (2019). 4-Octyl itaconate inhibits aerobic glycolysis by targeting GAPDH to exert anti-inflammatory effects. Nat. Commun..

[57] Kim S, Pevzner PA (2014). MS-GF+ makes progress towards a universal database search tool for proteomics. Nat. Commun..

[58] Waadt R (2008). Multicolor bimolecular fluorescence complementation reveals simultaneous formation of alternative CBL/CIPK complexes in planta. Plant J..

[59] Tang N (2016). MODD mediates deactivation and degradation of OsbZIP46 to negatively regulate ABA signaling and drought resistance in rice. Plant Cell.

[60] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2^-△△CT^ method. Methods.

[61] Chen S, Zhou Y, Chen Y, Gu J (2018). *fastp*: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics.

[62] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[63] Kang YJ (2017). CPC2: a fast and accurate coding potential calculator based on sequence intrinsic features. Nucleic Acids Res..

[64] Nachtigall PG, Kashiwabara AY, Durham AM (2021). CodAn: predictive models for precise identification of coding regions in eukaryotic transcripts. Brief. Bioinform..

[65] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[66] Shen S (2014). rMATS: robust and flexible detection of differential alternative splicing from replicate RNA-Seq data. Proc. Natl Acad. Sci. USA.

[67] Tian T (2017). agriGO v2.0: a GO analysis toolkit for the agricultural community, 2017 update. Nucleic Acids Res..

[68] Johnson LS, Eddy SR, Portugaly E (2010). Hidden Markov model speed heuristic and iterative HMM search procedure. BMC Bioinforma..

[69] Zhao L (2020). Integrative analysis of reference epigenomes in 20 rice varieties. Nat. Commun..

[70] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[71] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[72] Ross-Innes CS (2012). Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. Nature.

[73] Yu G, Wang LG, He QY (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

[74] Bailey TL (2009). MEME SUITE: tools for motif discovery and searching. Nucleic Acids Res..

[75] Bailey TL, Machanick P (2012). Inferring direct DNA binding from ChIP-seq. Nucleic Acids Res..

[76] Hao YJ (2011). Soybean NAC transcription factors promote abiotic stress tolerance and lateral root formation in transgenic plants. Plant J..

[77] de Luis Balaguer MA (2017). Predicting gene regulatory networks by combining spatial and temporal gene expression data in *Arabidopsis* root stem cells. Proc. Natl Acad. Sci. USA.

[78] Huynh-Thu VA, Irrthum A, Wehenkel L, Geurts P (2010). Inferring regulatory networks from expression data using tree-based methods. PLOS ONE.

[79] Bradbury PJ (2007). TASSEL: software for association mapping of complex traits in diverse samples. Bioinformatics.

[80] Huang X (2012). A map of rice genome variation reveals the origin of cultivated rice. Nature.

[81] Danecek P (2011). The variant call format and VCFtools. Bioinformatics.

[82] Shannon P (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res..

[83] Chang, Y. Stress-induced nuclear translocation of ONAC023 improves drought and heat tolerance through multiple processes in rice. URL: 10.6084/m9.figshare.26039821 (2024).10.1038/s41467-024-50229-938997294

# Supplementary material for: Stress-induced nuclear translocation of ONAC023 improves drought and heat tolerance through multiple processes in rice
**Source:** Nat Commun. 2024 Jul 13;15:5877. doi: 10.1038/s41467-024-50229-9
**Supplement:** Supplementary file 1 — Supplemental Information

## Supplementary Figures

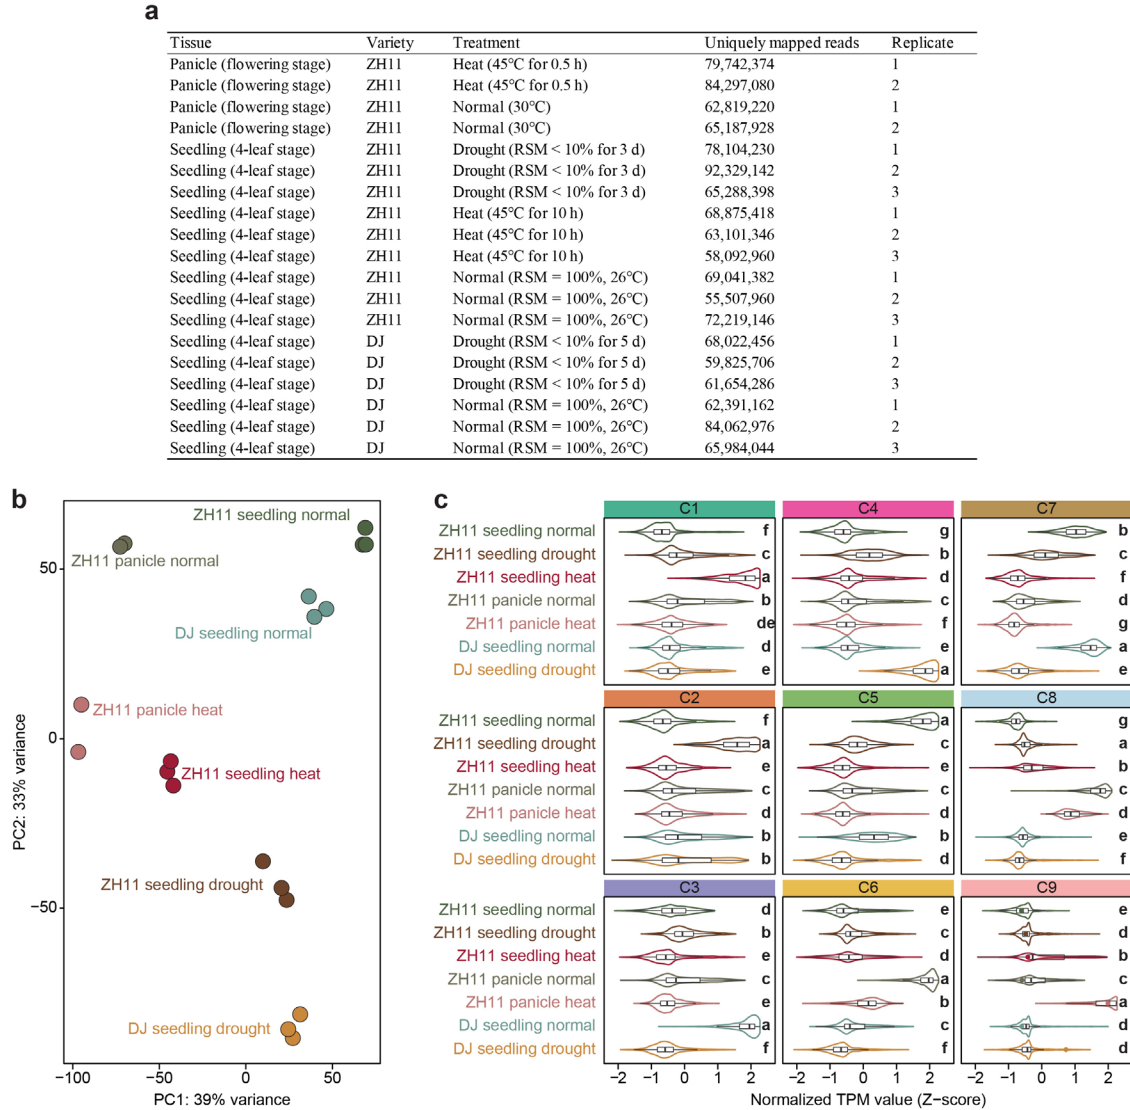

**Supplementary Fig. 1:** Supplemental information related to the NAC-centered GRN analysis (supports Fig. 1).

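Principal component analysis of the 19 stress libraries was run on log2 CPM (prior count 2, TMM normalization) of 30111 genes. PC1 held 37.3% and PC2 22.5% of the variance. On PC1 the ZH11 panicle libraries scored 241 to 279, the heat-treated ZH11 seedlings 109 to 112, and all other seedling libraries between -205 and -11.1. On PC2 the DJ drought libraries had the lowest scores, from -233.7 to -214.6, and the ZH11 seedling libraries under normal conditions the highest, from 164.9 to 180.5. The lowest Pearson correlation between replicates was 0.949, in heat-treated ZH11 seedlings, and the highest of that group with another group was 0.883. Replicates within a group were compared for duplicated libraries: over both experiments, the chi-square per degree of freedom of their counts was 12.8 or more, where libraries that differed only by sampling would give a value near the number of counts per read pair. Libraries of different groups were not part of that comparison. On 54 genes expressed in DJ and not in ZH11, the DJ drought libraries were compared with same-numbered DJ-WT drought libraries of the other experiment. These pairs gave 0.718 or less, as subsamples would.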

**a** List of the RNA-seq samples used in the NAC-centered GRN construction. **b** Principal component analysis (PCA) showing the reproducibility of the RNA-seq samples. **c** Violin plots showing the Z-transformed TPM values of the DEGs in each ICA cluster. Letter symbols denote significances ( $P < 0.05$ ) determined by one-way ANOVA (two-sided) with Tukey's Honest significant difference (HSD) test. Exact  $P$ -values and details of the one-way ANOVA–HSD test can be found in the Source Data file. Source data are provided as a Source Data file.

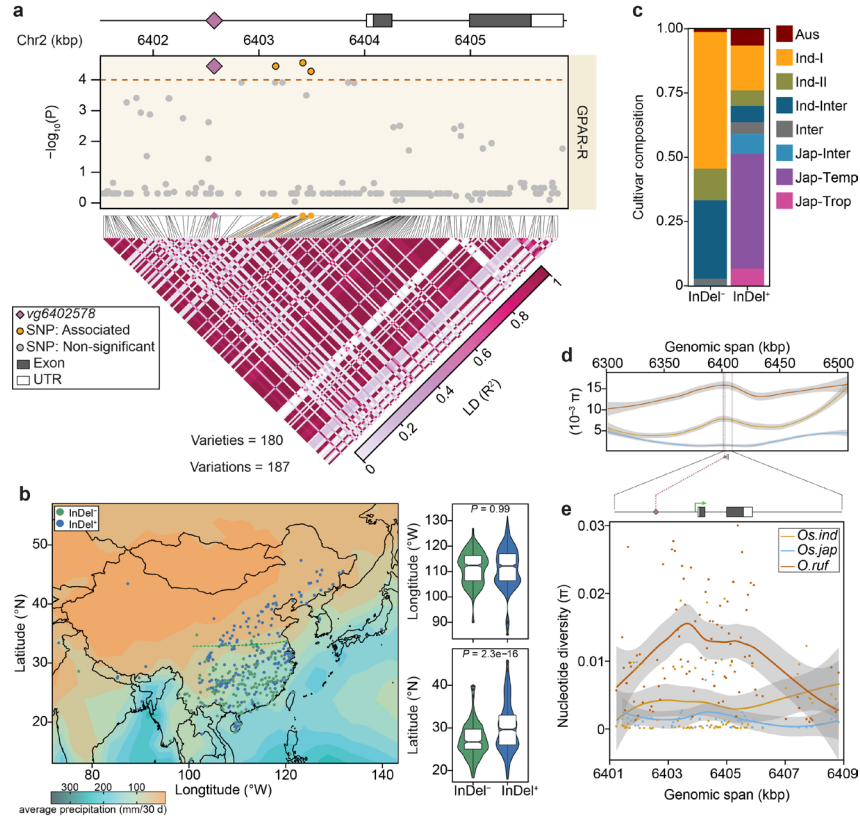

**Supplementary Fig. 2: Natural variation and nucleotide diversity of *ONAC023* (supports Fig. 1).**

**a** Enlarged view of the GWAS result in Fig. 1c. **b** Geographic distribution of the accessions with available information within the realm of East Asia. The green dashed line indicates the approximate boundary between the north and south climate zones in China. Latitude and longitude differences between the InDel<sup>+</sup> and InDel<sup>-</sup> groups were shown by the violin plots and tested by two-tailed Student's *t*-test. Color zones in the map indicate the monthly average rainfall values (from Jan, 1976 to Jun, 2021) collected by NOAA. **c** Rice subgroup compositions of the InDel<sup>-</sup> and InDel<sup>+</sup> varieties. Ind, *Os. indica*; Jap, *Os. japonica*; Inter, intermedia; Temp, temperate; Trop, tropical. **d** Nucleotide diversity analysis within the  $\pm 100$  kbp region of the *ONAC023* locus. The changing trends of the 200-bp windowed  $\pi$  values are illustrated by LOESS regression. *Os. ind*, *Os. indica*; *Os. jap*, *Os. japonica*; *O. ruf*, *O. rufipogon*. **e** Profile of the nucleotide diversities among *Os. indica* (*Os. ind*), *Os. japonica* (*Os. jap*), and *O. rufipogon* (*O. ruf*) in the  $\pm 3$  kb region of the *ONAC023* gene locus. Data points represent the  $\pi$  values in a 200-bp window and the changing trend of the  $\pi$  value within the region was illustrated by LOESS regression. The blue quadrangles in **(d)** and **(e)** indicate the site of InDel vg2402578. Source data are provided as a Source Data file.

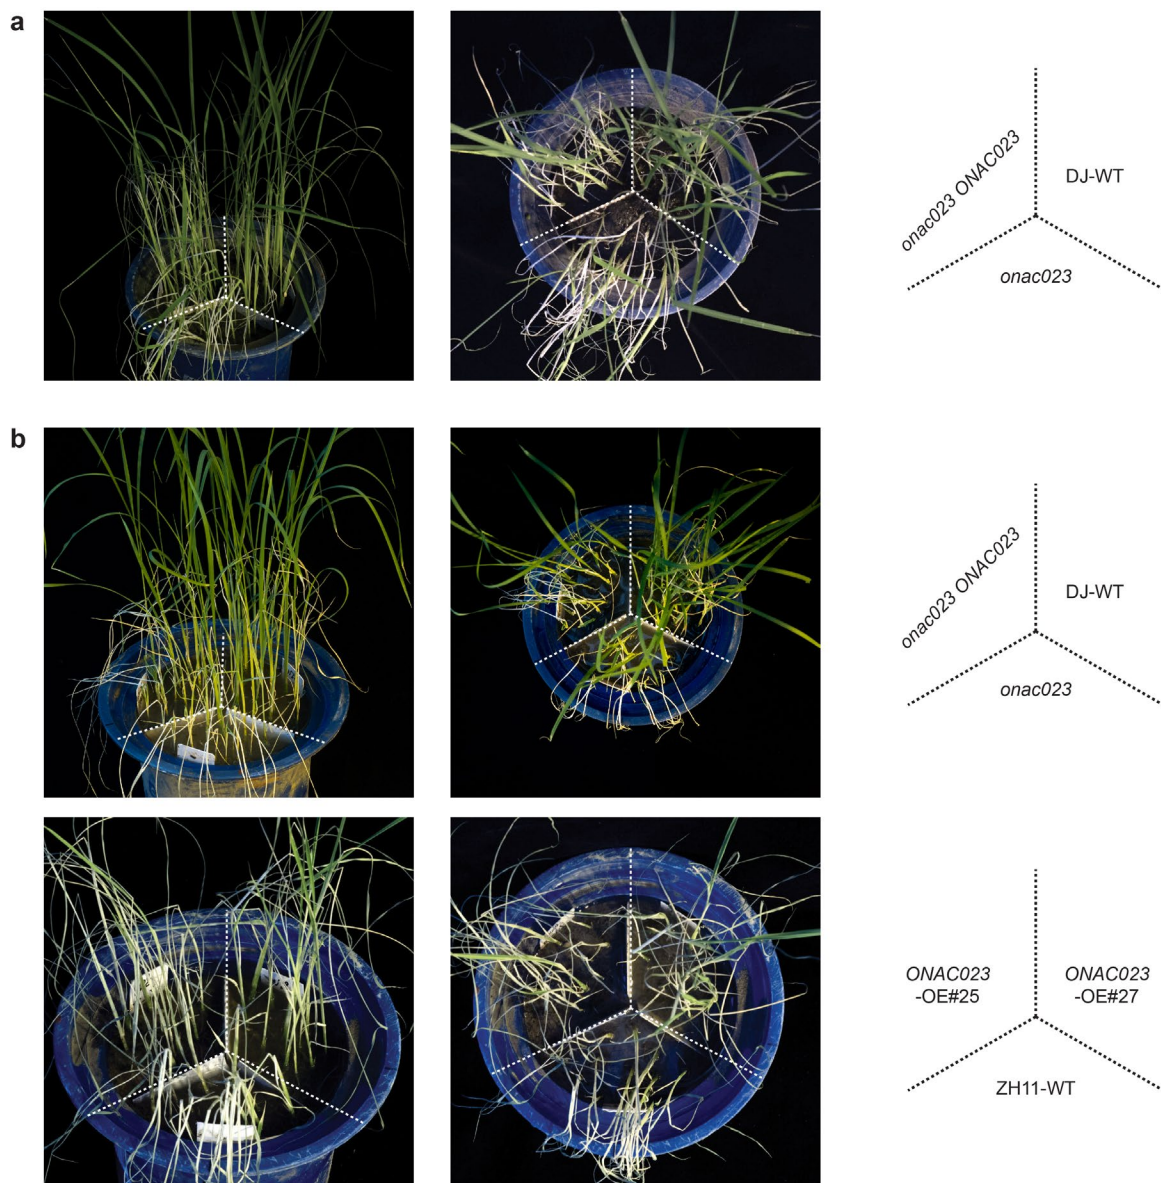

**Supplementary Fig. 3:** Raw photos for the color-processed images in Figs. 2 and 3 (supports Figs. 2 and 3).

**a–b** Raw photos for the corresponding seedling images in Fig. 2a (**a**) and Fig. 3a (**b**), respectively.

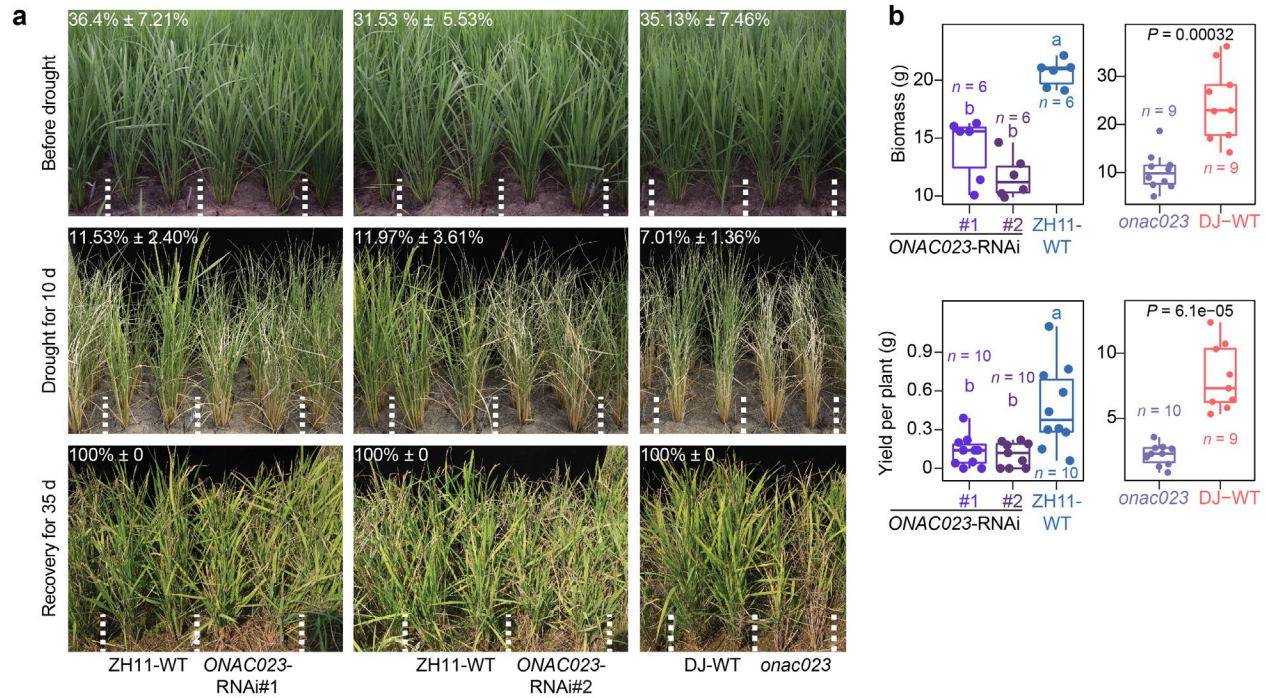

**Supplementary Fig. 4:** *ONAC023* RNA-interfering (*ONAC023*-RNAi) and *onac023* T-DNA mutants were sensitive to drought stress (supports Fig. 2).

**a** Phenotype comparison of *ONAC023*-RNAi lines and *onac023* to the corresponding WT plants under in-field drought stress treatment. The RSMs were expressed as mean  $\pm$  SD based on three randomized blocks. One representative of the three randomized blocks is shown. **b** Yield (per plant) and biomass statistics of the drought-treated plants after recovery. One-way ANOVA–HSD test (two-sided, at  $P < 0.05$ ) was applied to determine the statistical significance based on 6–10 plants from the three randomized blocks. Exact  $P$ -values and details of the one-way ANOVA–HSD test can be found in the Source Data file. Source data are provided as a Source Data file.

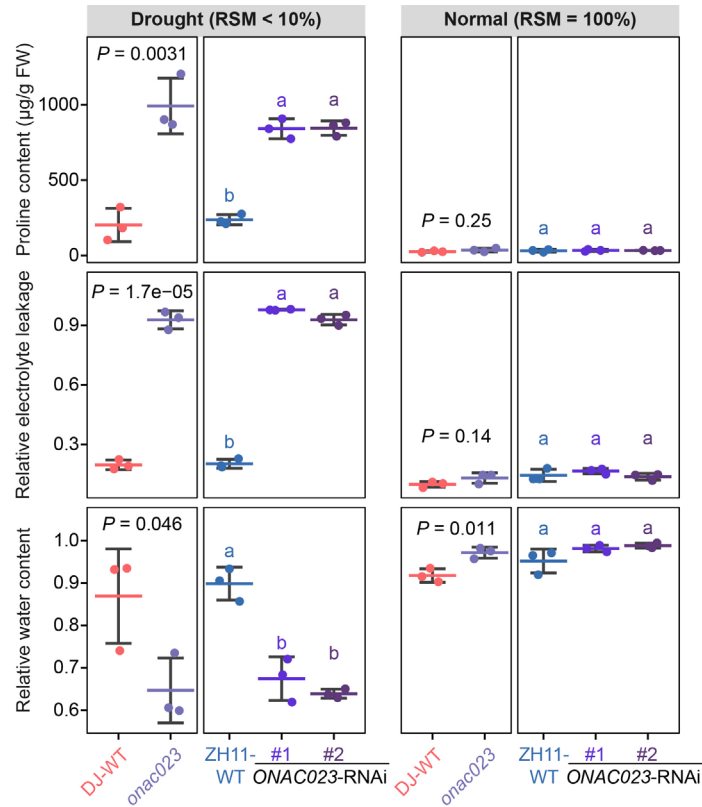

**Supplementary Fig. 5:** Physiological traits measurement for *onac023*, ONAC023-RNAi, and the corresponding CKs (supports Fig. 2).

Cross-bars indicate mean  $\pm$  SD of three repeats of the assay (at least 10 plants were sampled for each replicate). Two-tailed Student's *t*-test was applied to determine the differences. FW, fresh weight of the sampling tissue. Source data are provided as a Source Data file.

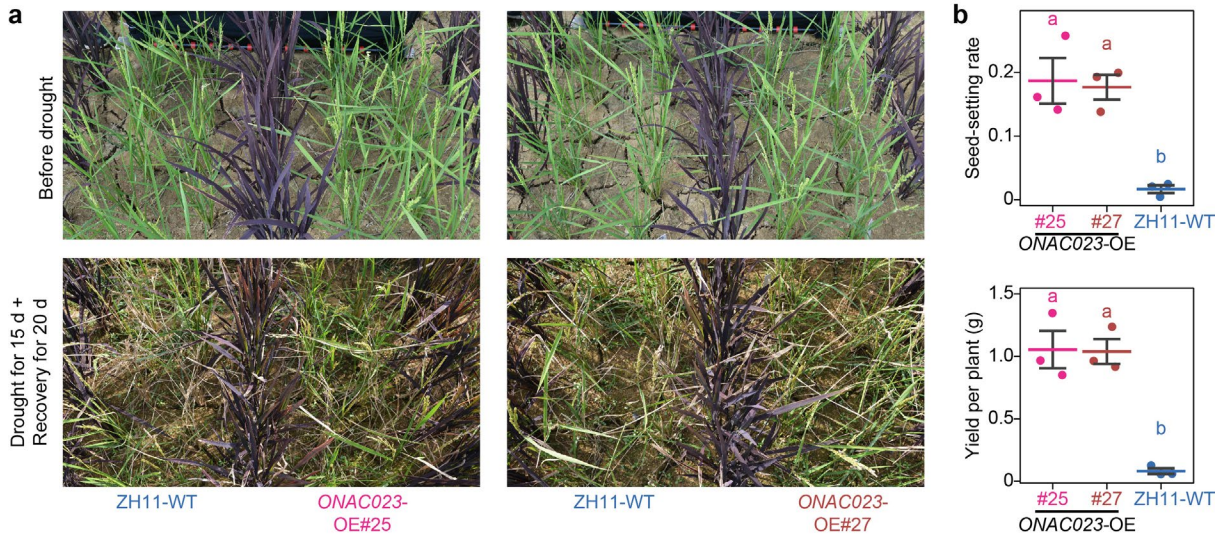

**Supplementary Fig. 6:** Drought tolerance evaluation on the *ONAC023*-OE plants in Hainan province (supports Fig. 2).

**a** In-field drought tolerance evaluation of the *ONAC023* overexpressors in Hainan province.

Phenotype of one out of three repeats is shown for each transgenic line. **b** Statistics on the seed-setting rate and yield (per plant) of the tested blocks. Cross-bars indicate mean  $\pm$  SEM of three randomized blocks. Letter symbols denote significances ( $P < 0.05$ ) determined by one-way ANOVA–HSD test (two-sided). Exact  $P$ -values and details of the one-way ANOVA–HSD test can be found in the Source Data file. Source data are provided as a Source Data file.

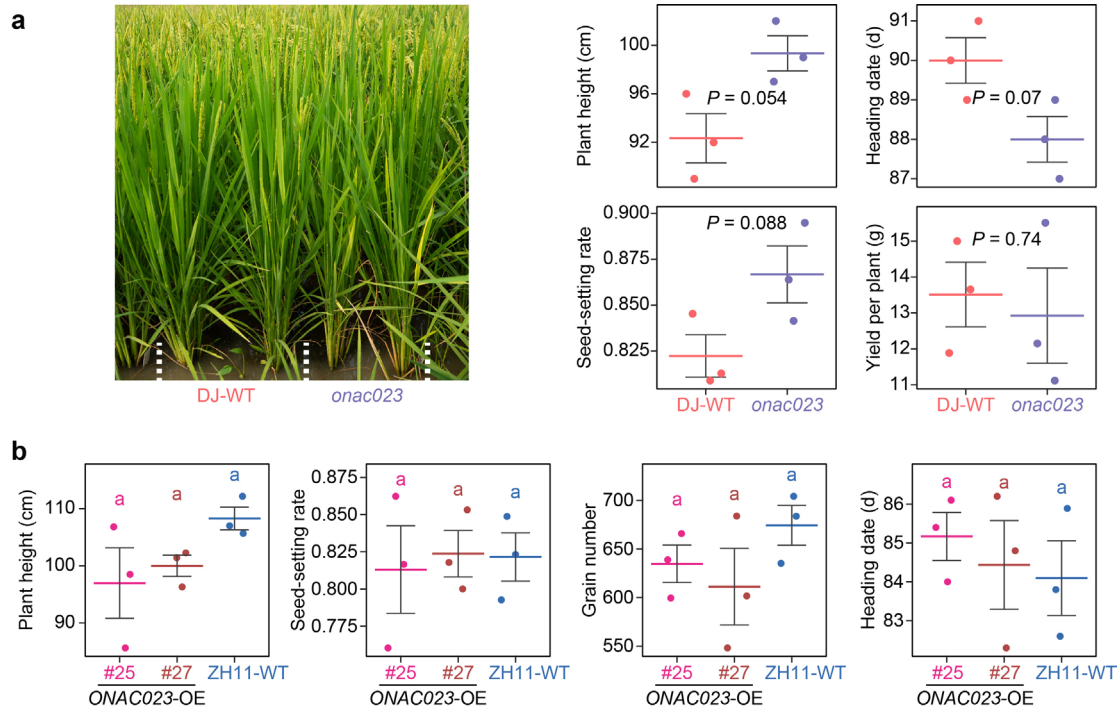

**Supplementary Fig. 7:** The agronomic traits of *onac023* and *ONAC023*-overexpressing lines under the normal field condition (supports Fig. 2).

**a** Phenotype of the *onac023* and DJ-WT under the normal condition. **b** Trait statistics of the *ONAC023* overexpressors under the normal condition. Cross-bars denote mean  $\pm$  SE based on three randomized blocks. Letter symbols denote significances ( $P < 0.05$ ) determined by one-way ANOVA–HSD test (two-sided). Exact  $P$ -values and details of the one-way ANOVA–HSD test can be found in the Source Data file. Source data are provided as a Source Data file.

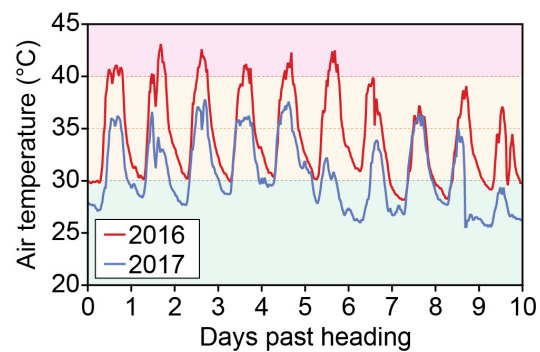

**Supplementary Fig. 8:** Records of the air temperature during the panicle heading process of the investigated plants in 2016 and 2017 (supports Fig. 3).

The *X*-axis zero-point indicates the starting date of panicle heading. Source data are provided as a Source Data file.

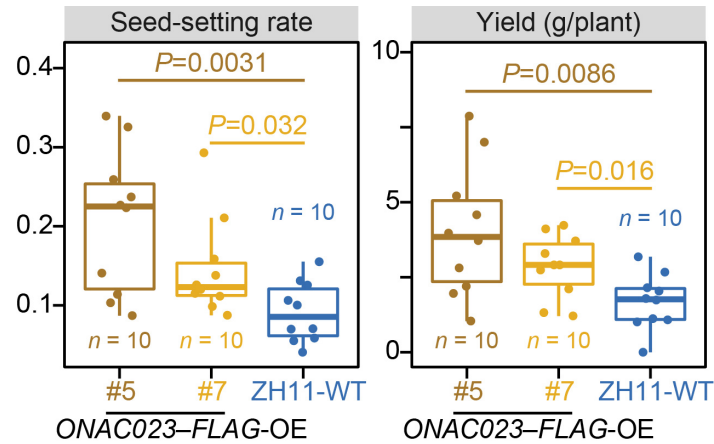

**Supplementary Fig. 9:** Statistics of seed-setting rate and yield (per plant) of the *ONAC023-FLAG-OE* transgenic plants compared with ZH11-WT after recovery from the heat stress under field conditions (supports Fig. 3).

The traits were evaluated in the year of 2016. Two-tailed Student's *t*-test was applied to determine the statistical significance (based on 10 plants from three randomized blocks). *n*, number of plants. Source data are provided as a Source Data file.

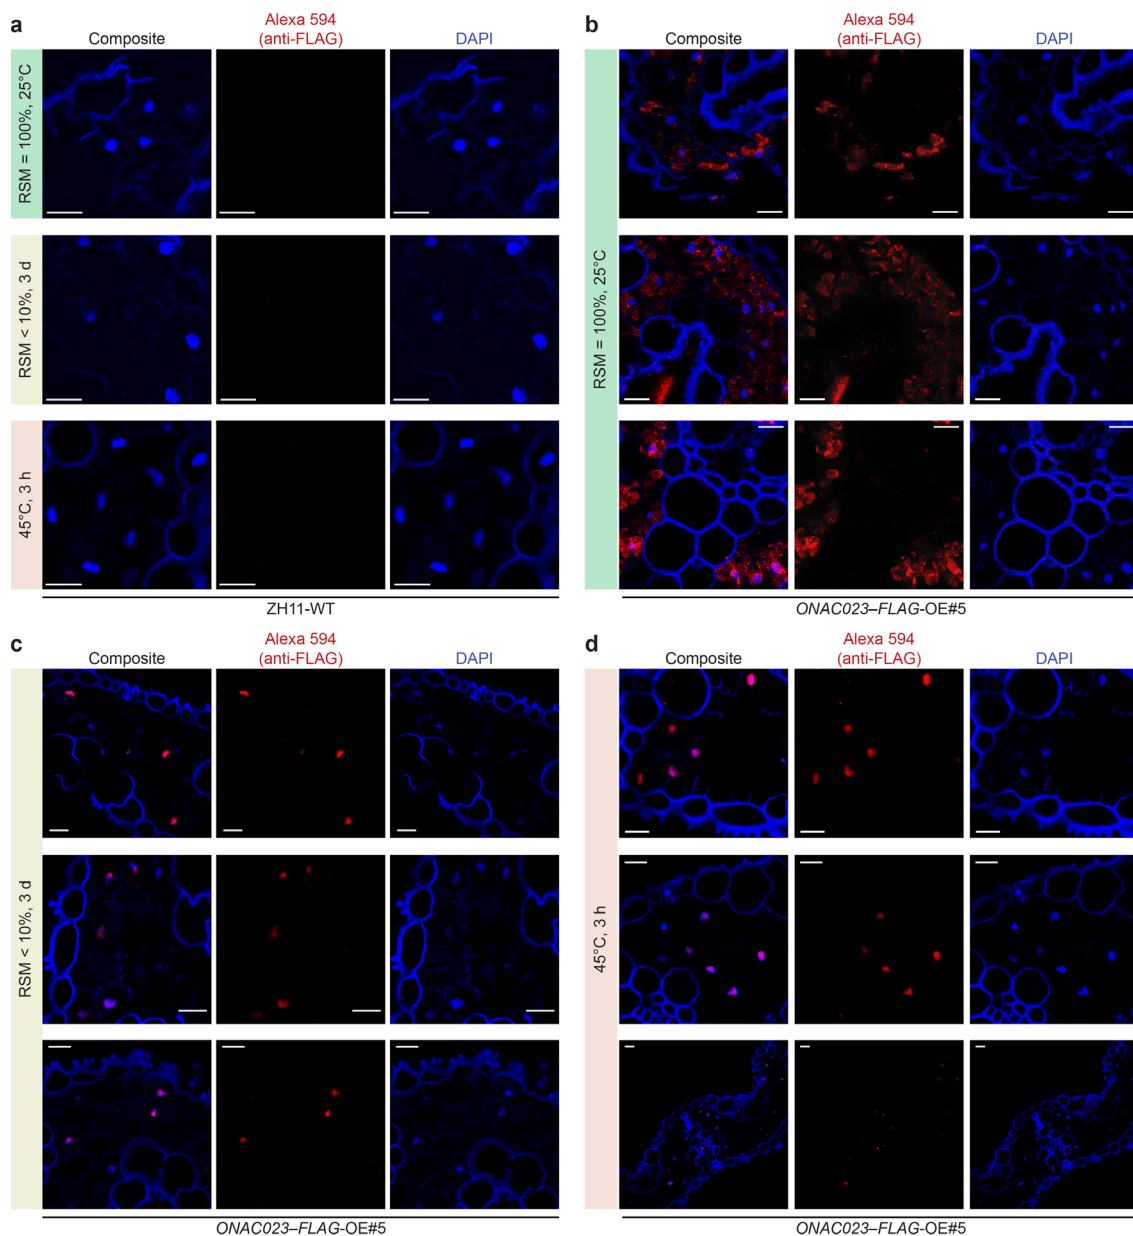

**Supplementary Fig. 10:** Immunofluorescence assay results on ZH11-WT and additional replicates of *ONAC023-FLAG-OE#5* (supports Fig. 4).

**a** Control immunofluorescence slices on ZH11-WT under normal (RSM = 100%, 25°C), drought (RSM < 10% for 3 d), and heat (45°C for 3 h) conditions. **b–d** Immunofluorescence slices on additional replicates of *ONAC023-FLAG-OE#5* under normal (**a**), drought (**b**), and heat (**c**) conditions. Each row illustrates the multi-channel views on a slice from the seedling in one of the three repeats of the treatments.

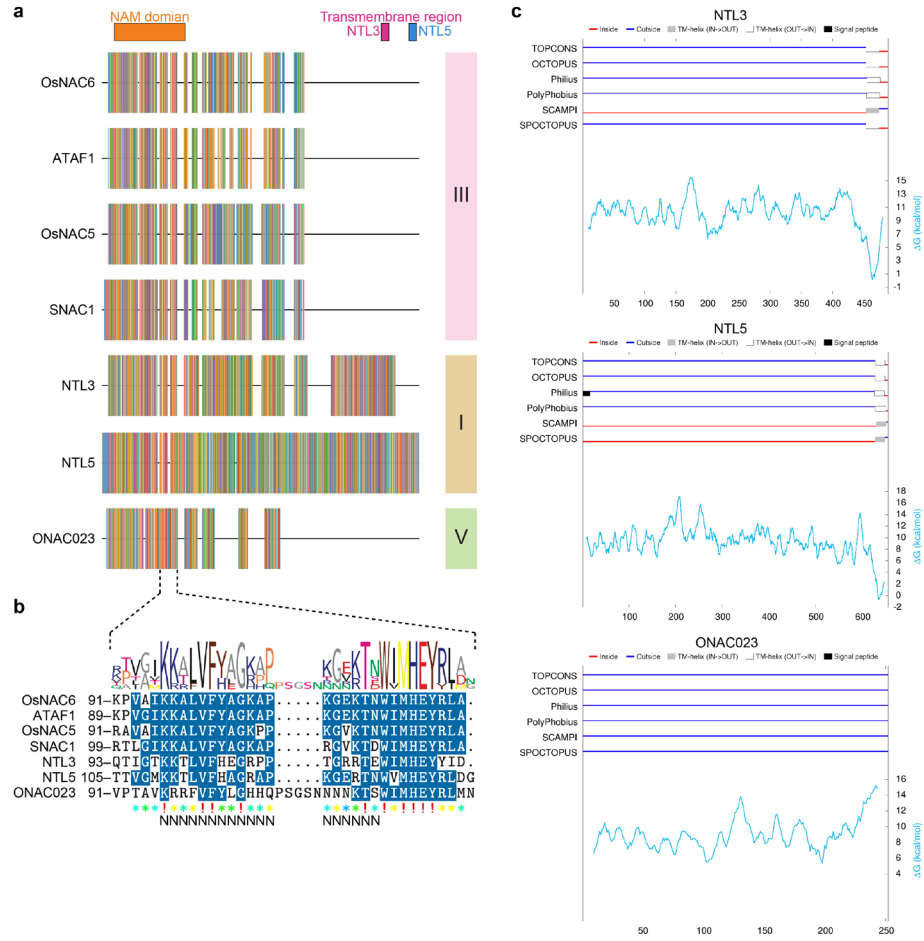

**Supplementary Fig. 12:** Protein sequence comparisons between ONAC023 and NACs with transmembrane domain (supports Fig. 4).

**a** Protein sequence alignment of ONAC023 to the transmembrane domain-containing NACs in rice (NTL3 [LOC\_Os01g15640] and NTL5 [LOC\_Os08g44820]) as well as the representatives of stress-responsive NACs in rice (OsNAC5 [LOC\_Os11g08210], OsNAC6 [LOC\_Os01g66120], and SNAC1) and *Arabidopsis* (ATAF1 [AT1G01720]). Positions corresponding to NAM domain and predicted transmembrane regions in NTL3 and NTL5 are marked by rectangles. **b** Snapshot of the aligned region containing the conserved NAC nuclear localization signal. Residuals with predicted nuclear localization signaling function are marked with "N". **c** Transmembrane region predictions of ONAC023, NTL3, and NTL5 by TOPCONS. Predicted transmembrane regions were marked with white or grey rectangles. No transmembrane region was detected in ONAC023.

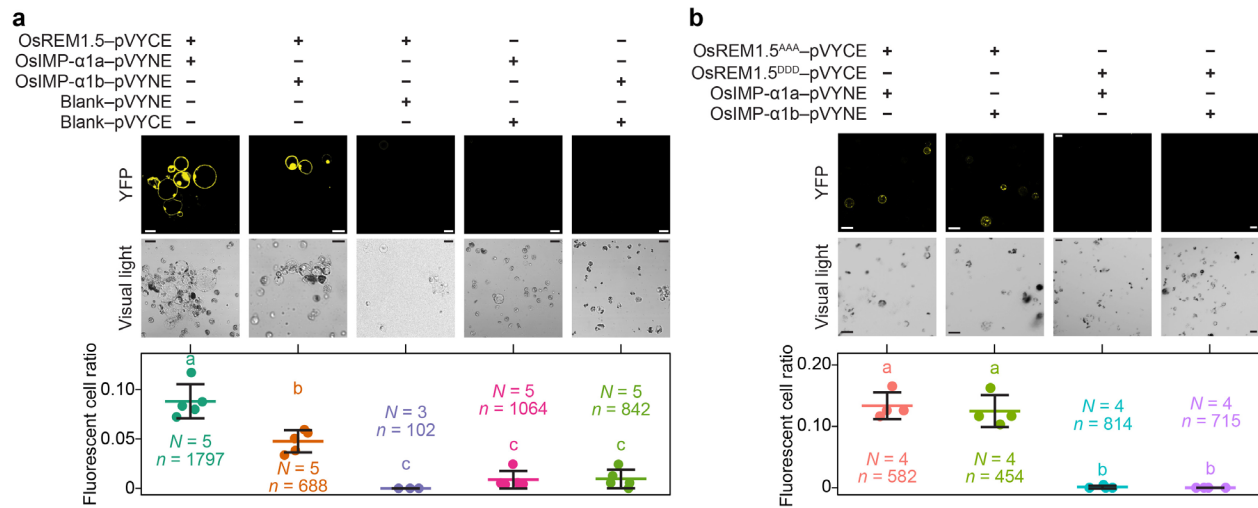

**Supplementary Fig. 14:** Validation of the interactions between OsREM1.5 and the importin- $\alpha$  proteins by BiFC (supports Figs. 5 and 7).

**a–b** Microscopic images of the OsREM1.5–OsIMP- $\alpha$  BiFC slices with OsREM1.5-WT (**a**) and OsREM1.5 phosphomutants (**b**). The cross-bar plots show the statistics of the BiFC fluorescent cell ratio (mean  $\pm$  SD by four or five repeats of the assay). *N*, number of repeats of the assay. *n*, number of observed cells. Letter symbols denote significances ( $P < 0.05$ ) determined by one-way ANOVA–HSD test (two-sided). Exact *P*-values and details of the one-way ANOVA–HSD test can be found in the Source Data file. Source data are provided as a Source Data file.

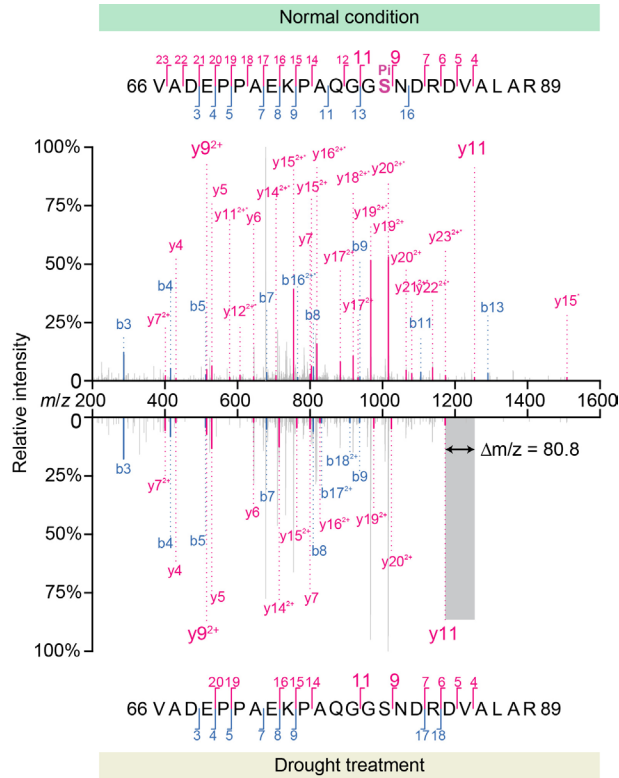

**Supplementary Fig. 15:** The MS2 spectrum plot showing the differential phosphorylation of OsREM1.5 S80 under the normal and drought stress conditions in cultivar HY73 (supports Fig. 7).  $\Delta m/z$  caused by the dephosphorylation of S80 under drought treatment was denoted with grey rectangle.

**a**

| Sample                                  | Seq length (bp) | Layout | Properly paired reads | Uniquely mapped, non-redundant reads | Effective Depth ( $\times$ genome) * | Effective peaks ** |
|-----------------------------------------|-----------------|--------|-----------------------|--------------------------------------|--------------------------------------|--------------------|
| DJ-WT Drought IP rep1                   | 150             | paired | 97,446,346            | 70,559,816                           | 27.80                                | 2,140              |
| DJ-WT Drought IP rep2                   | 150             | paired | 95,184,532            | 68,301,588                           | 26.99                                |                    |
| DJ-WT Heat IP rep1                      | 150             | paired | 97,062,966            | 69,206,228                           | 27.54                                | 22,056             |
| DJ-WT Heat IP rep2                      | 150             | paired | 93,465,498            | 75,250,796                           | 29.93                                |                    |
| DJ-WT Heat IP rep3                      | 150             | paired | 92,725,688            | 74,263,564                           | 29.38                                |                    |
| <i>onac023</i> Drought IP rep1          | 150             | paired | 83,073,698            | 60,121,146                           | 23.81                                | #N/A               |
| <i>onac023</i> Drought IP rep2          | 150             | paired | 82,553,488            | 59,133,938                           | 23.39                                |                    |
| <i>onac023</i> Heat IP rep1             | 150             | paired | 70,029,852            | 53,091,738                           | 21.26                                |                    |
| <i>onac023</i> Heat IP rep2             | 150             | paired | 81,238,844            | 61,537,314                           | 24.65                                |                    |
| <i>onac023</i> Heat IP rep3             | 150             | paired | 83,394,962            | 61,547,144                           | 24.65                                |                    |
| DJ-WT input                             | 150             | paired | 91,253,818            | 72,966,366                           | 29.25                                |                    |
| <i>onac023</i> input                    | 150             | paired | 78,197,734            | 58,154,692                           | 23.29                                |                    |
| <i>ONAC023-FLAG-OE#5</i> Normal IP rep1 | 150             | paired | 72,018,236            | 8,646,770                            | 3.44                                 |                    |
| <i>ONAC023-FLAG-OE#5</i> Normal IP rep2 | 150             | paired | 72,402,018            | 8,986,272                            | 3.58                                 |                    |
| ZH11-WT Normal IP rep1                  | 150             | paired | 93,694,812            | 2,917,046                            | 0.76                                 |                    |
| ZH11-WT Normal IP rep2                  | 150             | paired | 71,929,798            | 1,923,754                            | 1.16                                 |                    |
| <i>ONAC023-FLAG-OE#5</i> Normal input   | 150             | paired | 86,303,154            | 69,328,494                           | 26.96                                |                    |
| ZH11-WT Normal input                    | 150             | paired | 65,228,786            | 53,961,862                           | 20.99                                |                    |

\*: Sequencing depth by uniquely mapped, non-redundant bases.

\*\* : Peaks specific to ONAC023 binding in target gene promoter regions. #N/A, not applicable.

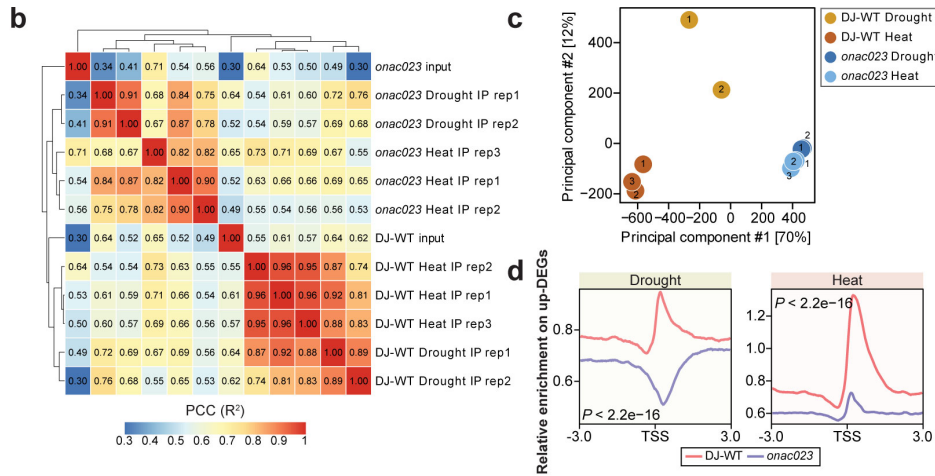

**e**

| Sample                      | Read length (bp) | Layout | Properly paired reads | Uniquely mapped reads | Effective depth ( $\times$ genome) | Expressed genes (TPM > 1) * |
|-----------------------------|------------------|--------|-----------------------|-----------------------|------------------------------------|-----------------------------|
| DJ-WT Drought rep1          | 150              | paired | 88,070,792            | 84,823,466            | 33.76                              | 20,586                      |
| DJ-WT Drought rep2          | 150              | paired | 82,218,466            | 77,868,644            | 30.83                              | 21,374                      |
| DJ-WT Drought rep3          | 150              | paired | 79,682,498            | 76,832,720            | 30.34                              | 21,301                      |
| DJ-WT Heat rep1             | 150              | paired | 81,061,388            | 76,849,890            | 30.57                              | 19,331                      |
| DJ-WT Heat rep2             | 150              | paired | 92,048,942            | 86,328,672            | 34.35                              | 18,959                      |
| DJ-WT Heat rep3             | 150              | paired | 73,934,158            | 69,980,614            | 27.85                              | 19,560                      |
| <i>onac023</i> Drought rep1 | 150              | paired | 72,207,384            | 67,915,896            | 27.05                              | 19,011                      |
| <i>onac023</i> Drought rep2 | 150              | paired | 66,250,414            | 62,749,620            | 24.87                              | 18,682                      |
| <i>onac023</i> Drought rep3 | 150              | paired | 67,020,644            | 64,503,870            | 25.68                              | 18,829                      |
| <i>onac023</i> Heat rep1    | 150              | paired | 91,101,568            | 87,055,574            | 34.66                              | 17,398                      |
| <i>onac023</i> Heat rep2    | 150              | paired | 88,782,874            | 82,845,016            | 32.93                              | 17,484                      |
| <i>onac023</i> Heat rep3    | 150              | paired | 101,515,462           | 96,399,500            | 38.40                              | 17,332                      |

\*: Gene models were according to MSU v7.0

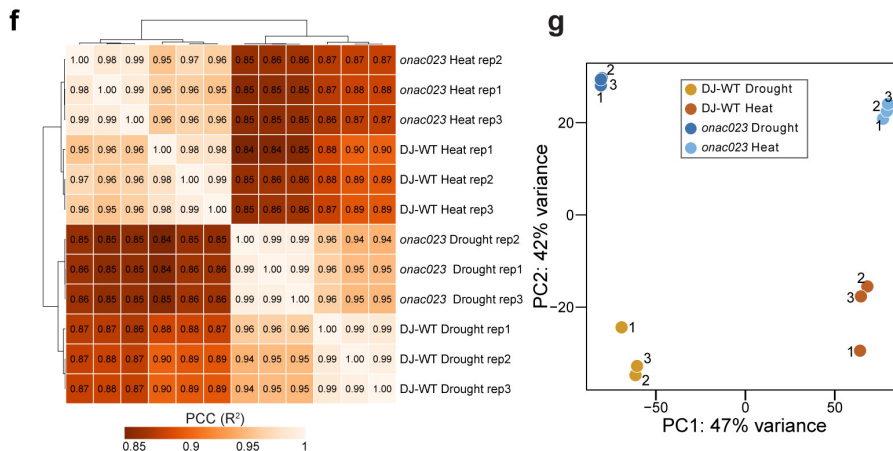

**Supplementary Fig. 16:** Quality control profiles for the RNA-seq and ChIP-seq (supports Fig. 8).

**a** Summary of the ChIP-seq libraries. **b** Heatmap showing the PCC ( $R^2$ ) of the ChIP-seq result. **c** PCA based on the quantified peaks of the ChIP-seq samples. **d** DJ-WT and *onac023* ChIP-seq profiles (expressed as IP vs input) at the TSS regions of the up-regulated DEGs in DJ-WT compared to *onac023*. 

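In the 12 DJ-WT and onac023 libraries, Pearson correlations of log2 CPM over 25773 genes were 0.963 or higher between replicates of a group, the lowest being in DJ-WT under heat. The highest correlation between the lines was 0.938 under drought and 0.951 under heat. PC1 held 63.2% of the variance, with the drought libraries at 94.5 to 172 and the heat libraries at -145 to -129. PC2 held 16.4%, with the DJ-WT libraries at 18.5 to 110 and the onac023 libraries at -81.8 to -44.4. With the 500 genes of highest variance, PC1 held 80.9% and PC2 12.7%.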

*P*-values were determined by two-tailed Student's *t*-test. **e** Summary of the sequence data from RNA-seq libraries. **f** Heatmap showing the PCC ( $R^2$ ) of the RNA-seq result. **g** PCA of the RNA-seq samples.

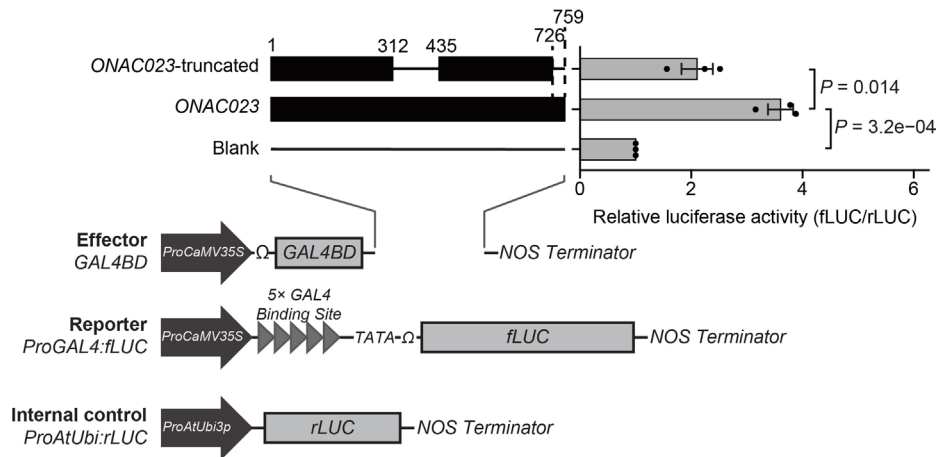

**Supplementary Fig. 17:** Transcriptional activity of ONAC023 by dual-LUC assay (supports Fig. 8).

The histogram indicates the mean relative luciferase activity (normalized to the “Blank” construct). Error bars represent the SEM of three repeats of the assay (each included three independent transfections). Statistical significances were determined by two-tailed Student’s *t*-test. Source data are provided as a Source Data file.

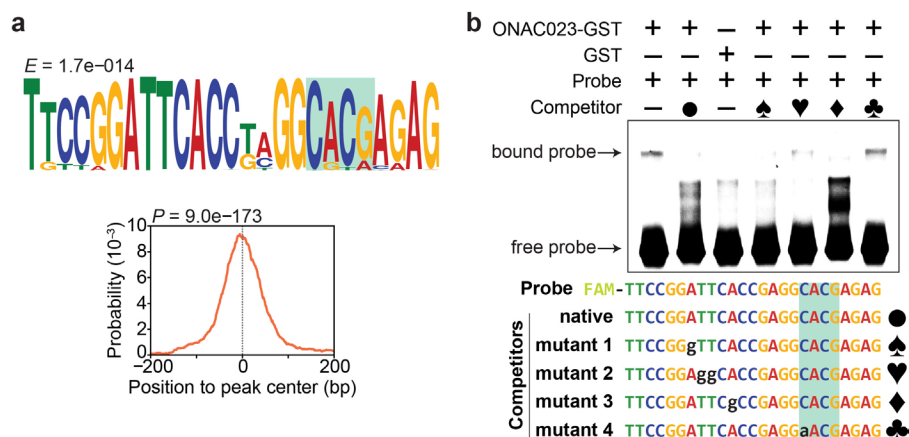

**Supplementary Fig. 18:** Validation of the consensus ONAC023-binding sequence by EMSA (supports Fig. 8).

**a** Consensus ONAC023-binding sequence determined by MEME. Distribution probability of the sequence in relation to the ChIP-seq peak center is shown by the line plot.  $P$ -value of the central enrichment was determined by binomial test (two-sided). **b** EMSA validation of ONAC023-binding to the consensus sequence. Mutated bases in the competitor probes are expressed in lower case. Source data are provided as a Source Data file.

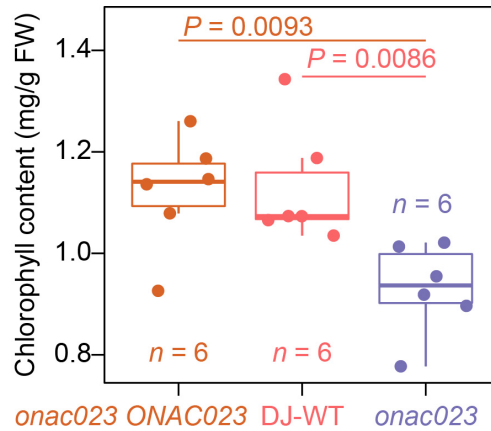

**Supplementary Fig. 19:** Chlorophyll contents of DJ-WT and *onac023* under drought stress (supports Fig. 8).

Two-tailed Student's *t*-test was applied to compare the differences between the average values. Dots denote data from independent plants ( $n = 6$ ). The lower, central, and upper hinges of the box plots correspond to the 25th, 50th (median), and 75th percentiles, respectively. The whiskers extend from the hinges to the largest/smallest values no further than  $1.5 \times \text{IQR}$  (inter-quartile range) from the hinges. Source data are provided as a Source Data file.

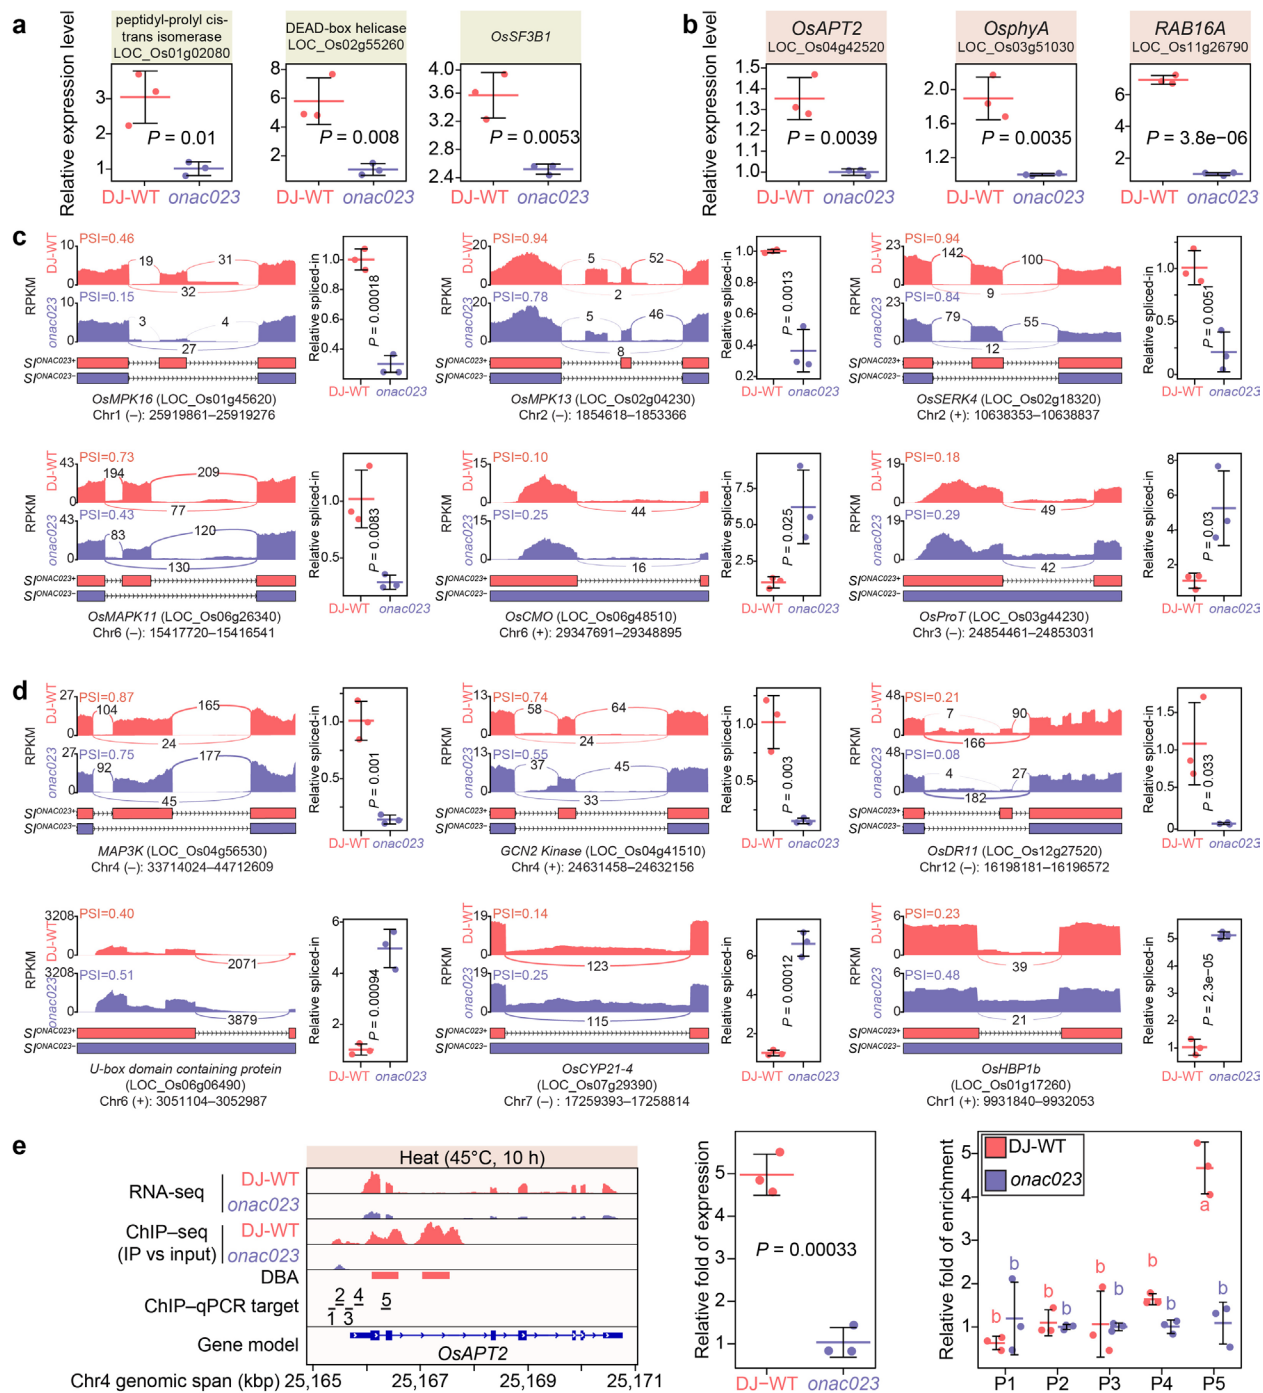

**Supplementary Fig. 20:** Additional qPCR validation of ONAC023-TGs and DASGs (supports Fig. 8 and 9).

**a** RT-qPCR validation on selected ONAC023-TGs (LOC\_Os01g02080 and LOC\_Os02g55260) and DEG (*OsSF3B1*) under drought stress. **b** RT-qPCR validation on the selected ONAC023-TG (*RAB16A*) and the DEGs (*OsAPT2* and *OsphyA*) under drought stress. **c–d** RT-qPCR validation

on the ASE within selected DASGs under drought (**c**) or heat (**d**) stress. Sashimi plots in **c** and **d** were generated for the corresponding ASE regions to exhibit the RNA-seq reads densities and the average junction reads numbers. Cross-bars indicate mean  $\pm$  SD of three repeats of the treatments. *P*-values were determined by two-tailed Student's *t*-test. **e** Validation of ONAC023-targeting at *OsAPT2* in heat stress-treated (43°C, 4 h) inflorescence by RT-qPCR and ChIP-qPCR. The amplified regions of ChIP-qPCR assay are indicated in the genome tracks of the 45°C-treated seedlings. Cross-bars indicate mean  $\pm$  SD of the relative enrichment (IP vs input, for ChIP-qPCR) or relative fold of expression (for RT-qPCR) based on three independent replicates. Significances ( $P < 0.05$ ) were determined by two-tailed Student's *t*-test (for RT-qPCR) and by one-way ANOVA-HSD test (two-sided, for ChIP-qPCR), respectively. Exact *P*-values and details of the one-way ANOVA-HSD test can be found in the Source Data file. Source data are provided as a Source Data file.

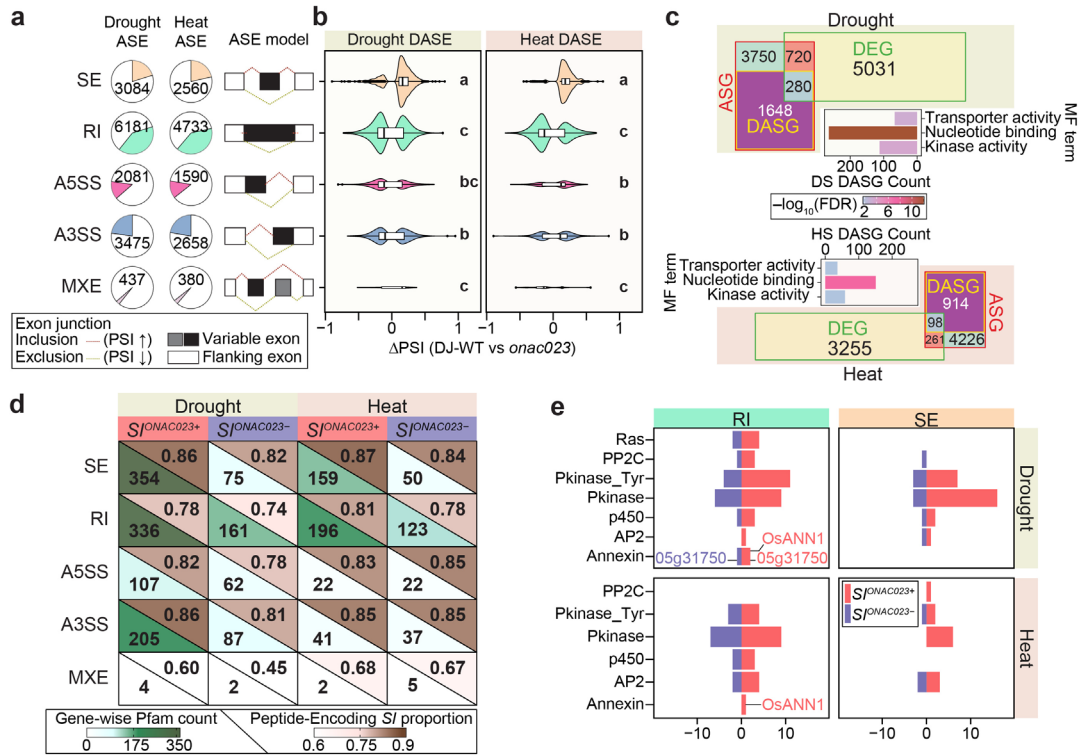

**Supplementary Fig. 21:** ONAC023 mediates the regulations on alternative splicing under drought and heat stresses (supports Fig. 9).

**a** Overview on the AS in DJ-WT and *onac023* under drought and heat stresses. Proportions of the five AS types under either treatment are shown in the pie charts. RI, retained intron; SE, skipped exon; A5SS, alternative 5' splice site; A3SS, alternative 3' splice site; MXE, mutually exclusive exon. **b** DASE between DJ and *onac023* are illustrated in the violin plot in terms of their  $\Delta$ PSI values. Letter symbols denote significances ( $P < 0.05$ ) determined by one-way ANOVA–HSD test (two-sided). **c** Square venn diagrams indicating the number and relations of ASGs, DASGs, and DEGs under each treatment. Categories are distinguished by the outline color. The histograms show the GO molecular function (MF) enrichment analysis on the DASGs under drought and heat stresses. Length of the histogram represents the enriched DASG numbers by the MF terms, and the color represent the significance (by hypergeometric test with Benjamini-Hochberg adjustment) of the enrichment. **d** Comprehensive heatmap illustrating the proportion of the peptide-encoding isoforms in the  $SI^{ONAC023+}$  or  $SI^{ONAC023-}$  (the upper-right value in each cell) and the number of gene-wise Pfam annotations based on the encoded peptide by  $SI^{ONAC023+}$  or  $SI^{ONAC023-}$  (the bottom-left).

value in each cell). **e** Comparative view of the representative gene-wise Pfam categories of the RI and SE-involving *SI<sup>ONAC023+</sup>* or *SI<sup>ONAC023-</sup>* under the drought and heat stresses. Length of the histogram represents the number of gene-wise Pfam annotations. Annotated annexin is labeled as an example by the gene name or MSU v7.0 accession number. Source data are provided as a Source Data file.

copy number of *HPT* (*Hygromycin B phosphotransferase*) or *neo<sup>r</sup>* gene in the plants were about half of the abundance in the predefined homozygous single-copy control lines (CK<sup>*HPT*</sup> and CK<sup>*neo<sup>r</sup>*</sup>, scaled as 2). **e** Genotype validations on the mutated sites in *osfkbp20-1b*, *ossf3b1*, and *pgl3*. The CRISPR-Cas9 targeting sites are covered by blue rectangles, and the mutated bases are marked by red rectangles. Cross-bars in **c** and **d** indicate mean  $\pm$  SD ( $> 5$  plants for each replicate). Source data are provided as a Source Data file.

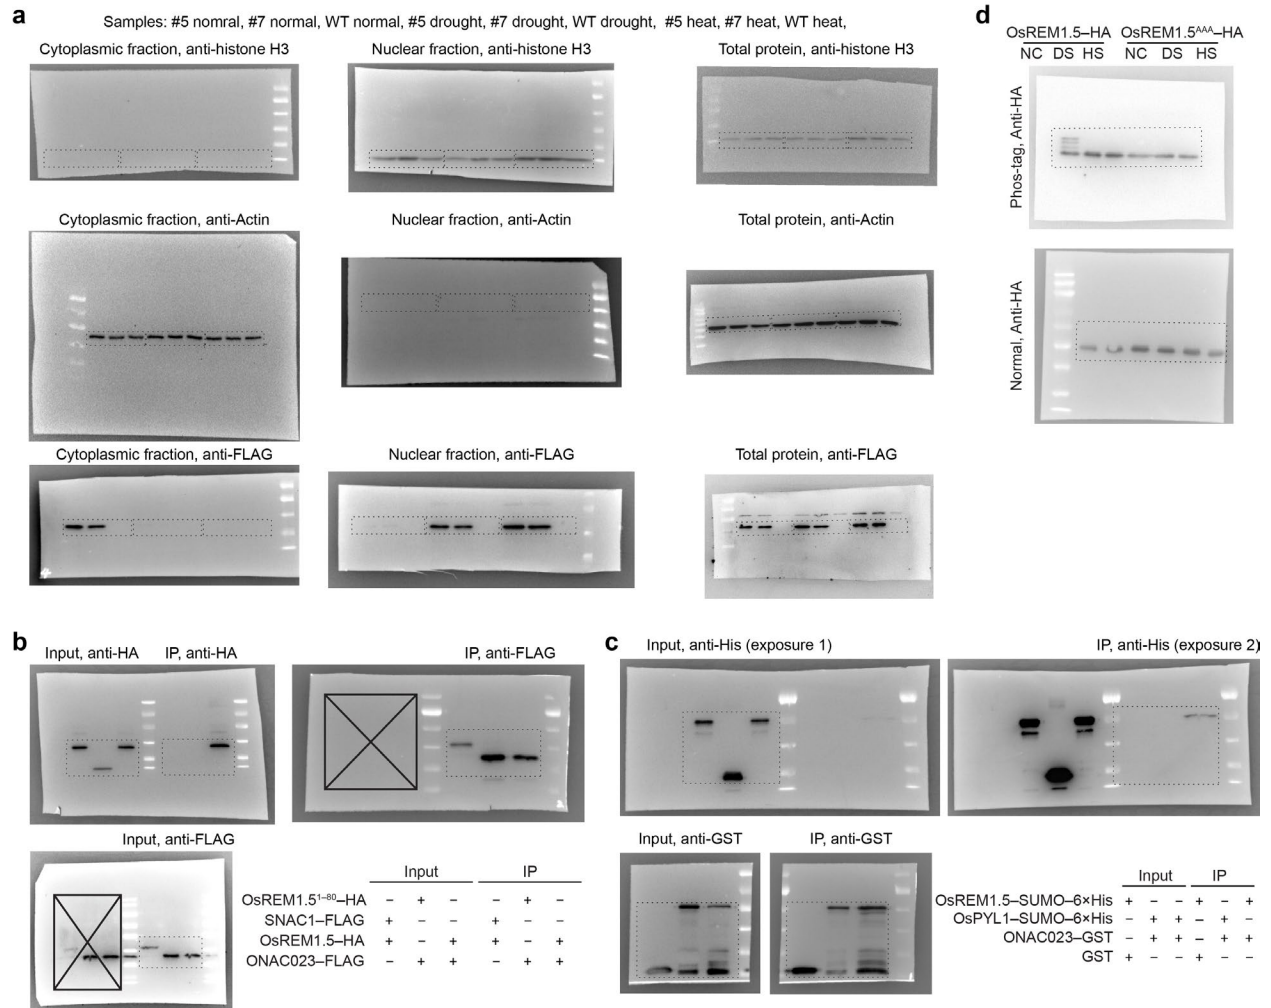

**Supplementary Fig. 23:** Uncropped images of the Western blot membranes (supports Figs. 4, 5, and 7).

**a–d** Uncropped images corresponding to Fig. 4b (**a**), Fig. 5b (**b**), Fig. 5c (**c**), and Fig. 7b (**d**). Lanes irrelevant to this study are marked with cross. The two images on top of panel **c** show the same membrane but with different exposures.

# Supplementary material for: Stress-induced nuclear translocation of ONAC023 improves drought and heat tolerance through multiple processes in rice
**Source:** Nat Commun. 2024 Jul 13;15:5877. doi: 10.1038/s41467-024-50229-9
**Supplement:** Supplementary file 3 — Description of additional supplementary files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** Rice cultivars and their image-traits used in the association study (supports Fig. 1).

**Supplementary Data 2.** Genetic data in the illustrated region in Fig. 1c (supports Fig. 1).

**Supplementary Data 3.** List of putative ONAC023-interacting proteins identified by IP-MS assay under drought and heat stresses (supports Fig. 5).

**Supplementary Data 4.** Unified gene models used for the high-throughput sequencing analysis in this study (supports Fig. 8).

**Supplementary Data 5.** List of DJ-WT vs *onac023* DEGs under drought and heat stresses (supports Fig. 8).

**Supplementary Data 6.** List of the ONAC023-TGs (supports Fig. 8).

**Supplementary Data 7.** GO enrichment results on the ONAC023-TGs (supports Fig. 8).

**Supplementary Data 8.** List of DJ-WT vs *onac023* DASGs (supports Fig. 9).

**Supplementary Data 9.** GO enrichment results on the DASGs (supports Fig. 9).

**Supplementary Data 10.** List of the gene-wise Pfam annotations under drought and heat stresses (supports Fig. 9).

**Supplementary Data 11.** Primers used in this study (supports Figs. 1–9).

# Supplementary material for: Stress-induced nuclear translocation of ONAC023 improves drought and heat tolerance through multiple processes in rice
**Source:** Nat Commun. 2024 Jul 13;15:5877. doi: 10.1038/s41467-024-50229-9
**Supplement:** Supplementary file 15 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used in data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | <p>The following open-source software were used in data analysis:</p> <p>Fastp v0.23.2 (<a href="https://github.com/OpenGene/fastp">https://github.com/OpenGene/fastp</a>)<br/>Bowtie2 v2.4.5 (<a href="https://bowtie-bio.sourceforge.net/bowtie2/index.shtml">https://bowtie-bio.sourceforge.net/bowtie2/index.shtml</a>)<br/>MACS2 v2.2.7.1 (<a href="https://github.com/macs3-project/MACS">https://github.com/macs3-project/MACS</a>)<br/>DeepTools v3.5.1 (<a href="https://github.com/deeptools/deepTools">https://github.com/deeptools/deepTools</a>)<br/>R v4.1.3 (<a href="https://www.r-project.org/">https://www.r-project.org/</a>)<br/>Cytoscape v3.9.0 (<a href="https://cytoscape.org/">https://cytoscape.org/</a>)<br/>ImageJ v2.3.0 (<a href="https://imagej.net/ij/download.html">https://imagej.net/ij/download.html</a>)<br/>HMMER v3.3.2 (<a href="http://hmmer.org/">http://hmmer.org/</a>)<br/>SATR v2.52b (<a href="https://github.com/alexdobin/STAR">https://github.com/alexdobin/STAR</a>)<br/>StringTie v1.3.1 (<a href="https://ccb.jhu.edu/software/stringtie/">https://ccb.jhu.edu/software/stringtie/</a>)<br/>CPC2 v2.0 (<a href="http://cpc2.gao-lab.org/">http://cpc2.gao-lab.org/</a>)<br/>rMATS v4.1.2 (<a href="https://github.com/Xinglab/rmats-turbo">https://github.com/Xinglab/rmats-turbo</a>)<br/>Tassel 5 v5.2.72 (<a href="https://tassel.bitbucket.io">https://tassel.bitbucket.io</a>)<br/>VCFtools v0.1.16 (<a href="https://vcftools.github.io/">https://vcftools.github.io/</a>)<br/>IGV v2.16.0 (<a href="https://igv.org/">https://igv.org/</a>)</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw sequencing reads as well as the processed data files generated during this study were deposited into the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under the accession code GSE183241 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183241]. The IP-MS data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD046729 [http://www.ebi.ac.uk/pride/archive/projects/PXD046729]. The public phosphoproteome data of drought-stress-treated HY73 (Hanyou73, *Oryza sativa* ssp. indica) can be found in ProteomeXchange under the accession code PXD031505 [https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX031505]. The minimum dataset required to reproduce the figures in this article have been deposited to the Figshare database83 [https://doi.org/10.6084/m9.figshare.26039821]. Sequence data of genes mentioned in this article can be found in the Rice Genome Annotation Project or EMBL data libraries under the following accession numbers: ONAC023 (LOC\_Os02g12310) [http://rice.uga.edu/cgi-bin/ORF\_infopage.cgi?orf=LOC\_Os02g12310.1], OsREM1.5 (LOC\_Os04g45070) [http://rice.uga.edu/cgi-bin/ORF\_infopage.cgi?orf=LOC\_Os04g45070.1], OsIMP-α1a (LOC\_Os01g14950) [http://rice.uga.edu/cgi-bin/ORF\_infopage.cgi?orf=LOC\_Os01g14950.1], OsIMP-α1b (LOC\_Os05g06350) [http://rice.uga.edu/cgi-bin/ORF\_infopage.cgi?orf=LOC\_Os05g06350.1], SNAC1 (LOC\_Os03g60080) [http://rice.uga.edu/cgi-bin/ORF\_infopage.cgi?orf=LOC\_Os03g60080.1], OsPYL1 (LOC\_Os10g42280) [http://rice.uga.edu/cgi-bin/ORF\_infopage.cgi?orf=LOC\_Os10g42280.1], OsFKBP20-1b (LOC\_Os01g62610) [http://rice.uga.edu/cgi-bin/ORF\_infopage.cgi?orf=LOC\_Os01g62610.1], OsSF3B1 (LOC\_Os02g05410) [http://rice.uga.edu/cgi-bin/ORF\_infopage.cgi?orf=LOC\_Os02g05410.1], PGL3 (LOC\_Os03g03990) [http://rice.uga.edu/cgi-bin/ORF\_infopage.cgi?orf=LOC\_Os03g03990.1], OsPIP2;7 (LOC\_Os09g36930) [http://rice.uga.edu/cgi-bin/ORF\_infopage.cgi?orf=LOC\_Os09g36930.1], OsANN1 (LOC\_Os02g51750) [http://rice.uga.edu/cgi-bin/ORF\_infopage.cgi?orf=LOC\_Os02g51750.1], AtREM1.3 (AT2G45820) [https://plants.ensembl.org/Arabidopsis\_thaliana/Gene/Summary?g=AT2G45820;r=2:18862953-18864741;t=AT2G45820.1], SPS (LOC\_Os01g69030) [http://rice.uga.edu/cgi-bin/ORF\_infopage.cgi?orf=LOC\_Os01g69030.1], StREM1.3 (DN921712) [https://www.ebi.ac.uk/ena/browser/view/DN921712], Ubiquitin (LOC\_Os03g13170) [http://rice.uga.edu/cgi-bin/ORF\_infopage.cgi?orf=LOC\_Os03g13170.1]. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

n/a

Reporting on race, ethnicity, or other socially relevant groupings

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Required experimental sample sizes were determined based on our previous studies on rice functional genes (Tang et al., 2016; Shen et al., 2017; Yang et al., 2020).  
Ref:  
Shen J, Liu J, Xie K, Xing F, Xiong F, Xiao J, Li X, and Xiong L (2017). Translational repression by a miniature inverted-repeat transposable element in the 3' untranslated region. *Nat Commun* 8: 14651  
Tang N, Ma S, Zong W, Yang N, Lv Y, Yan C, Guo Z, Li J, Li X, Xiang Y, et al. (2016). MODD mediates deactivation and degradation of OsZIP46 to negatively regulate ABA signaling and drought resistance in rice. *Plant Cell* 28: 2161-2177  
Yang J, Chang Y, Qin Y, Chen D, Zhu T, Peng K, Wang H, Tang N, Li X, Wang Y, et al. (2020). A lamin-like protein OsNMCP1 regulates drought resistance and root growth through chromatin accessibility modulation by interacting with a chromatin remodeller OsSWI3C in rice. *New Phytol* 227: 65-83

For ONAC023-RNAi transgenic lines, there are 28 independent transformation events in T0 generation, and two lines with single-copy

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183241>

## Files in database submission

RAW files:

GSM5553815 onac023\_DS\_IP\_rep1\_ChIPseq  
 GSM5553816 onac023\_DS\_IP\_rep2\_ChIPseq  
 GSM5553817 DJ\_DS\_IP\_rep1\_ChIPseq  
 GSM5553818 DJ\_DS\_IP\_rep2\_ChIPseq  
 GSM5553819 onac023\_HS\_IP\_rep1\_ChIPseq  
 GSM5553820 onac023\_HS\_IP\_rep2\_ChIPseq  
 GSM5553821 onac023\_HS\_IP\_rep3\_ChIPseq  
 GSM5553822 DJ\_HS\_IP\_rep1\_ChIPseq  
 GSM5553823 DJ\_HS\_IP\_rep2\_ChIPseq  
 GSM5553824 DJ\_HS\_IP\_rep3\_ChIPseq  
 GSM5553825 mutCK\_ChIPseq\_input  
 GSM5553826 onac023\_input\_ChIPseq  
 GSM6226382 ONAC023-FLAG\_OE\_5\_NC\_IP\_rep1\_ChIPseq  
 GSM6226383 ONAC023-FLAG\_OE\_5\_NC\_IP\_rep2\_ChIPseq  
 GSM6226384 ZH11-WT\_NC\_IP\_rep1\_ChIPseq  
 GSM6226385 ZH11-WT\_NC\_IP\_rep2\_ChIPseq  
 GSM6226386 ONAC023-FLAG\_OE\_5\_NC\_input\_ChIPseq  
 GSM6226387 ZH11-WT\_NC\_input\_ChIPseq

Processed data files:

GSE183241\_ONAC023-FLAG\_OE\_5\_NC\_rep1\_IP\_vs\_input.bw  
 GSE183241\_ONAC023-FLAG\_OE\_5\_NC\_rep2\_IP\_vs\_input.bw  
 GSE183241\_ZH11-WT\_rep1\_IP\_vs\_input.bw  
 GSE183241\_ZH11-WT\_rep2\_IP\_vs\_input.bw  
 GSE183241\_mutCK\_D.pooled.IP\_vs\_input.bw  
 GSE183241\_mutCK\_H.pooled.IP\_vs\_input.bw  
 GSE183241\_mut\_D.pooled.IP\_vs\_input.bw  
 GSE183241\_mut\_H.pooled.IP\_vs\_input.bw

## Genome browser session

(e.g. [UCSC](#))

n/a

## Methodology

## Replicates

2-3 replicates (with independent batches of seedlings and treatments) with high reproducibility (Pearson correlation > 0.8) were involved.

## Sequencing depth

The sequencing depth of the samples ranged from 25-38, see Fig. S16.

## Antibodies

The specific antibody against ONAC023 protein (anti-ONAC023 polyclonal antibody) was produced by Abmart company with a catalog number 8114-1hz. Anti-FLAG antibody was manufactured by Sigma-Aldrich (F3165).

## Peak calling parameters

Peak calling was performed on nonredundant, uniquely mapped reads by MACS2 with parameters "--call-summits -f BAMPE -g 3.74e8 --mfold 2 50"

## Data quality

Only peaks detected in at least two replicates were preserved to ensure quality. 1695 and 14290 candidate ONAC023-binding peaks were detected under drought and heat stress, respectively, under the threshold of FDR < 0.05 and FC > 5.

## Software

The raw sequencing reads were filtered by fastp (with the parameter "-q 30")(Chen et al., 2018) and mapped to rice genome assembly MSU v7.0 by bowtie2(Langmead and Salzberg, 2012) with parameters "--sensitive, --no-unal, -X 1000". Peak calling was performed on nonredundant, uniquely mapped reads by MACS2(Zhang et al., 2008). DBA (differential-binding area) analysis was performed by R package DiffBind (Ross-Innes et al., 2012) with its built-in DESeq2 analyzer.

## Ref

Chen S, Zhou Y, Chen Y, and Gu J (2018). fastp: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics 34: i884-i890  
 Langmead B, and Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods 9: 357-359  
 Ross-Innes CS, Stark R, Teschendorff AE, Holmes KA, Ali HR, Dunning MJ, Brown GD, Gojis O, Ellis IO, Green AR, et al. (2012). Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. Nature 481: 389-393  
 Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, et al. (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol 9: R137

How the deposited data were processed for this re-analysis (not part of the article)

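RNA-seq was analysed here in 31 libraries of 2 experiments. The stress experiment held 19 libraries of the japonica rice varieties ZH11 and DJ: seedlings under normal, drought and heat conditions (ZH11) or normal and drought conditions (DJ), with 3 libraries per group, and ZH11 panicles under normal and heat conditions, with 2 libraries per group. The line comparison held 12 libraries, 3 each of DJ-WT and onac023 seedlings under drought and heat. Conditions and replicate numbers came from the labels of the deposited libraries and the paper, and 0 columns of per-library values were left unused. The ChIP–seq libraries were not analysed here.

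According to the paper, the authors filtered the reads with fastp and aligned them to the MSU rice genome assembly with STAR. The authors deposited 1 table per experiment with the estimated count of each of 55986 MSU gene models in each library, as whole numbers that were not normalized to library size. The tool that made the counts is not named in the paper's text, and replicates were not pooled. The tests were planned for counts of reads. In the tables, however, low values were most often 2 in 21 libraries and 4 in the other 10, so a sequenced read pair is worth more than 1 count. The values were whole and were used without rounding. The paper's unified reference of active gene models is not the set of gene models in the tables. Gene identifiers are given as in the tables, with names from the paper and its supplementary data. The reference gene table matched 0 of the identifiers, so no coordinates are given.

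Counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, TMM normalization, filterByExpr), with only the groups compared in each fit. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2 were counted as DEGs, which are the paper's thresholds. Standard errors are the log2 fold change divided by the square root of the test's F. Interactions compared the line difference between drought and heat, and the drought response between DJ and ZH11. The alternatives were DESeq2 1.42.0 (Wald test), RLE and upper quartile normalization, no filter on low counts, only genes with an average of at least 1 log2 CPM, a test against a log2 fold change of 1 (glmTreat), the replicate number as a block, all libraries of an experiment in 1 fit, and each library left out in turn. The replicate numbers come from the labels. The other steps used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

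CPM values of single libraries are the count divided by the library's total count, scaled as usual, and are not TMM-normalized, so that they can differ from the ratio behind a log2 fold change. Principal components and correlations used log2 CPM with a prior count of 2 and TMM normalization. A gene was called detected at 1 CPM or more, with 0.5 CPM, and 10 counts after downsampling to the smallest library, as alternatives. Lists of genes were compared with 10000 random lists matched on mean expression in 20 bins. The exact permutation test of 3 libraries against 3 cannot go below p = 0.1. Total counts ranged from 39789339 to 132110274 per library, and 3 counts were taken as the floor: folds against a group with no more than that in any library are lower bounds. Floors and counting error do not include variation from library preparation.

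Genes named in the text are those the paper names for these libraries where a table pairs the name with an identifier and, by a rule set before the data were examined, the genes with the smallest p past both thresholds whose CPM values do not overlap between the groups, 2 in each direction of each DJ-WT vs onac023 comparison and 1 in each direction of each interaction. After the data were seen, 2 settings were added (counts scaled to read pairs, and DJ seedling drought libraries in place of the DJ-WT drought libraries), with 5 further comparisons across groups of both experiments or both varieties and 2 definitions of genes expressed in 1 variety only. The edgeR steps were tested on simulated data with 200 genes changed by a log2 fold change of 2 in each comparison: 104 to 175 were recovered, with 5 to 13 false calls among the genes tested. The simulated changes were few and split evenly between up and down. They therefore do not test normalization where many genes change, or change mostly in 1 direction.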

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

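The interactions were planned. The tests of explanations in this part were chosen only after the result they bear on had been seen.

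The difference between DJ-WT and onac023 itself differed between drought and heat for 6086 of 25773 genes, by the test of the interaction. It was higher under drought for 3789 genes and lower for 2297. With RLE size factors these numbers were 3161 and 2990, and with DESeq2 3491 and 3298, so the excess in 1 direction depends on the scaling. RLE moved the median of all genes by -0.16 (log2). Of 32 ways to swap line labels between same-numbered libraries, 2 gave as many genes: the real labels, and the swap of all labels within 1 stress (7881 genes), which measures the sum of the 2 line differences. The most in any other was 3626. A technical explanation is that the DJ-WT drought libraries hold reads of ZH11 seedlings under drought. The interaction values followed the difference between ZH11 and DJ seedlings under drought across genes with a Spearman rho of 0.62. A different role of ONAC023 under the 2 stresses therefore cannot be told apart from such reads.

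Among the genes named, the interaction was past both thresholds for 9. The line difference was higher under drought than under heat for PGL3 (2.22), OsPIP2;7 (3.64), LOC_Os01g02080 (4.17), LOC_Os02g55260 (2.32) and LOC_Os05g40270 (3.57). It was lower under drought for OsFKBP20-1b (-2.01), OsANN1 (-1.27), RAB16A (-4.45) and LOC_Os05g15880 (-9.62). For LOC_Os05g15880 the onac023 heat libraries held 0 to 2 counts, so the size of that value has no upper limit. These directions held with each library left out in turn and under the other alternatives tried. The rho of 0.62 bears on these genes too, because each value uses the DJ-WT drought libraries.

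The response to drought differed between DJ and ZH11 seedlings for 12464 of 25754 genes. Of 32 ways to swap the stress labels between same-numbered libraries, 2 gave as many genes, the real labels and the swap of all labels within 1 variety (15740 genes), and the most in any other was 8839. Low values were most often 4 in the ZH11 libraries under normal conditions and 2 in the other seedling libraries compared. With counts scaled to read pairs, 11740 genes were called. Scaling a whole library is taken up by normalization, so this says little about the difference in counting. That difference follows the condition in ZH11, and it, or a batch behind it, cannot be told apart from the drought response. The paper also gives a different length of drought for the 2 varieties, 3 d for ZH11 and 5 d for DJ. The labels of the deposited libraries give 7 d for both. If the paper's lengths apply, the variety cannot be told apart from the length. Among named genes, the response was higher in DJ for OsREM1.5 (1.89) and LOC_Os04g51400 (4.63) and lower for LOC_Os03g04660 (-7.15).

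The 36 genes expressed in ZH11 seedlings and not in DJ seedlings were all detected in each DJ-WT drought library, a pattern that the paper does not report. Reads of close copies counted on these genes are an unlikely source, because onac023 libraries of the same experiment held them at 0.218 of the DJ-WT level under drought. A DJ-WT stock that carries genes of both varieties was tested with the 54 genes expressed in DJ and not in ZH11. Their counts in a DJ-WT drought library differed from those in a DJ seedling drought library of another number with a chi-square per degree of freedom of 3.50 or more. For libraries of the same number it was 0.718 or less, which such a stock would not give. The median of 0.532 is also below the lowest of 100 simulated pairs of libraries with independent reads (1.21), and within the range of pairs in which 1 library is a subsample of the other (0.301 to 0.773). The counts of these genes in DJ-WT were 0.527 to 0.596 times those of the DJ seedling library of the same number. Of the genes with at least 100 counts in the DJ seedling library, at most 0.0248% lay below that ratio by more than 3 SD, against 0.232% to 3.2% for libraries of another number.

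A candidate explanation is that each DJ-WT drought library shares part of its reads with the DJ seedling drought library of the same number (chi-square 0.718 or less), and that the rest comes from other plants. After the shared part was taken off, 51.1% to 54.1% of the counts were left, and they correlated best with ZH11 seedlings under drought (r = 0.986 to 0.988 across genes, against 0.96 or less for DJ libraries). The counts of the 36 genes did not match the ZH11 drought libraries analysed here, with a chi-square per degree of freedom of 5.85 or more. A mixture of RNA would give independent reads of the shared part, which the median of 0.532 speaks against. A mixture of reads or of counts could give this, and the data do not say which. The onac023 drought libraries held 18 to 23 of the 36 genes. On the 54 DJ genes they differed from DJ seedling drought libraries of the same number with a chi-square of 31.1 or more, unlike subsamples. DJ-WT libraries under heat held 34 to 35 of the 36 genes and onac023 libraries under heat 17 to 21. On the 36 genes, DJ-WT heat libraries differed from ZH11 seedlings under heat with a chi-square of 13.5 or more. No library of DJ under heat was analysed here to test the DJ part of the heat libraries. No biological explanation was tested other than the stock of both varieties.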

How the results depend on the processing

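Of the alternatives in this part, counts scaled to read pairs and DJ seedling drought libraries in place of DJ-WT drought libraries were chosen only after the result was seen.

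RLE and upper quartile normalization, no filter on low counts and counts scaled to read pairs left each number of DEGs within 1.5 times its value. The same held for TGs with the first 3 of these, and for DASGs with RLE and with no filter; the rest were not run. The cause of each change below was not tested.

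With only genes of at least 1 log2 CPM on average, DEGs between DJ-WT and onac023 fell to 3869 under drought (2880 up, 989 down) and 1555 under heat (1284 up, 271 down), the up-regulated DEGs of ZH11 seedlings to 4155 under drought and 5243 under heat, and the rho with the drought response was -0.82. With the test against a log2 fold change of 1, the DEGs were 2735 under drought (2259 up, 476 down), 702 under heat (637 up, 65 down) and 1146 in panicles (1093 up, 53 down), and the up-regulated TGs were 115 under drought and 276 under heat. DESeq2 gave 4492 DEGs in panicles, 1076 of them down-regulated. All libraries in 1 fit gave 867 down-regulated DEGs under heat between the lines and 758 in panicles. DJ seedling drought libraries in place of DJ-WT gave 294 DEGs under drought, 82 up- and 212 down-regulated. Among only the genes called under heat, the rho with the heat response of ZH11 was 0.56.

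With the replicate number as a block, the DEGs were 5864 under drought and 3042 under heat between the lines, and down-regulated DEGs in panicles rose to 985. Same-numbered libraries deviated together only under heat between the lines (mean r = 0.276). In the other comparisons that correlation lay between -0.0252 and 0.0966.

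Each library left out in turn gave 1469 to 3311 DEGs under heat between the lines (1218 to 2419 up, 250 to 892 down) and 523 to 895 up-regulated TGs under heat. The numbers of DEGs for DJ-WT against onac023 under drought, and for each stress against normal conditions in seedlings, stayed within 1.5 times. So did those of TGs under drought and of DASGs. With DJ seedling drought libraries in place of DJ-WT, DEGs against onac023 were 219 to 363 (33 to 125 up, 186 to 246 down). Leaving out a library was not run for panicles, where it leaves 1 library in a group.

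PC1 held 80.9% of the variance with 500 genes and 68.6% with DESeq2's transformation in the line comparison, and 38.2% with either in the stress experiment. The lowest correlation between replicates was 0.950 and 0.969 in the line comparison, and 0.923 and 0.958 in the stress experiment.

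The log2 fold change of OsFKBP20-1b under drought, near 0, was -0.0320 with DESeq2, -0.0400 with RLE and -0.0109 with the replicate block, and -0.14 to 0.12 with each library left out. With DJ seedlings in place of DJ-WT, OsSF3B1 was at -0.49, OsphyA at -0.0652 and LOC_Os04g28620 at -0.99. Of 458 values of named genes under alternatives other than leaving out a library, 431 stayed on the same side of the thresholds. Of the rest, 18 no longer passed both thresholds, 3 newly passed both and 6 changed sign. These values include genes that were not called, and the alternatives other than DJ seedlings in place of DJ-WT compared the same libraries. Of the named genes called under drought with DJ-WT and tested with DJ seedlings in its place, only ONAC023 and LOC_Os02g54760 kept their call. With a library left out, 419 of 432 stayed, 7 lost significance, 3 gained it and 3 changed sign.

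Under upper quartile normalization the median log2 fold change of all genes in DJ seedlings under drought moved by -0.23, with 5302 genes up- and 8250 down-regulated against 6118 and 7068.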

Differences from the paper's values

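None of the alternatives named in this part was chosen after the values had been seen.

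Under heat, 526 genes were down-regulated in DJ-WT against the paper's 956. DESeq2 (653), all 12 libraries in 1 fit (867) and the fit without DJ-WT heat replicate 1 (892) came within 1.5 times the paper's number. RLE (544), upper quartile normalization (540), no filter (565), the filter at 1 log2 CPM (271), the test against a log2 fold change of 1 (65), the replicate block (634) and the fits without another library (250 to 531) did not.

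PC2 of the line comparison held 16.4% of the variance against about 42% in Supplementary Fig. 16g, read by eye. The 500 genes of highest variance (12.7%) and DESeq2's transformation (14.1%) did not close the gap.

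The log2 fold change of ONAC023 under drought was 4.20 against the paper's 3.39 in its supplementary data. Without DJ-WT replicate 1 (3.92) or 2 (4.00), or without onac023 replicate 1 (4.11) or 2 (3.99), the difference was within the standard error of the fit. With the other methods, normalizations and fits without a library, at 4.03 to 4.59, it was not, and the gene was not tested with the filter at 1 log2 CPM.

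For PGL3 under drought it was 2.50 against the paper's 4.52. None of the other methods, filters, normalizations or fits without a library, which gave 2.39 to 2.61, closed the gap.

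The paper gives the depth of the line comparison as uniquely mapped reads, with medians of 77868644 for DJ-WT drought, 76849890 for DJ-WT heat, 64503870 for onac023 drought and 87055574 for onac023 heat. The total counts here had medians of 48408339, 50491141, 42497757 and 57015968. These are different measures, and no alternative applies to them.

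The paper lists OsFKBP20-1b as a target up-regulated under heat, with a log2 fold change of 2.49. Here it was 2.07, with an edgeR adjusted p of 0.0662. DESeq2 (adjusted p = 0.0397), all libraries in 1 edgeR fit (0.0074) and the edgeR fit without onac023 heat replicate 2 (0.031) call it, and over the alternatives the adjusted p ranged from 0.0074 to 0.42.

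The legend of Supplementary Fig. 20b names RAB16A as a target under drought. The paper's supplementary data give a log2 fold change of -1.18 under drought, close to the -1.14 found here, so that only the legend is at odds with both. Under heat it was 3.36 here.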

Other observations

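The tests in this part were chosen only after the result was seen, other than the 2 correlations of a line difference with a stress response and the counts of other splits of the libraries.

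Of the 10 splits of 6 libraries into 3 and 3, 4 part all same-numbered libraries. Among these 4, only 1, the real split, gave as many DEGs for DJ-WT vs onac023 under drought (6148), and the same count of 1 held for DJ-WT vs onac023 under heat (2647), ZH11 under drought (10693), ZH11 under heat (14109) and DJ under drought (13186). With 4 splits no share under 0.05 is possible. Each of the other splits, including the 6 that part fewer same-numbered libraries, gave 0 DEGs. At an unadjusted p under 0.05 they gave 69 to 579 genes for the lines under drought, 130 to 2533 under heat, 20 to 197 for ZH11 under drought, 12 to 115 for ZH11 under heat and 12 to 85 for DJ under drought.

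Under drought, the difference DJ-WT vs onac023 ran against the response of DJ seedlings to drought, with a Spearman rho of -0.78 across 23354 genes (-0.78 to -0.77 with each library left out; genes are not independent replicates). This was 1 of 11 correlations across genes computed. A candidate explanation is that the onac023 seedlings were further into the drought response than the DJ-WT seedlings, as a more sensitive line could be. Under heat the rho with the response of ZH11 seedlings was 0.43 (0.38 to 0.47 with each library left out), the opposite of what that explanation gives for heat, although in another variety.

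Another candidate explanation for the drought DEGs is that the DJ-WT drought libraries hold reads of ZH11 seedlings under drought. The line difference followed the difference of ZH11 from DJ seedlings under drought with a rho of 0.88 across 23681 genes. Between DJ-WT and ZH11 seedlings under drought there were 831 DEGs, and between DJ-WT and DJ seedlings under drought 4576. The libraries of DJ-WT also stood apart from other DJ seedlings: DJ seedling drought libraries gave 294 DEGs against onac023, in place of 6148, although they were sequenced in another experiment, and ONAC023 itself was still called (log2 fold change 4.35). Of these calls, 48 up- and 115 down-regulated genes were shared with DJ-WT and 28 had the opposite direction. The line differences with DJ-WT and with DJ seedlings had a rho of 0.51 across 22845 genes. The onac023 libraries enter both with the same sign, which moves rho upwards, so it does not show how much of the difference remained. The difference of ZH11 from DJ under drought itself had a rho of -0.77 with the DJ drought response, but the DJ drought libraries enter both with opposite signs, which by itself moves rho downwards. With DJ seedlings in place of DJ-WT, the line difference had a rho of -0.30 with the DJ drought response, nearer 0 than the -0.78 with DJ-WT. The DJ drought libraries then enter both with the same sign, which moves rho upwards. These correlations therefore do not decide between drought stage and added reads. Under normal conditions the difference of ZH11 from DJ had a rho of -0.08 with the line difference. The explanation by drought stage needs DJ-WT plants of their own, whereas the DJ part of each DJ-WT drought library resembles a subsample of the DJ seedling library of the same number, so the data favour the added reads over drought stage for the number of 6148 DEGs. Neither drought stage nor an effect of ONAC023 is excluded for single genes.

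The excess of up-regulated DEGs was not told apart from an effect of normalization. The lowest share under RLE and upper quartile scaling was 68.2% under drought and 79.4% under heat, but these scalings moved the median log2 fold change by only -0.0417 and 0.0293 under drought and -0.0112 and -0.0045 under heat, and like TMM they assume that most genes are unchanged. The excess of genes detected in DJ-WT stayed at 1583 genes under drought and 1525 under heat after downsampling to the smallest library. Under heat the 10 genes with most counts took 10.2% to 12.2% of DJ-WT libraries and 14.1% to 18.2% of onac023 libraries, and without them the excess was 1412 genes. Reads of a second variety in DJ-WT were not ruled out as a source of the extra genes under either stress, so a biological reading is not separated from it: of the 36 ZH11 genes, DJ-WT libraries held 36 under drought and 34 to 35 under heat, and onac023 libraries 18 to 23 and 17 to 21.

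A read pair is worth 4 counts in the ZH11 libraries under normal conditions and 2 in those under drought. Counts scaled to read pairs gave 9760 DEGs of 22737 genes tested for the drought response of ZH11, in place of 10693 of 24797. Scaling a whole library is taken up by normalization, so this does not test the difference. The DJ libraries, at 2 counts per read pair in both groups, had 13186 DEGs under drought, so a response of this size does not need such a difference. For ZH11 the part that goes with it was not separated.

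ONAC023 had 121 to 152 counts in DJ seedlings under drought and 0 to 3 under normal conditions, at least 53.4-fold higher under drought. In ZH11 panicles it rose under heat from 3 and 5 counts to 708 and 939, a log2 fold change of 7.65 in both libraries against both. Low values were most often 4 in these libraries, so ONAC023 under normal conditions was near the worth of 1 read pair. ONAC023 therefore has no upper limit to its rise there. In ZH11 seedlings it was too low to be tested, with 0 counts in every library under normal conditions, 5, 19 and 20 under drought, and 124, 0 and 4 under heat. The paper reports an induction of OsREM1.5 (LOC_Os04g45070) by both stresses. The legend of its Fig. 6a does not name the assay, so the measures may differ. Here OsREM1.5 fell in ZH11 seedlings by a log2 fold change of -1.24 under drought and -1.37 under heat, against that direction. Neither fall was called by the test against a log2 fold change of 1 (glmTreat adjusted p = 0.158 and 0.0902). The ZH11 fall under drought cannot be told apart from the difference in counts per read pair. In DJ seedlings under drought OsREM1.5 rose by 0.63 (edgeR adjusted p = 0.00111), below the fold threshold. Over the alternatives other than leaving out a library, it rose there by 0.40 to 0.72. In ZH11 panicles under heat it changed by 0.77 (edgeR adjusted p = 0.0861; 0.00702 to 1 over the alternatives). Between DJ-WT and onac023 it changed by -0.36 under drought and -0.84 under heat, below that threshold too. ONAC129 (LOC_Os11g31380) was too low to be tested. ZH11 seedlings had 0 counts in every library under normal conditions, 51, 6 and 198 under drought and 13, 9 and 7 under heat, and DJ seedlings 0 under normal conditions and 3, 0 and 0 under drought.

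The line differences under drought and under heat had a rho of 0.11 with each other across 22300 genes. With DJ seedlings in place of DJ-WT under drought it was -0.04.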
